# Probing cell identity hierarchies by fate titration and collision during direct reprogramming

**DOI:** 10.15252/msb.202211129

**Published:** 2022-09-15

**Authors:** Bob A Hersbach, David S Fischer, Giacomo Masserdotti, Deeksha, Karolina Mojžišová, Thomas Waltzhöni, Diego Rodriguez‐Terrones, Matthias Heinig, Fabian J Theis, Magdalena Götz, Stefan H Stricker

**Keywords:** direct reprogramming, Collide‐seq, fate conversion, reprogramming, scRNA‐seq, Chromatin, Transcription & Genomics, Development

## Abstract

Despite the therapeutic promise of direct reprogramming, basic principles concerning fate erasure and the mechanisms to resolve cell identity conflicts remain unclear. To tackle these fundamental questions, we established a single‐cell protocol for the simultaneous analysis of multiple cell fate conversion events based on combinatorial and traceable reprogramming factor expression: Collide‐seq. Collide‐seq revealed the lack of a common mechanism through which fibroblast‐specific gene expression loss is initiated. Moreover, we found that the transcriptome of converting cells abruptly changes when a critical level of each reprogramming factor is attained, with higher or lower levels not contributing to major changes. By simultaneously inducing multiple competing reprogramming factors, we also found a deterministic system, in which titration of fates against each other yields dominant or colliding fates. By investigating one collision in detail, we show that reprogramming factors can disturb cell identity programs independent of their ability to bind their target genes. Taken together, Collide‐seq has shed light on several fundamental principles of fate conversion that may aid in improving current reprogramming paradigms.

## Introduction

Mammalian development, through a complex set of intrinsic and extrinsic signals, leads to a plethora of functionally distinct cell types characterized by gene regulatory networks that are stable under physiological conditions (Vickaryous & Hall, 2006; Enver *et al*, 2009; Graf & Enver, 2009). Surprisingly, forced expression of key fate‐determining transcription factors is not only sufficient to perturb these networks, but also to successfully convert one cell type into the other, a process referred to as transdifferentiation or direct reprogramming (Fig 1A; Iwafuchi‐Doi & Zaret, 2014; Morris, 2016). Direct reprogramming was first described when fibroblasts were transdifferentiated into contracting muscle cells (Davis *et al*, 1987; Weintraub *et al*, 1989) and was later extended to other paradigms, including the direct conversion of ectoderm‐derived glia into neurons (Heins *et al*, 2002). Since then, reprogramming has been established for many cell types and even across germ layers, such as the conversion of fibroblasts into neurons, hepatocytes, and most strikingly, induced pluripotent stem cells (Takahashi & Yamanaka, 2006; Vierbuchen *et al*, 2010; Huang *et al*, 2011).

The current wealth of different reprogramming paradigms suggests that virtually any cell might be converted into any other cell type. However, despite the variety of available reprogramming paradigms and efforts to investigate the underlying molecular mechanisms (Buganim *et al*, 2012; Chronis *et al*, 2017; Fu *et al*, 2018; Dall'Agnese *et al*, 2019; Velychko *et al*, 2019; Cates *et al*, 2021; Kempf *et al*, 2021; Yagi *et al*, 2021) several fundamental questions remain unanswered. For example, it is currently unknown whether different fate conversions share similar principles, i.e., whether general mechanisms to achieve the loss of starter cell identity exist. Similarly, it is also unclear to which extent the expression levels of reprogramming factors influence both loss and gain of cell identity during reprogramming. For instance, do transcriptomic changes scale with reprogramming factor expression levels and, as a result, fate conversion occurs in a gradual manner, or do critical thresholds exist instead? This distinction would be particularly relevant for members of larger transcription factor families, such as basic helix loop–helix (bHLH) proteins, which share low‐affinity sites and are consequently subject to binding site competition (Long *et al*, 2016). Finally, another widely overlooked aspect of cell fate conversion is that it always entails a cell identity conflict, i.e., the existing cell identity gets challenged by a reprogramming transcription factor attempting to induce a conflicting program. We know, however, very little about the molecular basis of cell identity conflicts, particularly on which molecular level they collide and how cells resolve such conflicts. For example, can mismatched transcriptional programs be present simultaneously for a significant amount of time or does competition for co‐factors and/or DNA binding interfere with the full implementation of programs? Major obstacles to address these questions from publicly available data are the lack of systematic side‐by‐side experiments and the widespread use of optimized medium conditions during different reprogramming protocols, imposing a strong bias on gene expression (Chen *et al*, 2014; Kim *et al*, 2015; Kleijkers *et al*, 2015; Ledur *et al*, 2017). Hence, no direct comparisons of the impact various fate‐instructing reprogramming factors have on starter cell identity have been performed to date. Similarly, addressing whether expression levels of reprogramming factors are significant for converting the cellular transcriptome has also not been systematically evaluated so far. Finally, although combinations of compatible factors have been used to obtain specific cell types of interest (Takahashi & Yamanaka, 2006; Vierbuchen *et al*, 2010; Huang *et al*, 2011; Sekiya & Suzuki, 2011) it is unclear how cells respond to conflicting fates being imposed on the cell at the same time.

To explore cell identity hierarchies and mechanisms of fate collision, we developed Collide‐seq, implementing novel experimental approaches and analysis tools to quantify reprogramming factor levels and investigate, on a single cell level, how fibroblasts convert into lineages of different germ layers and how cell identity conflicts are resolved.

## Results

### A multiplexed strategy for the comparison and collision of cell fate conversions

In order to gain a mechanistic insight into cell fate conversion, we chose experimental conditions that allowed a systematic comparison of the impact different reprogramming factors have on the transcriptome. This included the choice of a versatile starter cell, mouse embryonic fibroblasts (MEFs), which have been extensively used in numerous reprogramming paradigms (Davis *et al*, 1987; Takahashi & Yamanaka, 2006; Vierbuchen *et al*, 2010; Caiazzo *et al*, 2011; Huang *et al*, 2011; Li *et al*, 2011; Nemajerova *et al*, 2012; Ring *et al*, 2012; Chanda *et al*, 2014; Colasante *et al*, 2015; Lim *et al*, 2016; Guo *et al*, 2017; Xiao *et al*, 2018). Furthermore, we focused our analysis on an early time point (72 h) to study the primary events of cell fate conversion and opted for a neutral cell culture medium, devoid of strong signaling molecules that would favor certain lineages over others and thereby alter the transcriptome independently of reprogramming factor function. Next, we selected a diverse panel of reprogramming factors: Ascl1, MyoD1, FoxA2, Sox2, and Pou5f1 (hereafter referred to as Oct4), which represent well‐known master regulators of different cellular identities belonging to distinct germ layers (Fig 1A and B; i.e., neuronal, myogenic, hepatogenic, multipotent and pluripotent, Table 1; Davis *et al*, 1987; Takahashi & Yamanaka, 2006; Grinnell *et al*, 2007; Vierbuchen *et al*, 2010; Chen *et al*, 2011; Huang *et al*, 2011; Li *et al*, 2011; Tsai *et al*, 2011; Wu *et al*, 2011; Ring *et al*, 2012; Chanda *et al*, 2014; Lim *et al*, 2016; Nakamori *et al*, 2017). Although the somatic reprogramming factors (Ascl1, MyoD1, FoxA2, and Sox2) are often used in combination with complementary factors, they are considered key drivers of conversion within their lineage and, under defined media conditions, are capable of achieving reprogramming on their own (Davis *et al*, 1987; Ring *et al*, 2012; Chanda *et al*, 2014; Guo *et al*, 2017). Additionally, the inclusion of both Sox2 and Oct4 allowed us to further investigate whether pluripotency factors act as general enablers of cell fate changes as recently suggested (Deleidi *et al*, 2011; Kim *et al*, 2011; Peskova *et al*, 2019; Sharma *et al*, 2019).

**Table 1:** Overview of different reprogramming factor and the characteristics of their target cells.

TF	Target cell	Germ layer	Potency	Cell‐cycle status
Ascl1	Neuron	Ectoderm	Terminally differentiated	Postmitotic
MyoD1	Skeletal muscle	Mesoderm	Terminally differentiated	Postmitotic
FoxA2	Hepatocyte	Endoderm	Terminally differentiated	Mitotic
Sox2	Neural stem cells	Ectoderm	Multipotent	Mitotic
Oct4	Pluripotent stem cell	Pregerm layer	Pluripotent	Highly proliferative

We cloned these factors into a PiggyBac vector, placing their expression under the control of a doxycycline‐dependent promoter (TRE), and added constitutively expressed fluorescent reporters (acGFP, EBFP2, DsRed; Fig 1B and C). A major benefit of using PiggyBacs, is the ability to obtain polyadenylated transcripts for the reporter and the transgene, facilitating the detection and quantification of transgene levels by scRNA‐seq platforms. Furthermore, between 1 and 10 PiggyBac vectors typically integrate, leading to a broad range of transcript expression between different cells (Yusa *et al*, 2009). By using a doxycycline‐inducible promoter, we further ensured synchronous expression and a defined experimental starting point. Importantly, no protein expression was detected in the absence of doxycycline, but a strong nuclear signal was seen 48 h after induction, indicating tight chemical control of reprogramming factor expression (Figs 1D and EV1A). Constitutive fluorescent reporter expression cassettes, on the other hand, enabled the enrichment and pooling of cells prior to transgene induction, i.e., initiation of cell fate conversion and scRNA‐seq.

**Figure 1:**
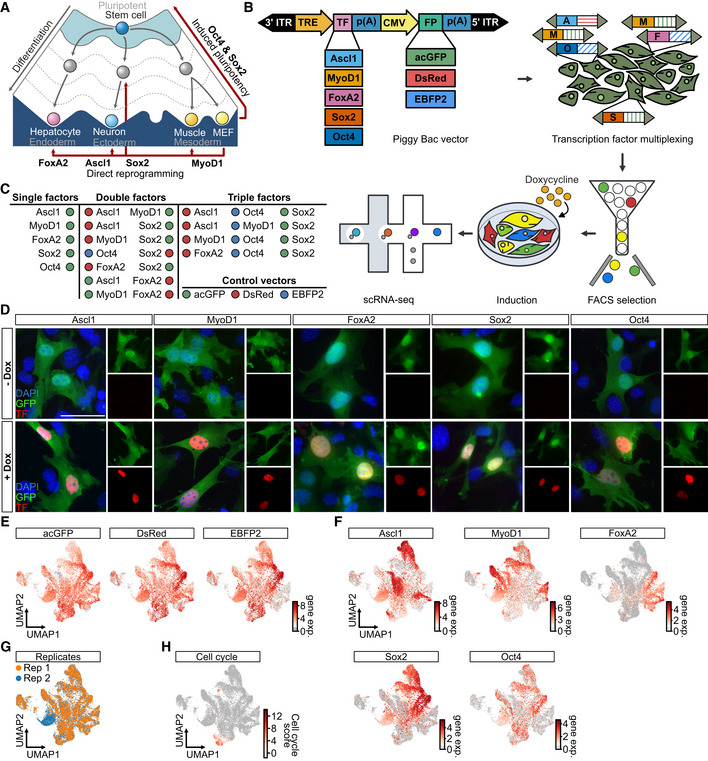
A multiplexed strategy for the comparison and collision of cell fate conversions ASchematic depiction of Waddington's landscape highlighting key transcription factors during development, induction of pluripotency, and direct reprogramming.BSchematic outline describing key aspects of Collide‐seq including (i) PiggyBac vectors used (top left), (ii) multiplexing of reprogramming factors (top right), (iii) selection of positive cells (bottom right) (iv) pooling of cells and transgene induction (bottom middle) and (v) scRNA‐seq (bottom left).COverview of all experimental conditions included in the Collide‐seq experiment including single, double, and triple transcription factor combinations.DRepresentative immunofluorescence images of MEFs 48 h after transgene induction stained for the indicated reprogramming factors. Scale bar represents 50 μm (*n* = 3 biological replicates).ELog fluorophore expression superimposed on Uniform Manifold Approximation and Projection (UMAP) embedding of the dataset. Shown are fluorophore expression levels (gene exp.) on a logarithmic (ln) scale.FLog transgene expression superimposed on a UMAP embedding of the dataset. Shown are transgene expression levels (gene exp.) on a logarithmic (ln) scale.GUMAP embedding of scRNA‐seq dataset colored by technical replicate. Orange: Replicate 1, Blue: Replicate 2.HCell‐cycle score superimposed on UMAP embedding of the dataset. See Unsupervised analysis of single‐cell RNA‐seq section in Materials and Methods for further details. Source data are available online for this figure.

**Figure EV1:**
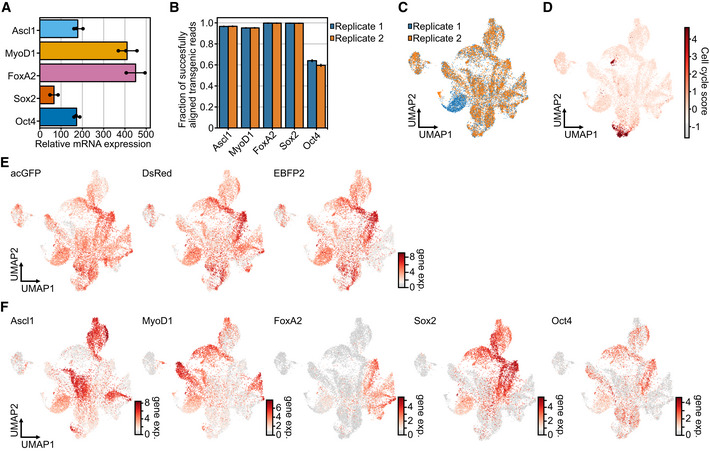
Analysis of transgene induction and detection AQuantification of transgene induction using qRT–PCR. Shown is the mean fold change of doxycycline‐induced samples over noninduced samples for the indicated transcription factors after 48 h (*n* = 2/3). Error bars represent 95% confidence interval. Primers used for qPCR are listed in Appendix Table S2.BFraction of UMIs mapped to transgenic allele within cells expressing a single reprogramming factor. Reads for transgenic transcripts were distinguished from endogenous transcripts using a custom annotation based on single nucleotide polymorphisms (See Generation of a modified gene annotation section in Materials and Methods for further details). Shown are 15,768 cells per barplot with the 95% confidence interval as error bars.CUniform Manifold Approximation and Projection (UMAP) embedding of scRNA‐seq data colored by technical replicate (Replicate 1: blue, Replicate 2: orange) after ambient RNA correction.DCell‐cycle score superimposed on UMAP embedding of ambient corrected data (See Unsupervised analysis of single‐cell RNA‐seq data in Materials and Methods).ELog fluorophore expression superimposed on a UMAP embedding after ambient RNA correction. Shown are fluorophore expression levels (gene exp.) on a logarithmic (ln) scale.FLog transgene expression superimposed on a UMAP embedding after ambient RNA correction. Shown are transgene expression (gene exp.) levels on a logarithmic (ln) scale. Source data are available online for this figure.

Next, we nucleofected MEFs with constructs for the individual factors (Ascl1, MyoD1, FoxA2, Sox2, and Oct4) and their combinations. This yielded a total number of 17 different conditions, including cells expressing only the fluorescent reporters as a negative control (Fig 1C). After collecting an equal number of cells per condition and subsequently pooling them, cells were plated in a single well and transgene expression was induced for 72 h prior to single‐cell RNA sequencing (scRNA‐seq) using the 10x Genomics Chromium platform. In total, this returned ∼17,000 cells (Replicate 1: 8,709 cells, Replicate 2: 8,219 cells) for downstream analysis after applying strict quality control criteria (see Materials and Methods). As expected, nearly all cells expressed fluorescent reporters and at least one reprogramming factor (Fig 1E and F). Moreover, the expression of each transcription factor was localized to distinct parts of the *Uniform Manifold Approximation and Projection* (UMAP; preprint: McInnes *et al*, 2018) embedding, indicating that reprogramming factor expression and transcriptomic effects were well correlated (Fig 1E and F). These attained cell states were overall also highly similar between both technical replicates, demonstrating that our method yields robust results (Fig 1G). Furthermore, reprogramming factor transcripts were confirmed to be mostly derived from PiggyBacs, as a custom single nucleotide polymorphism (SNP) based alignment strategy attributed the majority of reprogramming factor UMIs to the transgenic allele (Fig EV1B, see Materials and Methods). This indicated that self‐reinforcement plays a minor role at the initial stage of cell conversion. In addition, the observed cellular heterogeneity was also not a technical artifact originating from ambient effects, as shown by applying ambient RNA correction to this data (Young & Behjati, 2020; Fig EV1C–F, see Materials and Methods). Finally, cell‐cycle analysis indicated that most cells expressing a reprogramming factor had exited the cell cycle after 72 h, irrespective of whether the expressed reprogramming factor ultimately steers towards a postmitotic cell fate (Ascl1 and MyoD1) or not (FoxA2, Oct4, and Sox2; Fig 1H). Altogether, our experimental paradigm, which we will hereafter refer to as Collide‐seq, allowed reading out the multiplexed reprogramming factor expression, which correlated well with induced transcriptomic effects, thus making it a suitable system to explore the general principles of early reprogramming events.

### Demultiplexing combinatorial reprogramming factor expression reveals discrete induction of distinct transcriptomic states

As we pooled cells from the different conditions to reduce batch effects and allow a systematic analysis of each condition, we next aimed to demultiplex the dataset into its individual conditions. Previous approaches for single‐cell knock‐out state inference (Dixit *et al*, 2016) are liable to yield false discoveries that derive from the knock‐out state being modeled as a mixture model of gene expression. Hence, we devised a novel computational approach to assign cells to their maximum *a posteriori* fit condition, leveraging the unique signature of transgene and fluorophore expression by cells from each condition (Fig 2A, Appendix Fig S1A, see Materials and Methods). Importantly, we did not use any additional transcriptomic information to assign conditions, as this would possibly bias assignment. This model was regularized by the set of conditions defined in the experimental setup (Fig 1C) and the inferred conditions mapped to distinct parts of the cell state space (Fig 2A). Accordingly, Louvain clustering stratified these states into distinct clusters corresponding to Ascl1 (blue shades), MyoD1 (yellow/orange shades), FoxA2 (pink/purple shades) and Sox2 (vermillion/red shades) induced transcriptional changes (Fig 2B). The Oct4‐positive cells, however, did not separate into a distinct cluster but were rather intermingled with the original fibroblast population (Fig 2A and B, fibroblasts, gray shades). Furthermore, the fibroblast population showed four clusters, three of which were close to each other, potentially representing different cell‐cycle states (Fig 1H), while one was more separated and possibly contained damaged cells given the relatively low gene and read count numbers (Fig 2B, left most fibroblast cluster, Appendix Fig S1B). Most importantly, several clusters contained cells expressing more than one factor, indicating that collision between factors yields distinct cell states at 72 h postinduction (Fig 2A and B). These collision states did not show increased fractions of mitochondrial reads, a hallmark of cellular stress (Ilicic *et al*, 2016; Luecken & Theis, 2019), implying that these states are viable (Appendix Fig S1C). Taken together, these results revealed distinct transcriptomic consequences induced by each factor and their combinations, which are well detected and tolerated for at least 72 h after transgene induction, thereby validating these single factors as sufficient to induce distinct transcriptomic changes.

**Figure 2:**
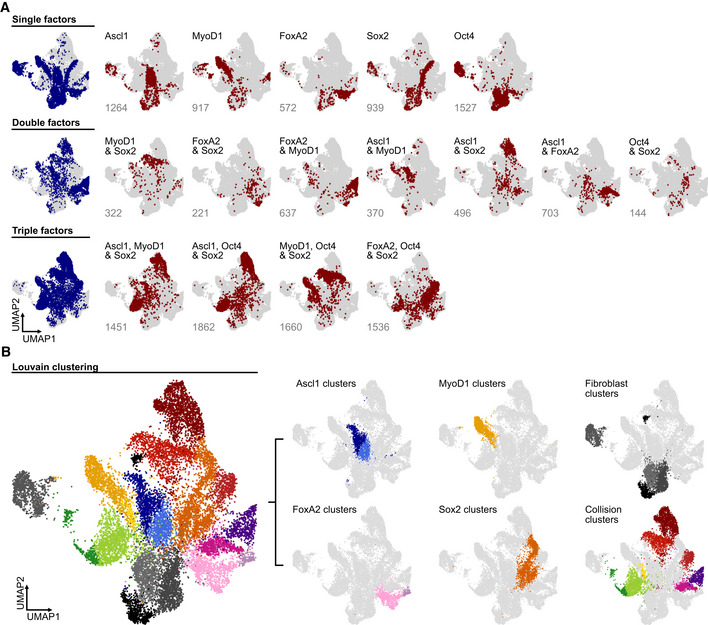
Demultiplexing of combinatorial reprogramming factor expression reveals discrete induction of distinct lineages AVisualization of condition assignment outcome (see Computational demultiplexing section in Materials and Methods for further details) superimposed on a Uniform Manifold Approximation and Projection (UMAP) embedding of the dataset. Depicted are the total population of cells carrying one, two, or three factors (left panels, blue shades) and the individual conditions (right panels, red shades) for the indicated conditions. For individual conditions, numbers indicate the total number of cells per condition.BLouvain clustering of the entire dataset (left panel) separated into clusters corresponding to the expression of the individual transcription factors, the ground fibroblast state, and the collision of reprogramming factors (right panels). Clusters are labeled according to the predominant transcription factor or cell state.

### Comparing principles of fate conversion between single reprogramming factors

Having established and verified the validity of Collide‐seq, we next aimed to identify the common and unique properties of different fate conversions. We first focused on transcriptomic changes in cells expressing a single reprogramming factor. To this end, we fit a generalized linear model to the cellular expression vectors as a function of transgene expression and computed the overall differential expression magnitude for each factor across all genes (see Materials and Methods). This can be interpreted as the deviation from the original fibroblast identity induced by each factor and revealed a clear hierarchy: MyoD1 had the highest magnitude while Ascl1, FoxA2, and Sox2 had smaller but comparably strong effects (Fig 3A, see Materials and Methods). Oct4 failed to significantly perturb cell identity on its own, hence, we focused on the four somatic factors for this part of the analysis.

**Figure 3:**
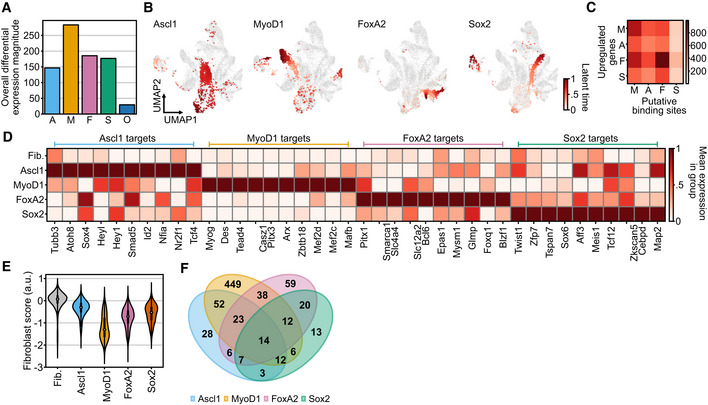
Comparing principles of fate conversion between distinct lineages ABar plot of transgene‐wise coefficient vector magnitude as a measure of induced transcriptomic changes by individual reprogramming transcription factors (see Differential expression analysis section in Materials and Methods for further details, A = Ascl1, M = MyoD1, F = FoxA2, S = Sox2, O = Oct4).BLatent pseudotime (lineage progression) superimposed on a Uniform Manifold Approximation and Projection (UMAP) of the dataset computed with scVelo (Bergen *et al*, 2020; see RNA velocity and CellRank analysis section in Materials and Methods for further details).CHeatmap showing the intersection of upregulated genes in individual factor conditions (*y*‐axis) vs. putative binding sites derived from a publicly available ChIP dataset for MyoD1 (M), Ascl1 (A), FoxA2 (F), and Sox2 (S) (*x*‐axis; Oki *et al*, 2018).DMatrixplot showing the relative mean expression of key target genes related to the different lineages for the indicated single factor conditions and control vector expressing fibroblasts (Fib.).EFibroblast score (see Unsupervised analysis of single‐cell RNA‐seq data in Materials and Methods and Appendix Table S1 for further details) for single factor conditions compared with fibroblasts expressing only control vectors (Fib. = Fibroblasts). The number of data points per violin plot is the number of cells per matched condition shown in Fig 2A. For each violin, the center dot represents the median, the centerline defines the range and the solid box marks the interquartile range (IQR).FVenn diagram of downregulated gene overlap between single factor conditions. Downregulated genes were determined by performing differential expression between each condition and the control vector carrying fibroblasts (See Differential expression section in Materials and Methods for further details).

A main advantage of Collide‐seq is that, due to the multiplexing of conditions in a single biological replicate, most confounding factors (i.e., culture conditions, culture media differences, etc.) are excluded. Hence, we could separate this general differential expression magnitude (Fig 3A) into two parts: (i) gene activation events related to fate acquisition and (ii) transcriptional repression associated with starter cell identity erasure. For fate acquisition, demultiplexing and Louvain clustering revealed that all four factors show a wide range of reprogramming factor expression with strong cell‐to‐cell variation (Appendix Fig S2A). Nevertheless, when individually expressed, each of them induced a distinct transcriptomic state (Fig 2B) and their lineage changes could also be resolved through an individual RNA velocity model (Bergen *et al*, 2020; Fig 3B). Moreover, using published ChIP‐seq data (Oki *et al*, 2018), a substantial overlap between putative binding sites and genes induced in our dataset, particularly for Ascl1, MyoD1 and FoxA2 was found (Fig 3C). This indicates that, at least for fate acquisition, a large fraction of transcriptional changes occurring at these early experimental time points might be direct consequences of reprogramming factor expression (Fig 3C). Furthermore, and despite the use of neutral culture conditions, each factor induced a distinct transcriptomic signature, characterized by unique target gene expression (Fig 3D) and gene ontology (GO) enrichments fitting to the corresponding lineages (Appendix Fig S2B–E). Overall, these results confirmed the competence of Ascl1, MyoD1, FoxA2, and Sox2 to trigger transcriptomic changes of cell fate conversion towards their respective lineages.

In addition to the differential expression magnitude (Fig 3A) that indicated each factor drives the transcriptomic state away from the original fibroblast identity, we also aimed to specifically measure the loss of fibroblast identity induced by each factor. To this end, we first devised a fibroblast score based on a literature‐derived list of fibroblast marker genes (Appendix Table S1, see Materials and Methods). Applying this score to the single factor data showed that all factors cause fibroblast identity loss after 72 h of reprogramming factor induction, though MyoD1 was most potent in this regard (Fig 3E). A more global analysis validated this observation, as genes encoding for extracellular matrix and cell periphery proteins, core parts of the fibroblast proteome, were significantly enriched among the genes downregulated by all four factors (Appendix Figs S3A–D and S4A–D, see Materials and Methods). Interestingly, however, these genes were rarely shared among all factors, suggesting that there is no common gene set or mechanism through which fibroblast identity is erased (Fig 3F). Notably, we did find substantial pairwise overlap in downregulated gene sets (i.e., 23% Sox2‐FoxA2, 21% FoxA2‐MyoD1, 35% Ascl1‐MyoD1), suggesting similar strategies for some factor pairs, while others possibly follow different repressive schemes. In line with having the biggest impact on the fibroblast transcriptome, MyoD1 was most potent in repressing the fibroblast signature, reflected by the fact that most of its downregulated genes were not shared with the other factors (Fig 3F). Overall, this analysis revealed that few similarities exist between different reprogramming factors when it comes to achieving fibroblast identity repression.

### Collision of multiple reprogramming factors reveals mostly antagonistic effects

Building on the single factor data for the removal of starter cell identity, we next asked whether multiple factors synergize or antagonize in fate erasure. Using the same fibroblast score as above, factor collisions were shown to have intricate effects on switching off fibroblast identity (Fig 4A). For instance, the combination of Ascl1 and Sox2 repressed fibroblast identity more efficiently than either Ascl1 or Sox2 alone (Fig 4A). By contrast, cells expressing both Ascl1 and MyoD1 maintained a much higher fibroblast score than those expressing MyoD1 alone, while neither Sox2 nor FoxA2 had such a negative impact on MyoD1 (Fig 4A). Furthermore, the addition of Sox2 and Oct4 did not improve identity loss for any of the other factors, suggesting that these pluripotency genes do not act as general enablers by facilitating starter cell identity removal, as has been suggested before (Deleidi *et al*, 2011; Kim *et al*, 2011; Peskova *et al*, 2019; Sharma *et al*, 2019). This reinforces the concept that different molecular mechanisms for cell identity removal exist and demonstrates that these mechanisms can act synergistically in some instances, yet antagonistic or neutral outcomes are more common (Figs 4A and EV2A).

**Figure 4:**
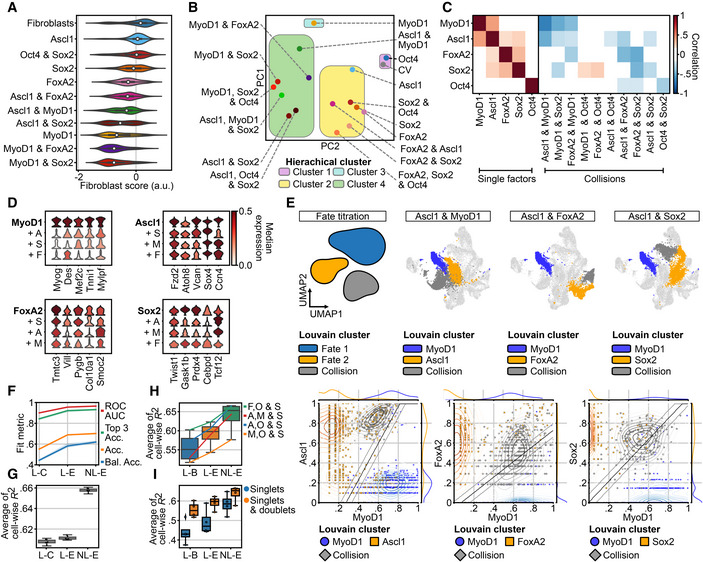
Factor collision reveals antagonistic effects of a deterministic system AFibroblast score (see Unsupervised analysis of single‐cell RNA‐seq data section in Materials and Methods for further details) for single and double factor conditions in comparison to control vector carrying fibroblasts. The number of data points per violin plot is the number of cells per matched condition shown in Fig 2A. For each violin, the center dot represents the median, the centerline defines the range and the solid box marks the interquartile range (IQR).BPCA scatter plot of first (PC1, vertical) and second (PC2, horizontal) loading of the different conditions after collapsing into pseudobulk samples. Colored rectangles correspond to clusters defined in Fig EV2B. CV: Control vector expressing fibroblasts.CCorrelation matrix of linear model effects for single (left panel) and double factor (right panel) collisions. Color defines direction of correlation of gene‐wise coefficient vectors (negative = blue, positive = red) and color tone depicts size of correlation. See Differential expression analysis section in Materials and Methods for further details.DStacked violin plots showing the standardized median expression of several lineage marker genes for single factor conditions (bold) and upon collision with the indicated factors (A = Ascl1, M = MyoD1, F = FoxA2, S = Sox2).EConceptual summary of fate titration analysis (upper left panel) and data‐derived examples for the indicated combinations of factors. Shown are the Louvain cluster assignments for the indicated collisions (upper panels) and the decision boundaries for indicated intermediate fates according to transcription factor levels (lower panels). Transcription factor levels shown on the *x*‐ and *y*‐axis are log‐normalized expression values scaled into the dynamic range of the single‐positive condition. Cells are colored according to their Louvain cluster identity. See Fate titration section in Materials and Methods for further details.F, GPredictive performance for a linear model of the categorical condition variable (L‐C: Linear condition.), a linear model of the log of the transgene expression (L‐E: Linear expression), and a nonlinear model of the log of the transgene expression (NL‐E: Nonlinear expression) in randomly held‐out test cells (*n* = 1,184 cells). For the task of Louvain cluster assignment prediction (F), shown are the area under the receiver–operator characteristic curve (ROC AUC), top 3 accuracy (Top 3 Acc.), Accuracy (Acc.), and class‐balanced accuracy (Bal. Acc.). For the task of prediction of log‐normalized expression values of highly variable genes (G), shown is the cell‐wise R2 (G). See Supervised modeling section in Materials and Methods for further details. For each box in G, the centerline defines the median, the height of the box is given by the interquartile range (IQR), the whiskers are given by 1.5 * IQR, and the outliers are given as points beyond the minimum or maximum whisker.H, IPredictive performance on held‐out reprogramming conditions for models and metrics as described in (H), with the exception of the baseline model, which is a linear model of binary transgene presence (L‐B: Linear binary). The hold‐out task in (H) is a particular triple‐positive condition as indicated in the legend (*N* = 4). The hold‐out task in (I) is the set of all triple‐positive conditions and models are either trained on single‐positive conditions only or on single‐ and double‐positive conditions (*N* = 4). See Supervised modeling section in Materials and Methods for further details. For each box, the centerline defines the median, the height of the box is given by the interquartile range (IQR), the whiskers are given by 1.5 * IQR, and the outliers are given as points beyond the minimum or maximum whisker.

**Figure EV2:**
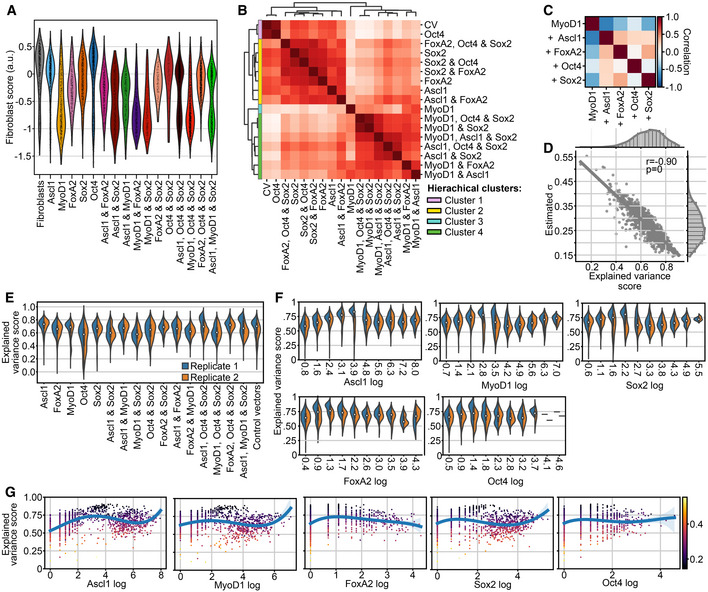
Transcriptomic effects of factor collision and general determinism in Collide‐seq data AFibroblast score (see Unsupervised analysis of single‐cell RNA‐seq data section in Materials and Methods and Appendix Table S1 for further details) for indicated conditions. The number of data points per violin plot is the number of cells per matched condition shown in Fig 2A.BSimilarity of pseudobulk (mean expression per condition) principal components per condition clustered hierarchically. Colors of clusters correspond to those used in Fig 4B.CCorrelation matrix of linear model effects for correlation between individual factors and collision state (see Differential expression analysis section in Materials and Methods for further details). Color defines direction of correlation (negative = blue, positive = red), and color tone depicts size of correlation (darker = higher).DCorrelation of predictive accuracy, measured as explained variance, on held‐out test data with the predicted uncertainty of the model, measured as the mean of the predicted standard deviation by gene.EExplained variance of model prediction by condition and replicate. For each violin, the center dot represents the median, the centerline defines the range and the solid box marks the interquartile range (IQR).F, GExplained variance of cells binned by individual transgene expression (F) or individually with trend fit (G). In (G), the color indicates the predicted uncertainty measured as the mean standard deviation over output genes. For each violin in F, the center dot represents the median, the centerline defines the range and the solid box marks the interquartile range (IQR).

We then analyzed how transcriptomic changes caused by one reprogramming factor are perturbed by other factors. For this, we first collapsed the cells within each condition to their mean, forming pseudobulk samples, and performed hierarchical clustering (Fig EV2B). Next, we performed a principal component analysis of these pseudobulk samples and overlaid it with the hierarchical cluster labels (Figs 4B and EV2B, see Materials and Methods). This revealed that no factor was clearly dominant over all other factors, although in some of the combinations one reprogramming factor had significant dominance over the other (Fig 4B). Strikingly, MyoD1 only expressing cells were significantly different from all other conditions (Figs 4B, and EV2B and C). This unique transcriptional identity of the MyoD1 pseudobulk sample supports our findings on its differential expression magnitude (Fig 3A) and its striking potency in erasing fibroblast identity (Fig 3E), indicating MyoD1 is the putative most potent reprogramming factor in our setting. Nevertheless, the striking dissimilarity between the MyoD1‐only condition and double/triple factor combinations containing MyoD1 indicated that the other factors can perturb the myogenic trajectory significantly (Fig 4B).

Following up on this, we next quantified the degree of synergism and antagonism in collisions by analyzing pairwise interactions between factors in a linear model of cellular expression vectors. The interaction coefficients in this model can be interpreted as positive (synergistic) or negative (antagonistic) effects that are evoked by the collision on the expression vector of the single factor conditions. We correlated the coefficient vectors of each term in the linear model to understand their relative effect on gene expression (Fig 4C). For the individual reprogramming factors, mostly positive correlation coefficients were found, indicating a sign change in a similar direction (Fig 4C), likely caused by similarities in fibroblast identity removal. By contrast, the effects observed upon the co‐expression of two or more reprogramming factors produced a generally negative or neutral correlation, thus indicating an antagonistic or nonsubstantial change (Fig 4C). This demonstrated that fate collisions are often detrimental to the individual fate, as conversions are partially undone by the collision. Notably, we again found no indication that pluripotency factors Oct4 and Sox2 further enhance cellular conversion in any of the combinations at this early time point. In terms of strength, the negative correlation for the collision between MyoD1 and Ascl1 was strongest. As single factors, their effects showed a high correlation coefficient (Fig 4C, intersection of MyoD1 and Ascl1 and vice versa) confirming commonalities in their induced programs, which have been reported previously (Lee *et al*, 2020). However, their co‐expression did not result in synergism, as might be expected, but rather displayed a very strong antagonistic effect (Fig 4C, intersection of MyoD1, and Ascl1 and MyoD1). Although perturbations could be seen for many other factors as well, they were clearly most prominent for the MyoD1 program. This pronounced sensitivity of the MyoD1 induced program was also seen when myogenic genes were examined, as the expression of several known MyoD1 targets was strongly perturbed by the other factors (Fig 4D). By contrast, Ascl1, Sox2, and FoxA2 retained the potency to express marker genes of their respective linage during fate collision better (Fig 4D).

### Fate titration analysis reveals determinism of cell states driven by reprogramming factor levels

In relation to the collision effects described above, we speculated that under competitive conditions the relative expression levels of the transcription factors may influence the degree of perturbation. Thus, we devised “fate titration analysis” (FTA) to attribute transcriptomic states to reprogramming factor levels, modeling each cell as its own perturbation experiment with unique reprogramming factor expression levels and cell state readout (see Materials and Methods). Transcriptomic states were represented by a clustering label and this grouping was used to assign cells to either of the two opposing fates (Fig 4E). Strikingly, when applying FTA to collisions including our most potent single factor, MyoD1, we consistently found that only cells expressing very low levels of the perturbing factor converted to the MyoD1 transcriptional program (Fig 4E). However, even at relatively low levels of expression, the perturbing factor redirected the transcriptome to a collision state that was markedly different from the two individual fates and, in some cases, cells were even directed to the state of the perturbing factor (Fig 4E). This response seemed to be relatively independent of MyoD1 expression levels, as it occurred over the entire spectrum of MyoD1 expression (Fig 4E). Overall, these results indicated that the potential of reprogramming factors to induce global transcriptomic changes might be uncoupled from their sensitivity to perturbation.

The above FTA results also suggested that there may be determinism in gene expression states driven by reprogramming factor expression levels. One can think of determinism in the context of Waddington's landscape, describing not only the range of possible cell states but also their relative stability as a function of reprogramming factor expression levels. We characterized the degree to which cell states can be predicted in our data with classification models of cell states, such as logistic regression of cluster assignments (see Materials and Methods). Indeed, cluster assignment could be fit with 0.70 accuracy (0.96 ROC AUC, Fig 4F), showing that we could predict the general transcriptomic state of a cell based on its reprogramming factor expression levels, thereby demonstrating determinism in the system at the level of cluster identities A stronger demonstration of determinism is the ability of a mathematical model to extrapolate transcriptomic states to unseen conditions. We performed this extrapolation on the cell‐wise RNA vectors and were able to explain more variance with a nonlinear model than with a linear model (*R* ^2^ of 0.61 vs. 0.65, Fig 4G). Hence, outcome cell states are nonlinear functions of reprogramming factor expression levels. This notion fits well to the above‐described fate collisions, which yield cell states in combinatorial reprogramming that are not simply the sum of the induced fates. We further hypothesized that the transcription factor combinations did not only yield a predictable cell state for a given transgene expression level but also resulted in predictable cell state stability. Here, stability can be measured as gene expression variance where a low variance implies that a given transgene configuration instructs a very stable cell state. Indeed, we were able to correlate the modeled gene‐wise variance with prediction errors showing that variance estimation is possible here (*R* ^2^ = 0.90; Fig EV2D). When employing this, we found that variance does not increase with transgene levels, revealing that indeed each factor induces a stable transcriptomic program rather than a stochastic gene expression pattern (Fig EV2E–G). Lastly, we evaluated the ability of the identified rules of determinism to predict transcriptomic states in unseen genetic conditions (out‐of‐domain generalization). Expecting the generalizability of the fate decision‐making rules learned by this model to increase with the complexity of the training data, we first predicted cell states in unseen triple‐transgene conditions at an *R* ^2^ of 0.63 (Fig 4H). Indeed, the predictive performance on all models was increased on triple‐positive condition holdouts if the training data consisted of single‐ and double‐positive conditions rather than single‐positive conditions only (Fig 4I). Overall, this analysis suggested that the cell‐wise gene expression distribution is globally deterministic in Collide‐seq. The genetic circuits underlying fate decision‐making can be abstracted with supervised machine learning models as nonlinear effects that reflect synergism and antagonism of factors. Taken together, the factor collisions shown here demonstrated that all tested somatic reprogramming factors possessed the potency to perturb the others, with no truly dominant factor. Furthermore, this disturbance was highly deterministic, as generalizable gene expression patterns could be learned with supervised machine learning models, indicating that model‐aided design of reprogramming conditions for desired outcome fates is possible if enough gene expression data are provided.

### Fate competition between the bHLH factors MyoD1 and Ascl1

Although each collision state is potentially different, we deemed following up the strong antagonistic interaction between MyoD1 and Ascl1 to be particularly interesting for several reasons. First, Ascl1 and MyoD1 are both bHLH factors that share several binding sites and interactors (Lee *et al*, 2020; de Martin *et al*, 2021). Second, our data indicated that Ascl1 does not only perturb the myogenic program induced by MyoD1, but also impairs fibroblast identity loss by the myogenic factor (Fig 4A). We thus set out to study their competition in more detail by setting up a second Collide‐seq experiment (Fig EV3A). For this experiment, we included a 24 and 48 h time point, in addition to our original 72 h time point, to get more insight into the temporal dynamics of fate collision. Furthermore, we chose to use Oct4 and Hnf1a, a fate determinant in liver development (Lau *et al*, 2018), over FoxA2 and Sox2 as they were expected to be less potent transcription factors, allowing us to investigate with little confounding how a third fate factor would influence Ascl1 and MyoD1 competition. Applying the same computational approach as above demultiplexed the data into the different experimental conditions (Fig EV3B) and Louvain clustering stratified the different transcriptomic states (Fig 5A). Distinct transcriptomic states for Ascl1, MyoD1, and Hnf1a only expressing cells could be detected and further confirmed by condition‐wise RNA velocity analysis (Figs 5A and EV3C). Moreover, a strong positive correlation between the velocity‐based pseudotime and the time these three reprogramming factors were expressed demonstrated that duration of expression, rather than expression levels, moves fate conversions forward (Fig EV3D). Concentrating our analysis on Ascl1 and MyoD1 only expressing cells, these cells were found in two separate groups of adjacent clusters, referred to as Ascl1 and MyoD1 clusters, respectively (Fig 5A). Cells expressing Ascl1, together with either Hnf1a or Oct4, were mostly found in one of the Ascl1 clusters (78% Ascl1 and Hnf1a, 84% Ascl1 and Oct4), while those that were positive for MyoD1 and either Hnf1a or Oct4 mostly resided in the MyoD1 clusters (75% MyoD1 and Hnf1a, 84% MyoD1 and Oct4; Figs 5A and EV3B). Cells expressing both Hnf1a and Oct4 mimicked the position of the Hnf1a single positives (Figs 5A and EV3B). This indicated a clear hierarchy between these four factors with Ascl1 and MyoD1 being most dominant, followed by Hnf1a and Oct4.

**Figure 5:**
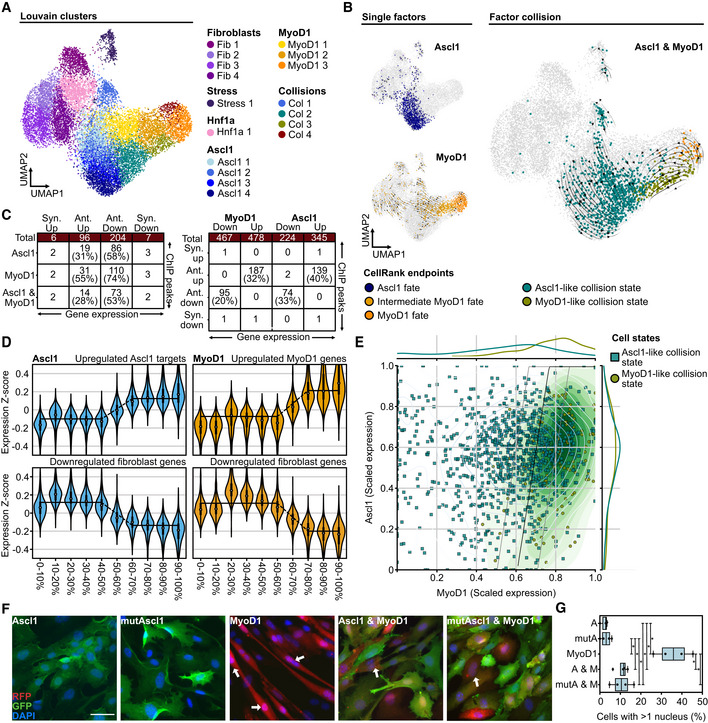
Fate competition between the bHLH factors MyoD1 and Ascl1 ALouvain clustering superimposed on a Uniform Manifold Approximation and Projection (UMAP) embedding of the second Collide‐seq experiment. Clusters are labeled according to the predominant transcription factor or cell state.BCondition‐based RNA velocity and CellRank for the indicated conditions. Shown are UMAP embeddings of all cells in the dataset (gray) with cells positive for the indicated transcription factor(s) colored by the terminal fate assigned by CellRank to indicate lineage endpoints (Bergen *et al*, 2020). See RNA velocity and CellRank analysis section of Materials and Methods for further details.CIntersections of genes bound by Ascl1 and/or MyoD1 based on ChIP‐seq data (Lee *et al*, 2020; see ChIP‐seq data analysis and synergism and antagonism annotation sections in Materials and Methods for further details) with gene sets that correspond to synergistic and antagonistic up‐ and downregulation. We defined synergism and antagonism based on differential expression analysis (See Differential expression analysis section in Materials and Methods for further details). Genes were considered synergistic or antagonistic when their expression in double‐positive conditions was higher (synergism) or lower (antagonism) than expected by adding their expression in the single factor conditions together. Shown is the size of the intersection (number of genes) and the relative size of this intersection with respect to the respective differentially expressed gene sets as defined by the column.DLog‐normalized expression z‐score of genes up‐ (top panels) and downregulated (bottom panels) by Ascl1 (left, blue violins) and MyoD1 (right, yellow violins) vs. their scaled expression levels (*x*‐axis) binned into 10% intervals. For each violin, the center dot represents the median, the centerline defines the range and the solid box marks the interquartile range (IQR).EFate titration plot of Ascl1 and MyoD1 double‐positive cells (see Fate titration section in Materials and Methods for further details). Shown are decision boundaries for indicated fates according to transcription factor levels. MyoD1 and Ascl1 expressions shown on the *x*‐ and *y*‐axis are log‐normalized expression values scaled into the dynamic range of the single‐positive condition (see Fate titration analysis section in Materials and Methods for further details). Cells are colored according to their lineage endpoint as determined by CellRank.FRepresentative immunofluorescence images of cells 3 days after transgene induction. Cells were stained for the fluorescent reporter present on the PiggyBac construct of the reprogramming factor. Arrows indicate multinucleated cells. Scale bar represents 50 μm. mutAscl1 = mutant Ascl1.GQuantification of the percentage of cells with more than one nucleus among all transfected cells within a given condition. Data points represent biological replicates (*n* = 4). For each box, the centerline defines the median, the height of the box is given by the interquartile range (IQR), the whiskers are given by 1.5 * IQR, and the outliers are given as points beyond the minimum or maximum whisker. Pairwise comparisons were performed with the Mann–Whitney *U* test and correction for multiple testing performed with Benjamini–Hochberg correction. *P < 0.05 (MyoD1 vs. Ascl1: *P* = 0.03, MyoD1 vs. mutAscl1: *P* = 0.03, MyoD1 vs. Ascl1 and MyoD1: *P* = 0.03, MyoD1 vs. mutAscl1 and MyoD1: *P* = 0.03, Ascl1 vs. Ascl1 and MyoD1: *P* = 0.03, Ascl1 vs. mutAscl1 and MyoD1: *P* = 0.03, mutAscl1 vs. Ascl1 and MyoD1: *P* = 0.03, mutAscl1 vs. mutAscl1 and MyoD1: *P* = 0.03). Source data are available online for this figure.

**Figure EV3:**
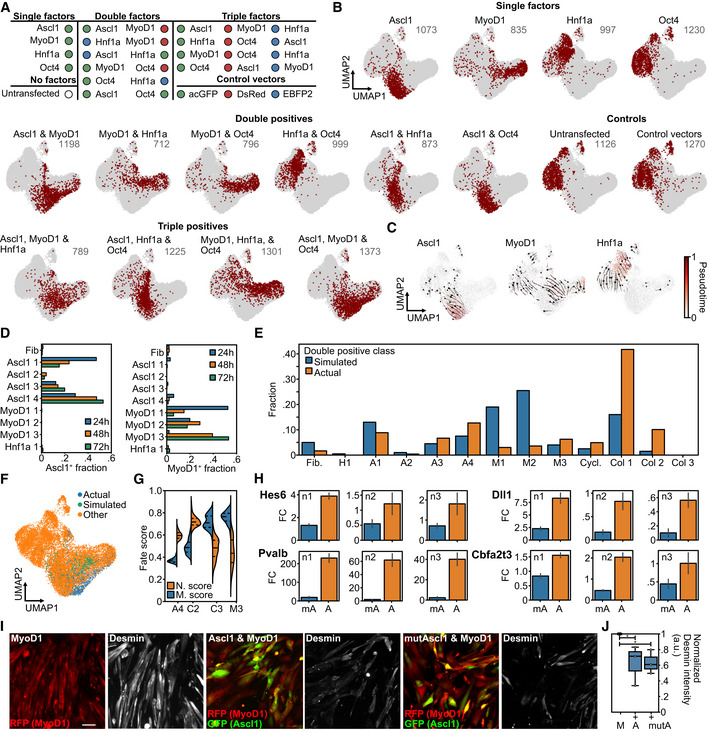
Investigation of Ascl1 and MyoD1 collision at three defined time points ASchematic overview of experimental conditions in second Collide‐seq experiment.BVisualization of assignment outcome (see Computational demultiplexing section in Materials and Methods for further details) for individual cells superimposed on a Uniform Manifold Approximation and Projection (UMAP) embedding of second Collide‐seq dataset. Depicted are cells positive for the indicated conditions and their total number.CCondition‐based RNA velocity trajectories. Shown are RNA velocities computed within single positive cells, projected on a UMAP embedding and computed on the transcriptomes of all cells (see RNA velocity and CellRank section in Materials and Methods for further details). Superimposed is the latent pseudotime (lineage progression coordinate) computed with scVelo (Bergen *et al*, 2020) in the context of the velocity computation.DRelative abundance of cells from Ascl1 (left) and MyoD1 (right) single‐positive conditions within Louvain clusters (*x*‐axis) colored by the time point of their collection.EFraction of cells per Louvain cluster colored according to whether they were actual or *in silico* simulated double‐positive cells.FSimulated double positives and actual double positives colored and superimposed on UMAP.GNeuronal (N.score) and myogenic (M.score) score for Ascl1 and MyoD1 double‐positive cells residing in collision states.HComparison of target gene induction by Ascl1 and mutAscl1 using qRT–PCR. Shown is the fold change of Ascl1 and mutAscl1 induced gene expression for the indicated genes as compared to untransfected fibroblasts 48 h after induction. Each panel represents a biological replicate (*n*1‐3). Primers used for qRT–PCR are listed in Appendix Table S2. Error bars represent standard deviation for technical replicates within each biological replicate. *n* = 3 biological replicates.IRepresentative images of Desmin fluorescence intensity after 72 h of transgene induction for the indicated conditions. Scale bars represent 100 μm. mutAscl1 = mutant Ascl1.JNormalized Desmin fluorescence intensity for indicated conditions (see Fluorescence intensity quantification section in Materials and Methods for further details). For each box, the centerline defines the median, the height of the box is given by the interquartile range (IQR), the whiskers are given by 1.5 * IQR, and the outliers are given as points beyond the minimum or maximum whisker. Pairwise comparisons were performed with the Mann–Whitney *U* test and correction for multiple testing performed with Benjamini–Hochberg correction. *P < 0.05 (MyoD1 vs. Ascl1 and MyoD1: *P* = 0.048, MyoD1 vs. mutAscl1 and MyoD1: *P* = 0.048, Ascl1 and MyoD1 vs. mutAscl1 and MyoD1 = 0.5). *n* = 3 biological replicates. Source data are available online for this figure.

To better understand the collision of the two most dominant factors, Ascl1 and MyoD1, we next computed lineage endpoints using the previously calculated RNA velocity vectors in combination with CellRank (Lange *et al*, 2022, see Materials and Methods), grouping cells to shared fates in an unbiased manner. For Ascl1 and MyoD1 only expressing cells, a single unique lineage endpoint was found (Fig 5B). Using a large number of cells within the Ascl1 and MyoD1 lineages, together with the increased temporal resolution obtained by sampling at different time points (24, 48, and 72 h), we were able to stratify the previously identified collision states into two Louvain clusters (Fig 5B). Importantly, these transcriptomic states did not occur in the single transgene conditions and the predicted lineage endpoints were distinct from the single‐positive Ascl1 and MyoD1 endpoints (Fig 5B). Furthermore, *in silico* doublet simulation showed such cells would occupy very different transcriptomic states, suggesting that this collision state is not merely the average of the individual fates (Fig EV3E and F). We also confirmed that the occurrence of collision states between Ascl1 and MyoD1 is robust, as similar endpoints in a biological replicate dataset at 48 h were found (Fig EV4A–C). Importantly, these collision endpoints were dominant over the endpoints for both individual factors, abolishing the purely Ascl1 attractor and only leaving few cells at the purely MyoD1 attractor (Fig 5B). Furthermore, based on their overall similarity to the respective single factor lineages, one collision state was found to be more similar to the Ascl1 program, while the other was more similar to the MyoD1 program (Ascl1‐like intermediate, MyoD1‐like intermediate, Fig EV3G). Finally, overlapping our data with published ChIP‐seq data (Lee *et al*, 2020) confirmed that the co‐expression of Ascl1 and MyoD1 results almost exclusively in antagonistic or neutral effects concerning target gene expression, in accordance with our above findings on factor collision and despite using a different computational approach (Figs 4C and 5C).

**Figure EV4:**
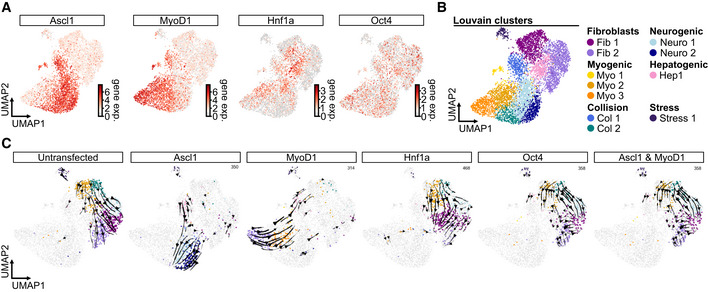
Validation of collision effects in a biological replicate ALog‐normalized transgene expression superimposed on Uniform Manifold Approximation and Projection (UMAP) embedding of separate 48 h dataset. Shown are total count‐normalized transgene expression levels (gene exp.) on a logarithmic (ln) scale.BLouvain clustering superimposed on UMAP embedding.CCondition‐based RNA velocity on a UMAP computed on cells from designated conditions. Shown is a UMAP of all cells in the dataset (gray). Superimposed are cells from the indicated condition colored in with the terminal fate assigned by CellRank (Lange *et al*, 2022), see RNA velocity and CellRank section in Materials and Methods for further details).

Importantly, the better temporal resolution and improved sampling of the entire transgene expression spectrum in our second Collide‐seq experiment also allowed us to determine the relationship between reprogramming factor expression levels and the transcriptomic induction of new lineages. To this end, we first looked at general target fate regulation, determining the general correlation between transgene and target gene expression levels by binning cells according to their Ascl1 or MyoD1 expression levels and examining the target gene expression for each bin (Fig 5D). Strikingly, a clear gene expression threshold at which both Ascl1 and MyoD1 either induced or repressed the expression of their target genes was found (Fig 5D). Hence, both the activation and repression of target genes seems to behave in a binary fashion, rather than a linear or exponential manner. Consequently, above this threshold, transcriptomic states were similar between cells within a single condition and changed little with additional increases in the bHLH reprogramming factor level (Fig 5D).

Building on this, we probed how expression levels of Ascl1 and MyoD1 influence the decision between collision states, again using FTA (see Materials and Methods). This showed that only cells with very high MyoD1 expression moved towards the more MyoD1‐like collision state or the MyoD1‐only state (Fig 5E). At comparable levels of the respective transcription factors, cells mostly shifted into the Ascl1‐like collision state (Fig 5E). We quantified the degree of separation of both states with a linear classifier and were indeed able to distinguish cells from both states with high accuracy (0.72, Materials and Methods). This analysis illustrated the close call of fate competition by these very potent fate inducers: MyoD1 is dominant over Ascl1 at very high concentrations, but even low Ascl1 levels redirected a large proportion of cells to a more Ascl1‐like state. This balanced cell fate competition is particularly intriguing, given that neurons are developmentally more distant from fibroblasts, while muscle cells derive from the same germ layer.

### Phenotypic analysis reveals DNA binding independence of the colliding factor

In the above‐described results, we restricted our analysis to transcriptomic data on fate collisions. However, important readouts in reprogramming include changes in cellular morphology and function. For example, a major event in myogenesis is the fusion of newly formed myoblasts, giving rise to multinucleated myotubes (Sampath *et al*, 2018). To investigate whether the collision between Ascl1 and MyoD1 affected such functional aspects of reprogramming, we nucleofected MEFs with either Ascl1, MyoD1, or their combination and performed immunocytochemistry at 3 days post‐transgene induction (Fig 5F). Indeed, induction of MyoD1 resulted in the generation of a substantial amount of multinucleated cells with myotube‐like morphology (Fig 5F and G). By contrast, the addition of Ascl1 resulted in a significant reduction of multinucleated muscle‐like cell numbers (Fig 5F and G) and a marked decrease in the protein expression of muscle marker Desmin (Fig EV3I and J). To test whether this Ascl1‐mediated perturbation of the myogenic program is a consequence of the collision of the two transcriptional programs, or rather reflects competition between the two proteins themselves, we employed a mutant version of Ascl1 (mutAscl1) carrying two mutations in its basic domain: E131R132 to A131Q132 (see Materials and Methods). These residues are highly conserved in bHLH proteins and critical to DNA binding (Turner & Weintraub, 1994; Farah *et al*, 2000). Consequently, mutAscl1 displayed a strongly reduced ability to activate the expression of direct Ascl1 targets (Fig EV3H). However, using mutAscl1 for fate collision with MyoD1 showed that it was as capable as wild‐type Ascl1 in reducing both the number of multinucleated cells as well as Desmin expression levels (Figs 5F and G, and EV3I and J). Overall, these results indicated that phenotypic perturbations observed upon the collision of Ascl1 and MyoD1 seem to be independent of Ascl1 DNA binding.

### Competitive inhibition between Ascl1 and MyoD1 impairs pioneer factor activity

To further examine how Ascl1 and mutAscl1 perturb MyoD1 function, we set up a third Collide‐seq experiment including only Ascl1, mutAscl1, and MyoD1 (Figs 6A and EV5A) and performed joined single‐cell profiling of gene expression and chromatin accessibility (see Materials and Methods). As before, we first confirmed the detection of transgene expression and demultiplexed the dataset into its individual conditions (Figs 6B and F, and EV5B and C). In agreement with the cell reprogramming assays (Fig 5F), collision with either Ascl1 or mutAscl1 caused a marked decrease in myogenic gene expression (Fig 6C and D). Supporting this notion, only very few colliding cells were found in the MyoD1 cluster (Fig 6E). These transcriptomic states were paralleled by condition‐specific chromatin states, which also showed a disruption in double positives (Fig 6F). To further investigate whether this effect on cell fate collision is directly due to a disturbance of MyoD1 binding to its targets, we profiled DNA binding for MyoD1 using *cleavage under targets and release using nuclease* (CUT&RUN; Skene & Henikoff, 2017; Fig 6A). 

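Binding of MyoD1, the basic helix-loop-helix factor that drives the myogenic fate, was profiled in mouse embryonic fibroblasts 72 h after 2 µg/ml doxycycline had switched on the transgenes. The 3 conditions were MyoD1 alone, MyoD1 with wild-type Ascl1 (Ascl1 & MyoD1), a proneural factor of the same family, and MyoD1 with mutAscl1 (mutAscl1 & MyoD1), whose basic domain carries substitutions at residues critical to DNA binding. Each condition had 2 libraries, which the legend of Fig 6H calls independent biological replicates. In CUT&RUN an antibody, here against the FLAG tag on MyoD1, brings a nuclease to the bound protein, and the DNA fragments it releases are sequenced. Each reaction took 100000 cells, and 10 pg of spike-in DNA was added to serve as a yardstick between libraries. The authors aligned the 75 bp reads to the mouse genome (GRCm38) and to the yeast genome with the nf-core ChIP-seq workflow, removed duplicates, called peaks in each library separately, and counted fragments with featureCounts over 11030 consensus intervals merged from the peaks of the 6 libraries. The consensus intervals held 146588 and 198315 fragments in the MyoD1 libraries (replicates 1 and 2), 67214 and 84930 in the Ascl1 & MyoD1 libraries, and 132193 and 100248 in the mutAscl1 & MyoD1 libraries. The library totals come from a table of duplicate reads whose genome is not named in it, read here as the alignment to yeast because under 2% of the reads aligned. Deduplicated yeast reads numbered 130633 and 89935 for MyoD1, 112351 and 158141 for Ascl1 & MyoD1, and 237505 and 152226 for mutAscl1 & MyoD1. The interval fragments per yeast read were therefore 1.12 and 2.21 for MyoD1, 0.598 and 0.537 for Ascl1 & MyoD1, and 0.557 and 0.659 for mutAscl1 & MyoD1. Counted with duplicates, yeast reads made up 1.58% to 1.83% of all reads of the MyoD1 libraries, 1.75% to 1.95% for Ascl1 & MyoD1 and 1.71% to 1.77% for mutAscl1 & MyoD1. In the 2 Input libraries, of which no peak list or interval count was analysed here, they made up 1.23% and 1.27%. After deduplication, as used for the scaling, the shares were 1.31% and 0.921% for MyoD1, 1.21% and 1.29% for Ascl1 & MyoD1, 1.07% and 1.11% for mutAscl1 & MyoD1, and 0.735% and 0.742% for the Input. Whether spike-in was added to the Input is not given in the sources used here, so it is open how much of the yeast reads is spike-in. Counts were compared with edgeR's quasi-likelihood test in one fit of the 6 libraries, with the yeast reads as library sizes, as the methods use yeast reads for normalization, and with Benjamini-Hochberg adjustment over the 5174 intervals that passed the filter on low counts. Counts scaled in this way are called scaled counts. The standard error given beside a log2 fold change was derived from the F statistic of the test, so it is no separate estimate of error. The median interval held 3 to 12 fragments per library, which limits the precision at single sites.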

CUT&RUN for MyoD1 revealed an average of 7,290 binding sites (Figs 6G and EV5D). 

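The binding sites of MyoD1 lay near genes of the contractile apparatus far more often than near other genes. Of 44 sarcomere and contractile genes, listed before the data were examined, 22 had a peak between 10000 bp upstream and 2000 bp downstream of the 5' end in replicate 1 and 27 in replicate 2 (50.0% and 61.4%), against 4.57% and 6.65% of the other protein-coding genes (Fisher's exact test, two-sided, adjusted p = 3.6e-17 and 5.1e-20 over the 11 lists). Among 25 genes of excitation-contraction coupling and the neuromuscular junction, 9 and 11 carried a peak (adjusted p = 5.8e-06 and 1.3e-06, Fisher's exact test). Myoblast fusion genes (6 and 4 of 17, Fisher's exact test, adjusted p = 0.000296 and 0.0391), muscle metabolism genes (4 and 5 of 16, adjusted p = 0.0150 and 0.00900) and myogenic regulators (4 and 6 of 20, adjusted p = 0.0276 and 0.00591) were also over-represented. Without the genes Ascl1 and Myod1, whose exons also stand in the transgenes, the myogenic regulators (3 and 5 of 19) passed the test in replicate 2 but not in replicate 1 (adjusted p = 0.0201 and 0.103, Fisher's exact test). The fibroblast score genes of the paper carried a peak in 5 and 6 of 34 cases (adjusted p = 0.0363 and 0.0391, Fisher's exact test). Neuronal genes and Ascl1 targets (3 and 6 of 32) and genes of bHLH partners and Id proteins (2 and 4 of 18) passed the test in replicate 2 (adjusted p = 0.0391 and 0.0409, Fisher's exact test) but not in replicate 1 (adjusted p = 0.281 for both). Without Ascl1 and Myod1 the neuronal genes (2 and 5 of 31) passed it in neither (adjusted p = 0.720 and 0.0754, Fisher's exact test). None of 23 hepatocyte genes had a peak in either replicate, and cell cycle exit genes (0 and 1 of 12) and pluripotency genes (1 and 2 of 18) did not pass the test. The sarcomere, excitation-contraction, fusion and regulator lists passed the test in both replicates also with the gene body and 10000 bp to each side and with each interval given to the nearest transcript start, Ascl1 and Myod1 included. The muscle metabolism list did not pass in replicate 2 with either window (adjusted p = 0.0736 and 0.0763, Fisher's exact test), nor the fibroblast list with the gene body (adjusted p = 0.0666). With the nearest start 7 and 8 of the cell cycle exit genes had a peak (adjusted p = 0.00120 and 0.00206, Fisher's exact test) and 8 and 12 of the bHLH partner and Id genes (adjusted p = 0.00375 and 0.000176). With the gene body 5 and 5 cell cycle exit genes did (adjusted p = 0.0339 and 0.165, Fisher's exact test), and the bHLH partner and Id genes and the neuronal genes no longer passed in replicate 2 (adjusted p = 0.0666 and 0.0683). Replicate 1 held 5521 peaks and replicate 2 held 9059, a mean of 7290 ± 2502 (SD, n = 2). These lists ran down to a −log10 q of 1.02 and 1.04, and 74.9% and 84.6% of their peaks had q under 0.01. The peaks covered 2080064 bp and 3698575 bp of the genome, with a median width of 297 bp and 327 bp and a median fold enrichment, as the authors' peak caller gave it, of 4.67 and 4.91. Of the replicate 1 peaks 72.1% overlapped a replicate 2 peak by at least 1 bp, and 43.7% of the replicate 2 peaks overlapped one of replicate 1. With only peaks at q under 0.001 the mean number was 3872, and with only peaks of at least 5-fold enrichment it was 3199.5.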

Fitting to the role of a developmental transcription factor, most of these binding sites were localized to gene regulatory elements, such as putative enhancer elements and gene promoters (Fig 6H). 

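Most MyoD1 peaks lay away from promoters. A peak was called promoter if it overlapped the region from 1000 bp upstream to 100 bp downstream of any annotated transcript start, distal if it lay in a gene or within 200000 bp of a start, and other if neither held. In the MyoD1 libraries 12.7% ± 1.32 (SD, n = 2) of the peaks were promoter, 87.0% were distal and 0.297% were other. The promoter share was 13.6% of the 5521 peaks of replicate 1 (exact 95% interval 12.7% to 14.6%) and 11.8% in replicate 2. With 2000 bp on each side of a start counted as promoter, the promoter share was 22.1%, so its size rests on the window chosen. Distal peaks stayed the larger class, but that class is wide by definition and left 0.297% of the peaks as other. The share of the genome in each class was not computed, so the promoter share is not shown to be low or high. The sequence under the peaks was rich in the E-box CAGCTG, the motif shared by MyoD1 and Ascl1. It occurred in the central 500 bp of 81.4% and 82.3% of the MyoD1 peaks in replicates 1 and 2, against 23.5% and 23.0% of windows of the same length 5000 bp away. The E-boxes CAGGTG or CACCTG occurred in 48.1% and 49.2% of the peaks against 32.5% and 32.3% of the flanks. CATATG, another E-box, was rarer in peaks than in flanks, at 9.95% and 9.98% against 12.2% and 12.7%.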

Strikingly, although the nature of bindings sites remained unchanged in collision conditions, a vast reduction in DNA binding was observed when MyoD1 collided with either wild‐type or mutAscl1 (Figs 6G and H, and EV5D). Indeed, coverage in the proximity of critical target genes revealed markedly reduced binding of MyoD1 upon collision with both Ascl1 and mutAscl1 (Fig 6I). 

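Far fewer MyoD1 peaks were called in both collisions. Ascl1 & MyoD1 libraries held 901 and 1275 peaks, a mean of 1088 ± 264 (SD, n = 2), and mutAscl1 & MyoD1 libraries held 1123 and 1880, a mean of 1501.5 ± 535 (SD, n = 2), so that MyoD1 alone had 6.70 and 4.86 times as many. Every MyoD1 library had more peaks than every collision library (exact permutation test, two-sided, p = 0.33, the smallest p that 2 libraries against 2 allow), while the ranges of the 2 collisions overlapped (exact permutation test, p = 0.67). Within each replicate number mutAscl1 & MyoD1 had more peaks than Ascl1 & MyoD1 (paired exact permutation test, two-sided, p = 0.5, the smallest p that 2 pairs allow). It also had more reads not aligned to yeast, 21752258 against 9151179 in replicate 1 and 13507119 against 12053717 in replicate 2. Whether depth accounts for the order was not tested. Fig EV5D prints the peak numbers of the collisions in replicate 1 the other way round. Among the consensus intervals, 2983 of 5174 were lower in Ascl1 & MyoD1 than in MyoD1 and none was higher (edgeR, adjusted p under the threshold of 0.05; 3454 at an unadjusted p under 0.05), with a median log2 fold change of −1.72. In mutAscl1 & MyoD1, 2867 were lower and 1 was higher, with a median of −1.65. Within replicate numbers 1 and 2 the median log2 ratios were −1.12 and −2.14 in Ascl1 & MyoD1 and −1.39 and −1.80 in mutAscl1 & MyoD1. An intronic interval of Cacnb1, which encodes a muscle calcium channel subunit (chromosome 11, 98020565 to 98021507, GRCm38), fell by 5.41 on the log2 scale in Ascl1 & MyoD1 (standard error 1.07, adjusted p = 0.000522, edgeR), from scaled counts of 14.6 and 44.1 to 1.31 and 0. An intronic interval of Dock11 (chromosome X, 35931894 to 35932183) had scaled counts of 18.0 in both MyoD1 libraries and 0 in both Ascl1 & MyoD1 libraries (adjusted p = 0.000184, edgeR). An exonic interval of Tnip1 (chromosome 11, 54928879 to 54929555) fell by 4.52 in mutAscl1 & MyoD1 (standard error 0.85, adjusted p = 0.000216, edgeR), from 27.0 and 63.7 to 2.47 and 0.964. The interval that was higher, between genes and nearest to Vangl1 (chromosome 3, 102242754 to 102243020), went from 1.12 and 3.26 to 11.1 and 12.5. With the replicate number as a block in the fit, 2 and 4 intervals were higher in Ascl1 & MyoD1 and mutAscl1 & MyoD1, and 2 were lower between the collisions. Between the collisions 1 interval differed, an exon of Cdk20 (chromosome 13, 64432398 to 64432884), which rests on a single Ascl1 & MyoD1 library (scaled counts 851 and 93.8 against 15.5 and 91.6 in mutAscl1 & MyoD1). At an unadjusted p under 0.05 there were 88 of 5174 intervals, and DESeq2 called none. In simulations of Ascl1 & MyoD1 against MyoD1 the test called only 14.5% of 200 intervals made 4-fold lower. The low count of calls therefore does not show that the 2 collisions were alike. The intervals held 3.56% ± 0.80 (SD, n = 2) of the reads not aligned to yeast in MyoD1, 1.44% ± 0.0423 in Ascl1 & MyoD1 and 1.35% ± 0.190 in mutAscl1 & MyoD1. These shares set deduplicated fragments, of 2 reads each, against reads that still hold duplicates, so depth and duplication can lower them. The 3 intervals on the mitochondrial genome, where MyoD1 is taken not to bind, had scaled counts of 14324 ± 4510 in MyoD1 (SD, n = 2), 5506 ± 1216 in Ascl1 & MyoD1 and 6697 ± 1043 in mutAscl1 & MyoD1. That MyoD1 does not bind there was not tested. All 7 mitochondrial peaks were called in MyoD1 libraries and none in a collision library, so these intervals too were chosen from MyoD1 peaks. The number of intervals called depended on the scaling and on single libraries: with edgeR and TMM on the interval counts 0 were lower and 0 higher in Ascl1 & MyoD1 (532 at an unadjusted p under 0.05, median 0.00682) and 18 lower and 28 higher in mutAscl1 & MyoD1 (median −0.00518), and with DESeq2's own size factors 0 and 8, and 1 and 14. Without Ascl1 & MyoD1 replicate 1 or 2, 1 or 0 intervals were lower in that collision, without mutAscl1 & MyoD1 replicate 1 or 2, 1 or 0 in the other, with 1 library left in the collision. The median was then −1.84 or −1.82, and −1.52 or −1.97. With a library of the other collision left out instead, 238 or 384 were lower in Ascl1 & MyoD1 and 726 or 846 in mutAscl1 & MyoD1. Without MyoD1 replicate 1 or 2, 6934 or 686 and 6942 or 980 were lower. The filter on low counts passed more intervals with 1 library in a group: the fits without 1 library tested 6041 to 9195 in place of 5174. With TMM 4270 were tested. Their calls therefore also rest on a changed set of intervals. A wider set alone did not remove the calls. With all 6 libraries and at least 20 counts summed over them, 8966 intervals were tested. Of these, 2750 were lower in Ascl1 & MyoD1 and 2631 in mutAscl1 & MyoD1 (edgeR). With the yeast share of the Input subtracted from the yeast reads, 22 and 0 were lower (edgeR, 2670 and 1644 at an unadjusted p under 0.05), with medians of −2.39 and −1.95. From the smaller number of sites and the lower coverage near target genes in both collisions, together with its data on chromatin accessibility and expression (Figs 6K and EV5F), which were not analysed here, the paper concludes that Ascl1 drives MyoD1 away from its sites and leaves it unable to induce myogenic targets.

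**Figure D1:**
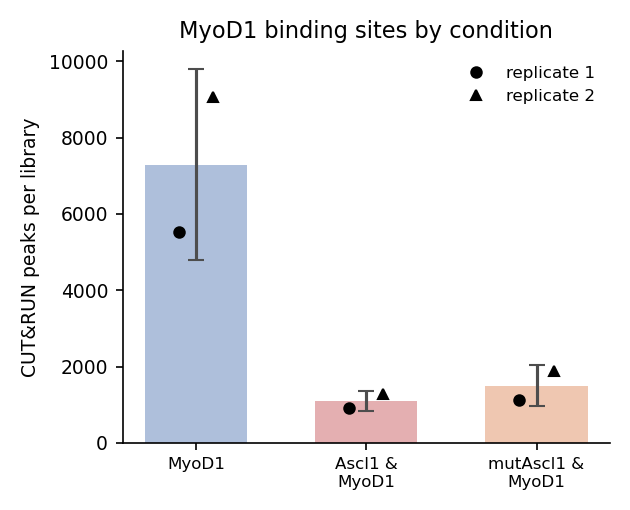
Number of CUT&RUN peaks per library (y axis) for MyoD1, Ascl1 & MyoD1 and mutAscl1 & MyoD1 (x axis). Bars are means of 2 libraries with the SD as error bars, circles are replicate 1 and triangles replicate 2. The MyoD1 libraries lie at 5521 and 9059 peaks, and the highest collision library at 1880.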

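Of the 5 genes named in Fig 6I and 6K, 2 had enough counts near their 5' end for the test, and with counts scaled by yeast reads Mylpf was lower in Ascl1 & MyoD1 and Myog in mutAscl1 & MyoD1. Mylpf, which encodes a fast skeletal myosin light chain (chromosome 7, 127208890 to 127214298, plus strand, GRCm38), had scaled counts of 43.9 ± 0.173 (SD, n = 2) in MyoD1, 13.9 ± 2.55 in Ascl1 & MyoD1 and 19.7 ± 1.90 in mutAscl1 & MyoD1 from 10000 bp upstream to 2000 bp downstream of its 5' end. Its log2 fold change was −1.67 (standard error 0.70, adjusted p = 0.0399) in Ascl1 & MyoD1 and −1.15 (standard error 0.67, adjusted p = 0.115) in mutAscl1 & MyoD1, both from edgeR's quasi-likelihood test. Myog, the myogenic regulator myogenin (chromosome 1, 134289989 to 134292548, plus strand), had scaled counts of 39.0 ± 23.4 in MyoD1, 16.4 ± 8.36 in Ascl1 & MyoD1 and 10.7 ± 1.19 in mutAscl1 & MyoD1 (SD, n = 2). Its log2 fold changes were −1.20 (standard error 0.70, adjusted p = 0.120) and −1.84 (standard error 0.71, adjusted p = 0.0290) from edgeR. The interval just upstream of it, from 134289485 to 134289941, held 13 and 28 fragments in MyoD1, 6 and 19 in Ascl1 & MyoD1 and 8 and 9 in mutAscl1 & MyoD1. Of the 2 calls, Mylpf in Ascl1 & MyoD1 and Myog in mutAscl1 & MyoD1, neither passed when any one library other than MyoD1 replicate 1 was left out, with log2 fold changes of −1.85 to −1.48 for Mylpf and −1.95 to −1.07 for Myog. Myog in Ascl1 & MyoD1 passed without MyoD1 replicate 1 (−1.71, adjusted p = 0.0102, edgeR), and its log2 fold change was −0.42 without MyoD1 replicate 2 and −0.79 or −1.87 without Ascl1 & MyoD1 replicate 1 or 2. With the replicate number as a block and counts over the gene body and 10000 bp to each side, Myog in Ascl1 & MyoD1 and Mylpf in mutAscl1 & MyoD1 passed as well (adjusted p = 0.0342 and 0.0405, edgeR). Hes6, a helix-loop-helix gene expressed in both muscle and neural progenitors (chromosome 1, 91411483 to 91414038, minus strand), had 68.3 ± 23.5, 30.4 ± 8.80 and 28.2 ± 3.00 scaled counts in the same order and passed the test in neither collision (log2 fold change −1.17 and −1.26, adjusted p = 0.110 and 0.0841, edgeR), but in both with the replicate number as a block (adjusted p = 0.0490 and 0.0329, edgeR) and without MyoD1 replicate 1 (log2 fold change −1.50 and −1.58, adjusted p = 0.0114 and 0.00693, edgeR). Pvalb passed it in neither, with log2 fold changes of −0.29 and −0.76, but in mutAscl1 & MyoD1 without MyoD1 replicate 1 (−1.63, adjusted p = 0.0120, edgeR), while without MyoD1 replicate 2 the values were 1.57 and 1.09. Peaks near Mylpf and Myog numbered 1.5 on average in MyoD1. Near Mylpf they numbered 0 in Ascl1 & MyoD1 and 0.5 in mutAscl1 & MyoD1, and near Myog 0.5 and 0. The window of Tnni1, slow skeletal troponin I, held too few counts for the test (scaled counts of 3.83, 2.05 and 2.20), and those of Des and Mef2c held no consensus interval. Over all 851 protein-coding genes tested, 430 were lower and none was higher in Ascl1 & MyoD1, and 408 were lower and none was higher in mutAscl1 & MyoD1. With the block 1 was higher in Ascl1 & MyoD1. Scaling by TMM on the interval counts takes a general fall out of the values by construction: the median over all genes tested was then 0.0225 in Ascl1 & MyoD1 and 0.0242 in mutAscl1 & MyoD1. With TMM Myog was at 0.48 and Hes6 at 0.39 in Ascl1 & MyoD1 and Mylpf at 0.31 in mutAscl1 & MyoD1. No gene of the 724 tested was then lower in either collision, none was higher in Ascl1 & MyoD1 and 1 was higher in mutAscl1 & MyoD1.

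**Figure D2:**
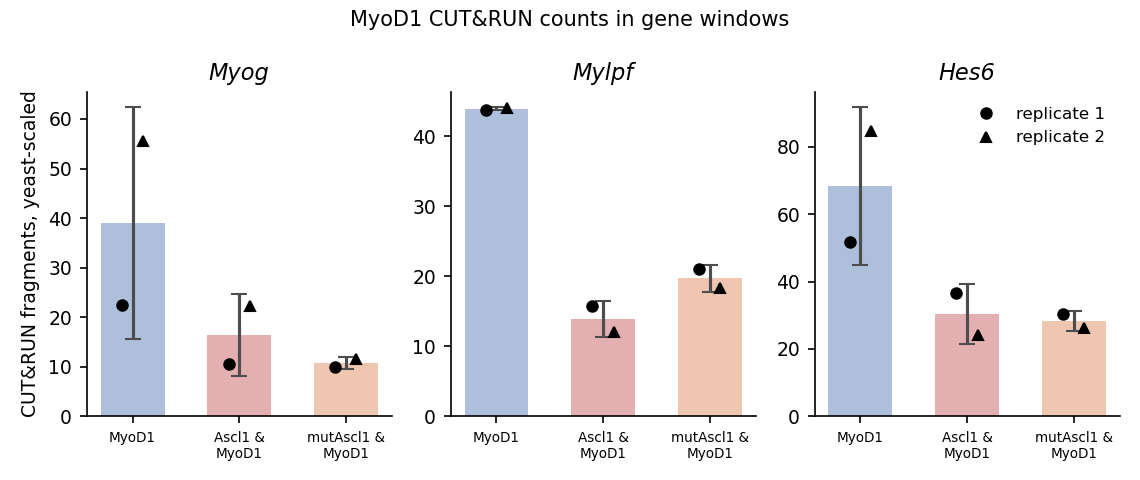
Scaled CUT&RUN counts (y axes) in the windows of Myog, Mylpf and Hes6 for MyoD1, Ascl1 & MyoD1 and mutAscl1 & MyoD1. Bars are means of 2 libraries with the SD as error bars, circles are replicate 1 and triangles replicate 2. With this scaling by yeast reads the mean of each gene is highest in MyoD1, from 39.0 for Myog to 68.3 for Hes6.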

As both Ascl1 and MyoD1 have been reported to act as pioneer transcription factors (Wapinski *et al*, 2017, Wapinski *et al*, 2013; Casey *et al*, 2018; Dall'Agnese *et al*, 2019), we hypothesized that Ascl1 might hamper the pioneer activity of MyoD1. Overlapping our CUT&RUN data with our scATAC‐seq and scRNA‐seq data for these factors showed a near‐perfect coverage of CUT&RUN peaks by cumulative scATAC‐seq peaks, confirming that the binding sites map to chromatin that is at least transiently open during the process (Figs 6J and EV5E). 

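MyoD1 counts fell at most of the tested genes of the contractile apparatus and of the neuromuscular junction in both collisions when scaled by yeast reads. Of 20 sarcomere and contractile genes with enough counts for the test, 13 fell in Ascl1 & MyoD1 and 13 in mutAscl1 & MyoD1 (16 in each when adjusted over the list alone). Examples are Unc45b, a chaperone of muscle myosin, with log2 fold changes of −3.15 (standard error 0.80, adjusted p = 0.00464) and −3.21 (standard error 0.77, adjusted p = 0.00226) from edgeR, and Acta1, skeletal α-actin, with −2.51 (standard error 0.70, adjusted p = 0.00689) and −2.05 (standard error 0.67, adjusted p = 0.0122). Tnnc1, a troponin C, fell by 2.24 and by 3.30 on the log2 scale in the same order. Of 8 genes of excitation-contraction coupling and the neuromuscular junction, 7 fell in Ascl1 & MyoD1 and 6 in mutAscl1 & MyoD1 (7 in each when adjusted over the list alone), among them Ryr1, the calcium release channel of the sarcoplasmic reticulum, with −2.17 (standard error 0.69, adjusted p = 0.0125) and −2.89 (standard error 0.71, adjusted p = 0.00246) from edgeR, and Dok7, an adaptor at the neuromuscular junction, with −3.98 (standard error 0.91, adjusted p = 0.00258) and −3.31 (standard error 0.80, adjusted p = 0.00226). All 4 tested genes of muscle metabolism fell in mutAscl1 & MyoD1 and 3 in Ascl1 & MyoD1 (4 and 3 when adjusted over the list alone), including Pygm, muscle glycogen phosphorylase, at −2.89 and −2.69. Of 5 myoblast fusion genes 1 fell in Ascl1 & MyoD1 and 2 in mutAscl1 & MyoD1 (1 in each when adjusted over the list alone), and Mymk, which encodes myomaker, passed the test in neither (adjusted p = 0.135 and 0.0723, edgeR). With the replicate number as a block, 2 and 3 fell (1 and 3 when adjusted over the list alone), Mymk among the 3 (adjusted p = 0.0281, edgeR). Of 5 myogenic regulators, Myod1 included, 0 and 2 fell, Mef2d among the latter with −2.11 (0 and 2 when adjusted over the list alone), and 1 and 4 fell with the block (0 and 4 when adjusted over the list alone). In a fit without the genes Ascl1 and Myod1, 0 and 2 of the other 4 regulators fell (0 and 4 when adjusted over the list alone), and 1 fusion gene fell in each collision (1 in each when adjusted over the list alone). Of the genes of Fig 6K, Des, Mef2c and Tnni1 could be tested when each interval was given to the gene with the nearest transcript start. Tnni1 then had log2 fold changes of −2.58 (standard error 0.73, adjusted p = 0.00685) and −2.32 (standard error 0.70, adjusted p = 0.00760), Des, which encodes the muscle intermediate filament desmin, −2.91 (standard error 0.92, adjusted p = 0.00964) and −1.29 (standard error 0.76, adjusted p = 0.116), and Mef2c −1.48 (standard error 0.69, adjusted p = 0.0482) and −1.21 (standard error 0.66, adjusted p = 0.0946), all from edgeR over 3397 genes. With the block Mef2c passed in mutAscl1 & MyoD1 (adjusted p = 0.0352, edgeR). The nearest start gave 1 interval to Des, 5 to Mef2c and 4 to Tnni1. The gene body and 10000 bp to each side held 0, 2 and 5 intervals in the same order. The values of Des therefore rest on 1 interval outside that range, and those of Mef2c in part on such intervals. A fall at the genes Des and Mef2c themselves is not shown by them. Tnni1 had 2.5 peaks on average in MyoD1, Mef2c 2.5 and Des 1. Of these, only Des kept a peak in a collision, 0.5 on average in mutAscl1 & MyoD1. No list stood apart from the other genes: a test of each list against all genes (camera) called 0 of 8 lists in either collision, with a lowest adjusted p of 0.116 in Ascl1 & MyoD1 and 0.130 in mutAscl1 & MyoD1, and of 0.751 and 0.678 with an estimated correlation. Without the genes Ascl1 and Myod1 it also called 0, with a lowest adjusted p of 0.269 and 0.155, and of 0.731 and 0.797 with an estimated correlation. The median over all tested genes was −1.62 and −1.55. The log2 ratios of the mean scaled counts on the mitochondrial genome were −1.38 and −1.10. Within replicate numbers 1 and 2 these ratios were −1.26 and −1.46 in Ascl1 & MyoD1 and −0.58 and −1.56 in mutAscl1 & MyoD1. With TMM on the interval counts no sarcomere or excitation-contraction gene was lower (edgeR), and the list medians were −0.18 and −0.37 in Ascl1 & MyoD1 and −0.12 and −0.44 in mutAscl1 & MyoD1, while those of the fusion genes were 0.39 and 0.0879 and that of the myogenic regulators, Myod1 included, was 0.39 in Ascl1 & MyoD1, which are values relative to the general fall that TMM takes out. Without replicate 1 or 2 of a collision, which leaves 1 library in it, no sarcomere or excitation-contraction gene was lower in that collision, at sarcomere medians of −1.85 or −1.65 in Ascl1 & MyoD1 and of −1.47 or −2.01 in mutAscl1 & MyoD1. Without either mutAscl1 & MyoD1 library none of them was lower in Ascl1 & MyoD1 either, and without either Ascl1 & MyoD1 library 2 or 3 sarcomere genes were lower in mutAscl1 & MyoD1. Without MyoD1 replicate 2, 1 sarcomere gene was lower in Ascl1 & MyoD1 and 3 in mutAscl1 & MyoD1.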

Since the presence of both Ascl1 and mutAscl1 significantly decreased the general capability of MyoD1 to bind to and open chromatin (Figs 6G and EV5F), which included several key myogenic lineage genes, we concluded that they impact MyoD1's ability to act as a pioneer factor (Fig 6K). Taken together, these results demonstrate that Ascl1 drives MyoD1 away from its binding sites and makes it unable to induce the expression of myogenic target genes, thus resulting in a fate collision state.

**Figure 6:**
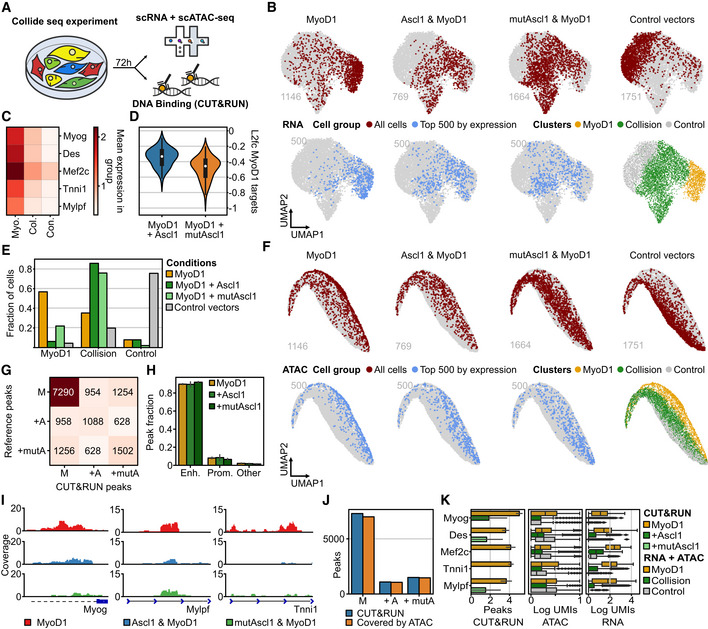
Competitive inhibition between Ascl1 and MyoD1 impairs pioneer factor activity ASchematic overview of third Collide‐seq experiment.BVisualization of assignment outcome (see Computational demultiplexing section in Materials and Methods for further details) for individual cells superimposed on Uniform Manifold Approximation and Projection (UMAP) embedding of the scRNA‐seq part of the experiment. Depicted are cells positive for the indicated conditions using all cells (top panels) and the top 500 highest transgene expressing cells (bottom panels). Bottom right panel depicts grouped Louvain clustering based on the factors present. MyoD1 = MyoD1 only, Collision = Ascl1 & MyoD1 and mAscl1 & MyoD1, Control = control vector carrying fibroblasts.CMatrixplot showing the relative expression of key myogenic genes between different clusters as indicated in Fig 6B. Myo = MyoD1, Col = Collision, Con = Control.DLog2 fold change of myogenic gene expression upon Ascl1 & MyoD1 (blue) and mAscl1 & MyoD1 (orange) collision as compared to MyoD1 only expressing cells. The number of data points per violin plot is the number of cells per matched condition shown in Fig 6B. For each violin, the center dot represents the median, the centerline defines the range and the solid box marks the interquartile range (IQR).EFraction of cells for each experimental condition among the different Louvain clusters.FVisualization of assignment outcome (see Computational demultiplexing section in Materials and Methods for further details) for individual cells superimposed on a UMAP embedding of the scATAC‐seq part of the experiment. Depicted are cells positive for the indicated conditions using all cells (top panels) and the top 500 highest transgene expressing cells (bottom panels). Bottom right panel depicts grouped Louvain clustering based on the factors present MyoD1 = MyoD1, Collision = Ascl1 & MyoD1 and mAscl1 & MyoD1, Control = Control vector carrying fibroblasts.GNumber of CUT&RUN peaks from a condition on the *y*‐axis overlapping with CUT&RUN peaks from a condition on the *x*‐axis. The presented number of overlapping peaks is the average over two CUT&RUN replicates of both conditions. (M = MyoD1, +A = Ascl1 & MyoD1, +mA = mAscl1 & MyoD1).HCUT&RUN peak classification averaged between two independent biological replicates depicted as a fraction of the total number of CUT&RUN peaks (Enh., Enhancers; Prom., Promoters). For each barplot, the 95% confidence interval is shown as error bars.IRepresentative Integrative Genome Browser (IGV, see CUT&RUN peak visualization in Materials and Methods for further details; Robinson *et al*, 2011) tracks for the indicated samples in CUT&RUN replicate 1 out of 2.JBar plot showing the number of averaged CUT&RUN peaks (blue) over two independent biological replicates that are covered by scATAC‐seq (orange).KCUT&RUN (left panel), scATAC (middle panel), and scRNA‐seq (right panel) signal for key myogenic marker genes for the indicated conditions. CUT&RUN signal is averaged for two biological replicates. The number of data points per barplot of the CUT&RUN data is two replicates, and per box plot of ATAC and RNA data is the number of cells per matched condition shown in Fig 6B. For each barplot, the 95% confidence interval is shown as error bars. For each box, the centerline defines the median, the height of the box is given by the interquartile range (IQR), the whiskers are given by 1.5 * IQR, and the outliers are given as points beyond the minimum or maximum whisker.

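The 1088 peaks of an average Ascl1 & MyoD1 library were for the most part MyoD1 sites: 958.5 of them (87.3% ± 6.40, SD, n = 2) overlapped a peak of the MyoD1 library with the same replicate number by at least 1 bp. For mutAscl1 & MyoD1 it was 1255 peaks (82.7% ± 4.69). In the other direction, 954.5 MyoD1 peaks (13.2% ± 0.415) overlapped an Ascl1 & MyoD1 peak and 1253 (17.0% ± 1.13) a mutAscl1 & MyoD1 peak. The replicates gave 743 and 1166 for MyoD1 peaks overlapped by Ascl1 & MyoD1, and 894 and 1612 for those overlapped by mutAscl1 & MyoD1. Between the collisions, 628.5 Ascl1 & MyoD1 peaks (56.7% ± 8.64) overlapped a mutAscl1 & MyoD1 peak, and 627.5 peaks in the reverse direction (41.5% ± 1.64). As a yardstick, between the replicates of a condition, 50.6% of the peaks of Ascl1 & MyoD1 replicate 1 overlapped a peak of replicate 2 and 35.8% in the reverse direction (43.2% ± 10.5), and 60.6% and 36.4% did so for mutAscl1 & MyoD1 (48.5% ± 17.1). An overlap of at least 50% of both peaks left 7.72% of the MyoD1 peaks shared with Ascl1 & MyoD1 and 51.1% of the Ascl1 & MyoD1 peaks shared with MyoD1.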

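Promoter peaks remained the smaller class in both collisions. They made up 14.8% ± 4.83 (SD, n = 2) of the peaks in Ascl1 & MyoD1 and 11.9% ± 2.37 in mutAscl1 & MyoD1, while distal peaks made up 85.0% and 87.9%. The odds of a peak being at a promoter were 0.71 times as high in MyoD1 as in Ascl1 & MyoD1 in replicate 1 (Fisher's exact test, two-sided, p = 0.00039) and 1.04 times in replicate 2 (Fisher's exact test, p = 0.71). Against mutAscl1 & MyoD1 the odds ratios were 1.00 and 1.17 (Fisher's exact test, p = 1 and 0.062). In Ascl1 & MyoD1 they were 1.41 and 1.12 times as high as in mutAscl1 & MyoD1 (Fisher's exact test, p = 0.0056 and 0.35). CAGCTG, the E-box that most MyoD1 peaks held, lay in the central 500 bp of 86.1% and 90.6% of the Ascl1 & MyoD1 peaks and of 87.2% and 91.6% of the mutAscl1 & MyoD1 peaks, against 24.9% and 22.4%, and 22.2% and 23.1%, of the flanks. With only the starts of protein-coding genes, the promoter share was 8.55% in mutAscl1 & MyoD1.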

**Figure EV5:**
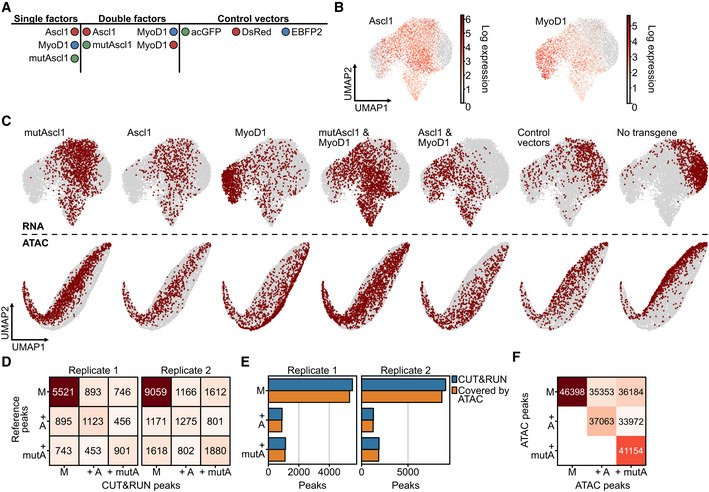
Multimodal analysis of Ascl1 and MyoD1 collision ASchematic overview of experimental conditions for third Collide‐seq experiment.BLog transgene expression superimposed on a Uniform Manifold Approximation and Projection (UMAP) embedding for Ascl1 (left panel) and MyoD1 (right panel). Shown are transgene expression levels on a logarithmic (ln) scale.CVisualization of assignment outcome (see Computational demultiplexing section in Materials and Methods for further details) for individual cells superimposed on scRNA‐seq UMAP embedding (top panels) and scATAC‐seq UMAP embedding (bottom panels). Depicted are cells positive for the indicated conditions.DNumber of CUT&RUN peaks from a condition on the *y*‐axis overlapping with CUT&RUN peaks from a condition on the *x*‐axis. The presented number of overlapping peaks is presented for both CUT&RUN replicates shown in Fig 6G.EBar plot showing the number of CUT&RUN peaks covered by scATAC‐seq for two biological replicates.FConfusion matrix showing the number of ATAC peaks in the different experimental conditions.

## Discussion

Here, we have simultaneously compared and collided different cell fate conversions using Collide‐seq (Fig 7A). To our knowledge, a comparison of different reprogramming factors has, so far, only been performed with the aim of finding optimal conditions to drive cells towards a single given fate (Protze *et al*, 2012; Yang *et al*, 2019; Luginbühl *et al*, 2021). However, to what extent different factors achieve cell conversion through similar or different mechanisms has received little attention. Collide‐seq allowed exploring this question and revealed that there is a substantial difference in how different reprogramming factors erase the original identity (Fig 3F). This is interesting because it indicates that, although stable under physiological conditions, several different entry points exist to erase cell identity and characterizing and manipulating them might provide much‐needed strategies to improve existing reprogramming paradigms. Furthermore, fate erasure correlated well with factor potency overall, here quantified as perturbation magnitude in gene expression space with a linear model (Fig 3A). Strikingly, we found that the mesodermal factor MyoD1 was most potent in imposing its fate and repressing the original mesodermal fibroblast identity. This might seem surprising since not only MyoD1 but also Ascl1, FoxA2, Sox2, and Oct4 have been attributed pioneer factor activity and are all considered key drivers of their respective reprogramming paradigms (Iwafuchi‐Doi & Zaret, 2014; Zaret & Mango, 2016; Zaret, 2020; Sunkel & Stanton, 2021). Indeed, Ascl1 and MyoD1 are, on their own, sufficient to reprogram MEFs into induced neurons and muscles, respectively (Davis *et al*, 1987; Chanda *et al*, 2014). Additionally, Sox2 and Oct4 have been reported to individually reprogram MEFs into neural progenitor cells and IPSCs as well, albeit under specialized media conditions (Li *et al*, 2011; Ring *et al*, 2012). As such, we expected a similar ability between these factors to regulate their primary targets. Moreover, we predicted that nonmesodermal factors would silence more fibroblast genes due to larger differences in the active gene regulatory networks between starter and target cells. Instead, we find that nonmesodermal factors downregulate fewer genes as compared to the mesodermal factor MyoD1, suggesting that a special relationship between starter cells and reprogramming factors exists, possibly related to germ layer identity. In line with this notion is MyoD1's inefficiency to transdifferentiate cells into myocytes when a starter cell of nonmesodermal origin is used, indicating that MyoD1's potency might be indeed dependent on the cell of origin (Davis *et al*, 1987; Weintraub *et al*, 1989). Taken together, our results support the hypothesis that transdifferentiation into more closely related cell types might be more thorough and/or efficient (Hochedlinger & Plath, 2009; Morris & Daley, 2013). Therefore, therapeutic cell conversions may best be limited to related cell types if possible (Morris & Daley, 2013).

**Figure 7:**
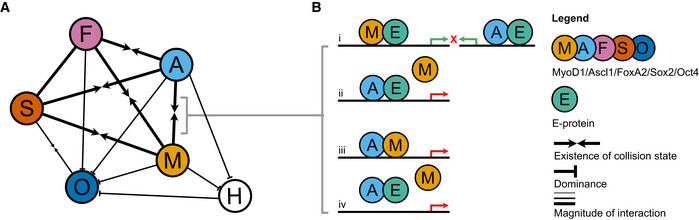
Proposed model ASchematic summary of factor hierarchies deducted from our experiments. Strength of interaction between factors is reflected by the line width. Nature of interaction (occurrence of collision state or dominance) is depicted by arrowheads (collision state) or bar ends (dominance).BSchematic overview of the possible mechanisms for Ascl1 and MyoD1 collision. (i) collision between transcriptional programs, (ii) competition between (shared) binding sites, (iii) formation of an inactive heterodimer, and (iv) cofactor competition.

Interestingly, the strong reprogramming ability of MyoD1 on its own did not hold in competitive conditions. We discovered this surprising sensitivity of the pioneer factor through simultaneous induction of multiple divergent fates. MyoD1's program was effectively perturbed by all other factors, except Oct4, and this effect was largely independent of the expression levels of MyoD1 and the colliding factors (Fig 4E). Although we generally found antagonistic effects of colliding factors more frequently than synergism, one of the factors tested, Ascl1, was particularly disruptive and the only one capable of hindering MyoD1's potential to erase the fibroblast identity (Fig 4A). To our knowledge, these experiments are the first to systematically position different reprogramming factors against each other. Some of our findings are, however, reminiscent of the previously proposed “seesaw model” (Shu *et al*, 2013), in which opposing lineage factors are thought to cancel each other out, stabilizing a pluripotent stem cell identity. Conceptually close as well are cell fusion experiments (Cowan *et al*, 2005; Brown & Fisher, 2021). Such experiments showed that pluripotency is often dominant over somatic cell identities. However, our fate collision showed no dominance of pluripotency programs, nor did we detect any hierarchy that would reflect a developmental order. This indicates that competition is probably resolved on the factor rather than the lineage level. Similarly, several studies have suggested that induction of pluripotency factors might be an effective way to remodel the epigenome and make differentiated cells more amenable to fate changes (Deleidi *et al*, 2011; Kim *et al*, 2011; Peskova *et al*, 2019; Sharma *et al*, 2019). However, our data shows that Oct4 and Sox2 do not act as immediate cell fate enablers enhancing the transcriptional effects of the somatic reprogramming factors (Figs 4C, and EV2A and B). Instead, Oct4 affected the individual somatic reprogramming trajectories very little during fate collision. These findings are in line with studies showing that, during the early phases of iPSC reprogramming, Oct4 overexpression mostly leads to off‐target gene expression patterns (Velychko *et al*, 2019). Moreover, the same authors also found that, when using the Yamanaka factors, Oct4 has a neglectable role in cell fate erasure, writing “loss of fibroblast identity […] appears to be independent of exogenous Oct4.” This also fits with the concept that Oct4 might create a more open and instable chromatin environment that facilitates the actions of other factors (Kim *et al*, 2011), a process that could be rather slow (Taberlay *et al*, 2011) and hence not detectable during the first 72 h examined here. This would also explain why Sox2 and Oct4 double‐positive cells show only few regulated targets associated with pluripotency, although two‐factor iPS reprogramming of fibroblasts has been conducted before (Huangfu *et al*, 2008; Kim *et al*, 2008; Nemajerova *et al*, 2012).

Collide‐seq also enabled us to quantify the influence of reprogramming factor expression levels on cell conversion. Leveraging this with a machine learning approach, we were able to reveal a high degree of determinism in this system by demonstrating that the induced perturbations yield predictable cell states. We also characterized transcription factor abundance‐dependent fate choices with fate titration analysis, showing that Collide‐seq can be used to titrate transcription factors against each other to screen fate outcomes. Interestingly, the resulting transcriptomic states were found to be a nonlinear function of the reprogramming factor expression levels, which is both highlighted by the emergence of collision states in fate titration analyses and the step‐like saturating dependency of gene activation of transcription factor induction (“binary switch”). In other words, cell fate conversion does not scale gradually with increasing reprogramming factor expression levels but instead depends on whether a critical expression threshold is reached. This observation is highly reminiscent of a previously described switch system in blood cell differentiation, where transcriptomic changes corresponding to cell fate decisions also occur abruptly rather than gradually (Huang *et al*, 2007). Taken together, this finding indicates that an optimal level of reprogramming factors expression exists, which is sufficient for reprogramming but also minimizes the risk of failure due to cellular stress as a result of transcription factor overexpression. Thus, identifying optimal reprogramming factor expression levels could significantly improve existing reprogramming protocols. Furthermore, the cell‐wise perturbation effects described here may also be leveraged for gene regulatory network modeling, as they tend to be stronger than available data based on single‐cell knock‐out data. Hence, they may facilitate the development of bottom‐up models for fate collision on the chromatin and transcriptome level in the future (preprint: Kamimoto *et al*, 2020).

Overall, our study unraveled several key principles of cellular reprogramming by systematically comparing reprogramming factors and applying collisions between them, thereby revealing a deterministic system that mapped the dominance or comparable strength of the different factors (Fig 7A). For example, the ability of Ascl1 to induce its lineage and remove fibroblast identity was similar to FoxA2 and Sox2 (Fig 3A and E). MyoD1, on the other hand, was found to be considerably more potent (Fig 3A and E). However, this potency of MyoD1 was not reflected under competitive conditions, as their relative strengths reversed, making Ascl1 the strongest driver that directed the majority of cells towards an Ascl1‐like intermediate (Fig 5E). Correspondingly, we also observed a clear loss of MyoD1 pioneer activity upon collision with Ascl1 (Fig 6G, J and K). Together, these results revealed a profound effect of competition on MyoD1 function and prompted us to further investigate how Ascl1 achieves this. To this end, it is important to note that Ascl1 and MyoD1 are both basic helix loop–helix (bHLH) factors, which can function as either homo‐ or heterodimers (Massari & Murre, 2000; Wang & Baker, 2015; Murre, 2019; de Martin *et al*, 2021). Consequently, we considered four molecular mechanisms to explain these effects: (i) collision between transcriptional programs, (ii) competition between (shared) binding sites, (iii) formation of an inactive heterodimer, and (iv) cofactor competition (Fig 7B). Interestingly, we found that collision is hardly diminished by employing mutAscl1 (Figs 5F and EV3H), indicating that fate collision is likely not a result of transcriptional competition or DNA binding site competition. An alternative explanation might therefore be that Ascl1 and MyoD1 form nonfunctional heterodimers that bind DNA but do not activate transcription. Our CUT&RUN data, however, shows that many MyoD1 binding sites are lost upon collision with Ascl1, making this option also improbable. Thus, competition for possible dimerization partners appears to be the most plausible explanation for the observed effects (Fig 7B). Indeed, competition on this level has already been suggested for MyoD1 and the bHLH factor Twist (Spicer *et al*, 1996). 

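MyoD1 sites with high enrichment under MyoD1 alone were still called in the presence of Ascl1 more often than sites with low enrichment, although most sites of the highest group were no longer called either. When the MyoD1 peaks of each replicate were put into 5 groups of equal size by fold enrichment, 3.26% of the lowest and 37.0% of the highest group overlapped an Ascl1 & MyoD1 peak in replicate 1, and 1.99% and 42.8% in replicate 2. The highest group held 409 of the 743 kept peaks of replicate 1 and 775 of the 1166 of replicate 2. The median fold enrichment, as the authors' peak caller gave it, was 6.00 for kept and 4.55 for lost MyoD1 peaks in replicate 1 and 7.92 and 4.74 in replicate 2 (permutation test across peaks, which are not replicates, two-sided, p = 2e-05 in each, the smallest that 100000 resamples can give). Kept peaks were also wider, with a median of 463 bp against 280 bp and of 506 bp against 307 bp, but an overlap of 1 bp favours wide peaks. With at least 50% of the peak's length covered the medians were 370 bp against 289.5 bp and 422 bp against 319 bp. CAGCTG lay in the central 500 bp of 86.1% of the kept and 80.6% of the lost peaks in replicate 1 (Fisher's exact test, p = 0.00026) and in 88.9% and 81.3% in replicate 2 (Fisher's exact test, p = 2.4e-11). The promoter share of kept and lost peaks did not differ past the threshold in either replicate (Fisher's exact test, p = 0.075 and 0.19). A lost peak here is one with no overlapping peak in the collision library, whatever the counts at that site. The same shares were not computed between the 2 MyoD1 replicates, so the gradient is not shown to be particular to the collision. Between those replicates 72.1% of the replicate 1 peaks and 43.7% of the replicate 2 peaks overlapped. The CAGCTG shares of kept and lost peaks were not compared at equal enrichment.

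**Figure D3:**
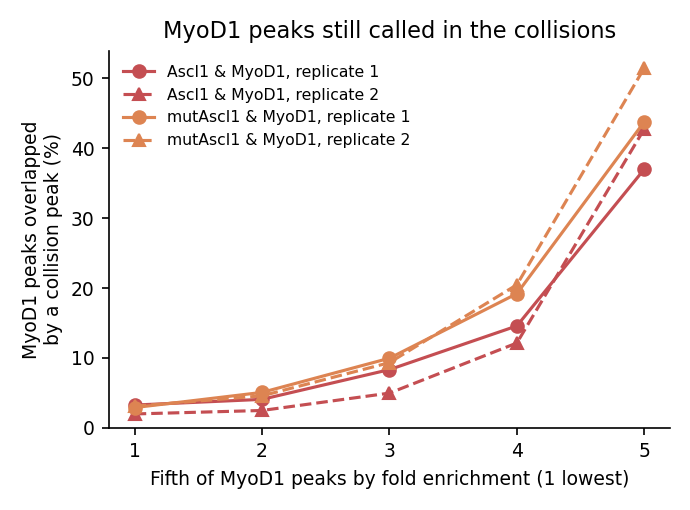
Share of MyoD1 peaks overlapped by a collision peak of the same replicate number (y axis, percent) in 5 groups of equal size of the MyoD1 peaks ordered by fold enrichment (x axis, 1 is the lowest). Colours separate Ascl1 & MyoD1 from mutAscl1 & MyoD1, circles with solid lines are replicate 1 and triangles with dashed lines replicate 2. The share is lowest in group 1, at 1.99% to 3.26%, and highest in group 5, at 37.0% to 51.5%.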

The finding that the fate collision between MyoD1 and Ascl1 is triggered by competition between the factors themselves rather than their interaction with DNA or their programs is highly relevant for the design of novel reprogramming approaches since it indicates that the master transcription factors expressed in the cell of origin rather than the molecular abilities of the expressed reprogramming factors might define whether certain factors possess reprogramming potential in certain settings. It is important to note, however, that not all detected fate collisions might be caused by the same mechanism and that we unfortunately know very little about the factors that protect and define fibroblast identity. Taken together, we investigated fundamental concepts of cell identity conversions using a combination of novel machine learning and molecular biology approaches. These results exposed the underlying principles of cell identity acquisition that could be used to improve current reprogramming strategies through the informed selection of starter cells, cell fate factors, and reprogramming factor expression levels.

## Materials and Methods

### Animals

R26‐M2rtTA knock‐in mice were obtained from Jackson Laboratory (RRID:IMSR_JAX:006965) and maintained in pathogen‐free conditions with 12 h light/dark cycles. Mice were housed in groups of 2–5 animals and had free access to water (acidified and desalinated) and standard rodent chow (Altromin, 1,310 M). Mice were kept as homozygous for the knock‐in. All experimental procedures in this study, performed at the LMU Munich, were in accordance with German and European Union guidelines and approved by the government of Upper Bavaria (Germany) where necessary.

### Mouse embryonic fibroblasts isolation and culture

Mouse embryonic fibroblasts were obtained from E14.5 embryos of R26‐M2rtTA knock‐in mice. Using a dissection microscope (Leica), heads, limbs, vertebral columns, and internal organs were removed to make certain no multipotent cells were present in cultures. After dissection, 2–3 embryos were pooled, and tissue was dissociated in 0.15% Trypsin (Gibco) for 10–15 min to obtain single‐cell suspensions. Cells were plated in a single T75 tissue culture flask per embryo in MEF medium at 37°C and 5% CO_2_ (Dulbecco's Modified Eagle Medium (Gibco #61965) supplemented with 10% FBS (Pan Biotech or Gibco), 1% Sodium Pyruvate (Gibco), 1% HEPES (Gibco) and 1% Penicillin/Streptomycin). Cells were split once at a 1:3 ratio when confluent before freezing. After thawing, cells were grown in T75 culture flasks until confluent before nucleofection.

### Nucleofection

Nucleofections were performed according to the manufacturer's instructions (Lonza, P3 Primary Cell 4D‐Nucleofector™ X). Briefly, 5.0 × 10^5^ cells were counted and spun down at 200 × *g* for 10 min, the supernatant was discarded, and cells were resuspended in 100 μl nucleofection solution master mix (82 μl P3 Primary Cell Nucleofector Solution + 18 μl Supplement 1). Upon resuspension, cells were immediately transferred to previously prepared 1.5‐ml tubes containing DNA mixtures and subsequently transferred to 100 μl Nucleocuvettes. Nucleofection was performed using the CZ‐167 program and 500 μl of prewarmed RPMI 1640 was added immediately after nucleofection (Gibco; 1% Penicillin/Streptomycin). Cells were transferred to a 37°C and 5% CO_2_ incubator for 10 min to recover. Finally, cells were plated in a single well of a 0.1% Gelatin in PBS (ROTI®Cell, Carl Roth) coated 12‐well plate with 1 ml of preconditioned MEF medium and cultured at 37°C and 5% CO_2_. In general, 1 μg of DNA per transcription factor and 2 μg of transposase construct were used for nucleofections. However, for qRT–PCR experiments aimed at quantification of Ascl1 and mutAscl1 downstream targets, transposase was omitted. For expansion, cells were subcultured on 0.1% Gelatin culture vessels at 37°C and 5% CO_2_ until the appropriate cell number for the experiment was reached. For immunocytochemistry experiments, cells were plated directly onto Poly‐D‐Lysine coated glass coverslips.

### Piggybac vector generation

To generate TetOn inducible Piggybac expression vectors for transgene expression, first, a dCas9 expression cassette was removed from PB‐dCas9‐T2A‐GFP‐PolyA‐Blasticidin (A. Köferle, unpublished) through cutting with *SpeI* and *Bsu36I* (New England Biolabs). Next, a Tet Response Element (TRE) followed by a minimal CMV promoter was amplified from pLV‐TetO‐Oct4 (pLV‐tetO‐Oct4 was a gift from Konrad Hochedlinger, Addgene plasmid # 19766; http://n2t.net/addgene:19766; RRID:Addgene_19766) using the primers TetOn Fwd and TetOn Rev (Appendix Table S4). Combining insert and backbone at a ratio of 3:1 in combination with the Gibson Assembly Mastermix (NEB, E2611S) for 30 min at 50°C, PB TetO PolyA was generated. Subsequently, a CMV enhancer element and CMV promoter driving the expression of either acGFP1 or EBFP2 were amplified from AcGFP1‐C1 (AcGFP1‐C1, was a gift from Michael Davidson, Addgene plasmid #54607, http://n2t.net/addgene:54607; RRID: Addgene_54607) and EBFP2‐C1 (EBFP2‐C1 was a gift from Michael Davidson, Addgene plasmid #54665, http://n2t.net/addgene:54665, RRID: Addgene_54,665) using Colors Fwd in combination with acGFP Rev or EBFP2 Rev, respectively (Appendix Table S4). Using the same Gibson Assembly procedure as described above, both inserts were combined with PB TetO PolyA to generate PB TetO acGFP PolyA and PB TetO EBFP2 PolyA. DsRed Express 2 was amplified from pCAG‐Ascl1‐IRES‐DsRed (Heinrich *et al*, 2010) using the primers DsRed Fwd and DsRed Rev, and the CMV enhancer and promoter were amplified from EBFP2‐C (described above) using the primers CMV Fwd and CMV Rev and combined with PB TetO PolyA to generate PB TetO DsRed PolyA (Appendix Table S4). Next, an SV40 polyadenylation cassette was amplified from the AcGFP1‐C1 plasmid using the primers SV40 Fwd (DsRed) or SV40 Fwd (acGFP and EBFP2) with SV40 Rev and combined with all the respective fluorescent reporter backbones to generate PB TetO PolyA acGFP PolyA, PB TetO PolyA EBFP2 PolyA and PB TetO PolyA DsRed PolyA through Gibson assembly (Appendix Table S4). Finally, Ascl1 was amplified from pCAG‐Ascl1‐IRES‐DsRed (Heinrich *et al*, 2010), MyoD1 was amplified from pCAG‐MyoD1‐IRES‐GFP (in‐house), Oct4 was amplified from pLV‐TetO‐Oct4 (see above), Sox2 was amplified from pCAG‐Sox2‐IRES‐GFP (in‐house), FoxA2 was amplified from pLV‐PGK‐FoxA2 (pLV.PGK.mFoxa2 was a gift from Malin Parmar, Addgene plasmid # 33014; http://n2t.net/addgene:33014; RRID:Addgene_33,014) and Hnf1a was amplified from E14.5 mouse liver cDNA. E14.5 mouse liver cDNA was obtained by tissue digestion in TRIzol (Invitrogen) according to manufacturer's instructions and subsequently performing a reverse transcription of 100 ng input total mRNA using the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific; Appendix Table S4). The inserts of the respective factors were combined with all three fluorescent reporters carrying PiggyBac backbones, predigested with *Mfe1* (New England Biolabs), to generate PB TetO TF PolyA acGFP/EBFP2/DsRed PolyA, for all transcription factors using Gibson Assembly. For FoxA2 and Sox2, two AU‐rich elements were cloned in between the cDNA and polyA site by digesting both backbones with *Mlu1* (New England Biolabs) and combining it with a PCR‐amplified insert of AU‐repetitive sequences (Appendix Table S4) generated by amplification with AU Fwd and AU Rev from a custom DNA oligo (Appendix Table S4). To generate a 3xFLAG tagged MyoD1 construct, MyoD1 was amplified from PB TetO MyoD1 acGFP after digestion with *Hpa1* and *Kpn1* (New England Biolabs) using the MyoD1 FLAG Fwd and MyoD1 FLAG Rev primers (Appendix Table S4). A 3xFLAG repeat was amplified from a custom‐ordered DNA oligo using the FLAG Fwd and Flag Rev primers (Appendix Table S4). Combining both inserts with the digested fluorescent reporter PiggyBac backbones mentioned above yielded PB TetO 3xFLAG MyoD1 PolyA acGFP/EFBP2/DsRed PolyA. To generate mutAscl1, point mutations E131R132 to A131Q132 were introduced in PB TetO Ascl1 acGFP using the site‐directed mutagenesis kit (New England Biolabs). All cloning primer sequences are provided in Appendix Table S4.

### Transgene induction

Transgene expression was induced by the administration of doxycycline (2 μg/ml) every 24 h until the indicated time points, considering its ±22 h half‐life (Cunha *et al*, 2000). The culture medium was replaced by fresh doxycycline‐containing medium for each treatment. For immunocytochemistry experiments, transgene expression was induced the day after nucleofection, and a nontreated sample of the same condition was used as a control. For single‐cell experiments and quantitative polymerase chain reaction (qRT–PCR) experiments aimed at determining reprogramming factor expression levels, cells were first expanded to at T75‐T175 before sorting (see below) and induction of transgene expression. A nontreated sample of the same condition was used as a control. For qRT–PCR experiments aimed at quantification of Ascl1 and mutAscl1 downstream targets, transgene expression was induced the day after nucleofection and a treated sample of untransfected cells was used as a control.

### Immunocytochemistry and image acquisition

For immunocytochemistry, cells were fixed at the indicated time points with 4% paraformaldehyde in phosphate‐buffered saline (PBS) for 10–15 min. Cells were permeabilized by incubation with a blocking solution (3% BSA, 0.5% Triton‐X 100 in PBS) for 30 min. Primary antibodies were incubated in a blocking solution at 4°C overnight or for 2 h at room temperature (Appendix Table S3). Cells were thoroughly washed with PBS to rinse off the primary antibody solution. Secondary antibodies (including DAPI) were incubated in the dark at room temperature for 1 h in a blocking solution followed by thorough washing with PBS (Appendix Table S3). For cells plated on coverslips, coverslips were mounted on glass slides using a water‐based nonfluorescent mounting medium (Aqua Poly/Mount (Polysciences, Warrington, PA)). Stained cells were analyzed using an AxioM2 or Axio Observer epifluorescence microscope (Carl Zeiss) for coverslips and culture plates, respectively. Images were obtained using the ZEN2 Software (Carl Zeiss).

### Fluorescence intensity quantification

To compare Desmin protein expression levels between conditions, images were acquired as described above using identical exposure times within an experiment. Intensities were quantified by loading images with Fiji (Schindelin *et al*, 2012) and generating a mask for each cell using *Image > Adjust > Threshold*. Next, the mean intensity within the masked area was measured using *Analyze > Measure*. For each image, a total of five equally sized regions without any clear Desmin signal were used to determine background levels and their mean was subtracted from the average measured intensity. To compare different experiments, intensity levels were normalized with respect to the MyoD1 only condition.

### Fluorescence‐activated cell sorting

Cells were trypsinized, collected in prewarmed MEF medium, and washed once in PBS. The supernatant was discarded, and cells were resuspended in 1 ml PBS supplemented with 10% FBS before being transferred to FACS tubes by passing through a 40 μm cell strainer. Cells were sorted using a BD FACSARIAIIIu cell sorter (BD Biosciences). Gates were set using untransfected MEFs as a reference. Cells were sorted at flow rates between 2 and 3 (arbitrary units, corresponding to ∼17–25 μl/min) and collected in 1.5‐ml tubes containing 300 μl MEF medium supplemented with 10% additional FBS. For quantification of reprogramming factor levels, 37,500–100,000 cells were sorted per condition and plated in a single well of a 24‐well plate before inducing transgene induction with doxycycline the next day (see above). For single‐cell experiments, 7,000/10,000 cells for each transfected condition and 5,000/7,500 untransfected MEFs were sorted. After sorting, all cells were pooled in a single 15‐ml conical tube and centrifuged at 300 × *g* for 5 min. One milliliter of supernatant was left and supplemented with fresh MEF medium. Cells were plated by taking 1 ml of this suspension containing between 50–60,000 cells in a single 24‐well. For quantification of Ascl1 and mutAscl1 target expression levels, 50,000–100,000 cells per condition were sorted 48 h after induction and immediately processed for RNA isolation (see below).

### RNA extraction and quantitative polymerase chain reaction (qRT–PCR)

For RNA extraction, cells were collected 48 h after transgene induction and RNA was isolated using the ARCTURUS® PicoPure® RNA Isolation Kit (Applied Biosystems) according to the manufacturer's instructions. Genomic DNA was removed using the On‐Column DNase I Digestion Set (Sigma‐Aldrich). For retrotranscription, equal amounts (between 50–100 ng) of total RNA were retrotranscribed using the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). First‐strand cDNA was diluted 1:5 in RNAse‐free water and 5 μl was used for each qRT–PCR reaction. qRT–PCR experiments were performed on a QuantStudio 6 (Applied Biosystems) using PowerUp™ SYBR™ Green Master Mix (Applied Biosystems). The expression of each gene was determined in triplicate and relative expression determined using the ΔΔCt method (Livak & Schmittgen, 2001). qRT–PCR Primers are listed in Appendix Table S2.

### *In vitro* reprogramming

For reprogramming experiments, cells were nucleofected as described above and expanded on 0.1% gelatin‐coated culture vessels. After expansions, single‐ (Ascl1, mAscl1, and MyoD1) and double‐positive cells (Ascl1 and MyoD1, mAscl1 and MyoD1) were sorted and plated at a density of ∼12,500 cells per well in a 96‐well plate. The next day, the medium was changed and transgene expression induced as described above. Cells were treated with doxycycline every 24 h and fixed 3 days postinduction for immunochemistry (see above).

### Droplet‐based scRNA‐seq and scATAC‐seq

For scRNA‐seq only samples, cells were trypsinized and collected in a prewarmed MEF medium at the indicated time points. Cells were centrifuged at 300 × *g* for 5 min to remove debris and resuspended in 50–100 μl PBS for cell counting. Cell suspensions were counted, and suspension volume was adjusted to contain approximately 1,000 cells per μl. For a targeted retrieval of 10,000 cells, ∼17,500 cells were loaded, and libraries were prepared using the Chromium Single Cell 3′ Reagent Kits v2 (24, 48, 72 h data with Ascl1, MyoD1, Hnf1a, and Oct4) or v3 (72 h data with Ascl1, MyoD1, FoxA2, Sox2, and Oct4) according to the manufacturer's instructions. Libraries prepared with v2 chemistry were sequenced on a HiSeq4000 whereas v3 libraries were sequenced on a NovaSeq6000. All libraries were sequenced with a 100 bp paired‐end configuration.

For scMultiome (scRNA‐seq + ATAC‐seq) samples, cells were trypsinized and collected in a prewarmed MEF medium 72 h after induction. The cell suspension was centrifuged at 300 × *g* for 5 min at 4°C and resuspended in 50 μl of PBS + 0.04% BSA (Miltenyi Biotec). Cells were pelleted once more by centrifugation at 300 × *g* for 5 min at 4°C. Forty‐five microliter of supernatant was removed and an equal amount of lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween‐20, 0.1% Nonidet P40 Substitute, 0.01% Digitonin, 1% BSA, 1 mM DTT, 1 U/ul H_2_O) was added. Cells were lysed on ice and after 5 min 50 μl of wash buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA, 0.1% Tween‐20, 1 mM DTT, 1 U/μl RNAse inhibitor) was added without mixing. Nuclei were pelleted by centrifugation at 500 × *g* for 5 min at 4°C. Ninety‐five microliter of supernatant was removed, taking care not to disturb the pellet, and 45 μl of diluted nuclei buffer (1× Nuclei Buffer (10× Genomics), 1 mM DTT, 1 U/μl RNAse inhibitor) was added without mixing. Nuclei were spun down once more at 500 × *g* for 5 min at 4°C and all supernatant was removed. Nuclei were resuspended in 7 μl of ice‐cold nuclei buffer and 2 μl of nuclei suspension was mixed with 8 μl of diluted nuclei buffer and 10 μl Trypan Blue to determine nuclei concentration. For a targeted retrieval of 10,000 nuclei, the nuclei suspension was diluted to a concentration between 3,280 and 8,060 nuclei per μl. Libraries were prepared using the Chromium Next GEM Single Cell Multiome ATAC + Gene Expression kit according to the manufacturer's instructions and sequenced on an Illumina NovaSeq 6000 sequencer.

### Cleavage under targets and release using nuclease (CUT&RUN)

For CUT&RUN assays, 3xFLAG‐MyoD1 (see above) was used to allow MyoD1 pulldown and DNA binding assessment. The assay was performed using the CUT&RUN assay kit (Cell Signaling Technologies, 86652) according to the manufacturer's instructions. Briefly, 100,000 cells per reaction were collected and bound to Concanavalin A Magnetic beads. Cells were permeabilized and incubated with a primary antibody against FLAG for 2 h at 4°C (Appendix Table S3). Subsequently, cells were incubated with pAG‐MNase for 1 h at 4°C. pAG‐MNase was activated by adding calcium chloride and a 30 min incubation at 4°C. Stop buffer (Cell Signaling Technologies) with 10 pg of Spike‐In DNA (Cell Signaling Technologies) was added to each sample to stop the reaction and obtain normalization reads after sequencing. DNA was purified using phenol/chloroform extraction and ethanol precipitation as described in the manufacturer's protocol. Input samples were generated by collecting 100,000 cells per condition and incubating with DNA extraction buffer (Cell Signaling Technologies) at 55°C for 1 h shaking at ∼750 rpm on a ThermoMixer. Afterwards, samples were cooled down and sonicated with a BioRuptor® Pico (Diagenode) using 10 sets of 30‐s pulses. Fragmented chromatin was isolated together with CUT&RUN samples as described above.

### CUT&RUN Library preparation

DNA sequencing libraries were generated using the SimpleChIP® ChIP‐seq DNA Library Prep Kit for Illumina (Cell Signaling Technologies, 56795) and SimpleChIP® ChIP‐seq Multiplex Oligos for Illumina® (Dual Index Primers, Cell Signaling Technologies, 46538) following the manufacturer's instructions and adapting the protocol where needed as instructed by the manufacturer in the CUT&RUN Assay kit protocol. Briefly, an equal amount of DNA was used for all CUT&RUN and input samples and DNA ends were prepared for adaptor ligation. Note that here incubation temperature was lowered from 65 to 50°C according to the manufacturer's instructions. Next, adapters were ligated to the DNA. Finally, DNA was amplified using PCR and Dual Index primers for Illumina® (Cell Signaling Technologies, 47538). Importantly, anneal and extension time was reduced from 75 to 15 s to avoid amplification of large library fragments per the manufacturer's instructions. Furthermore, all clean‐up steps were performed with 1.1× volume of SPRIselect® beads to increase the capture of smaller DNA fragments. Generated libraries were pooled and sequenced using the MiSeq Reagent Kit v3 and a 2 × 75 bp paired‐end sequencing strategy on an Illumina® MiSeq sequencer.

### Preprocessing of sequencing data

For the alignment of reads, we used the sequences and annotation files for the Mouse genome (GRCm38) from Ensembl (release 97). The synthetic transcription factors and reporter sequences and a custom‐generated annotation were appended to the genome sequence and annotation. The Cell Ranger software (version 3.1.0) run with the command “cellranger mkref” created an index of the genome. The Cell Ranger pipeline run with the command “cellranger count” aligned the reads, generated QC metrics, estimated the number of valid barcodes, and created the count matrices. The command was executed with standard parameters, except that we adjusted the number of expected cells and the chemistry parameter accordingly. AnnData objects of the raw and filtered count matrices were created using the Python package Scanpy (Wolf *et al*, 2018, version 1.4.4). The alignment files (bam) were sorted by barcode using samtools (Li *et al*, 2009, version 1.10) and Velocyto (la Manno *et al*, 2018, version 0.17.17) was run using the “velocyto run” command with the filtered barcodes list from the Cell Ranger run.

### Processing of CUT&RUN data

The CUT&RUN data were processed using the Nextflow‐based ChIP‐seq workflow from nf‐core (version 1.2.2). For the different samples, a single pseudo antibody was defined and the samples of the same conditions sequenced in multiple experiments were defined as replicates. The computational pipeline was run in two independent executions to align against the yeast genome (R64‐1‐1) and against the mouse genome (GRCm38). The aligned reads from the yeast alignment were used for normalization as per the manufacturer's instructions found here: https://www.cellsignal.com/learn‐and‐support/protocols/cut‐and‐run‐protocol.

### CUT&RUN peak visualization

For visualization of CUT&RUN peaks, CUT&RUN data were processed as described above. Processed data were loaded into Integrative Genomics Viewer (IGV, version 2.11.4; Robinson *et al*, 2011). To compare several samples, each sample was loaded as an individual track. For exporting images, *y*‐axes were set to the same scale before exporting.

### Processing of single‐cell multiome data

The single‐cell Multiome‐Seq data were processed using the software cellranger‐arc (version 2.0.0), run with the cellranger‐arc count command with standard parameters and the corresponding genome. To build the reference genome index for mice, GRCm38 the annotation from Ensembl (release 97) was used. The sequences and custom annotations of the synthetic transcription factors and fluorophores were appended to the genome fasta and annotation files. The samples processed with cellranger‐arc count were aggregated using the cellranger‐arc aggr command with the ‐‐normalize = none parameter.

### Generation of a modified gene annotation

The sequences of the overexpressed reprogramming factors differ from the endogenous loci in only a short interval in their UTRs. To distinguish between endogenous and transgene expression, we created synthetic versions of the endogenous genes by replacing their UTRs with the UTR sequences of the transgenes (from Gencode version vM20, https://www.gencodegenes.org), and appended them to the gene annotation. This modified annotation was then used for reading alignment by the Cell Ranger pipeline as described above (Preprocessing of sequencing data). The Cell Ranger pipeline only considers reads that are compatible with a single gene annotation, and therefore, only reads specific to the UTRs of the endogenous genes or of the transgenes are used for UMI counting.

### Computational demultiplexing

The exact analysis is documented in Notebooks I‐1, II‐1, and III‐1 on GitHub (https://github.com/theislab/collideseq_reproducibility). We first grouped cells into induced and noninduced for each transgene and fluorophore by defining an expression threshold for each factor (maximum likelihood assignment of cells to centroids). Secondly, we assigned cells to the condition of their posterior probability, using the initial assignments to define the prior distribution of transgene counts in induced cells (Appendix Fig S2B, the posterior membership probability). This second step allowed us to incorporate the prior knowledge that only a subset of all possible transgene combinations was included in this setup.

We defined condition centroids with two separate models, that yielded similar results in the end. Firstly, we used a gradient‐free optimization algorithm to infer optimal decision boundaries θ between the active and inactive component for each transgene in a joint optimization problem, using the deviation between the inferred distribution of cells over conditions *f* and the input distribution *x* as an objective *l*:

$$l=\left|f\left(\theta \right)-x\right|$$

Here, the maximum likelihood assignment of a cell to a condition $\hat{c}$ consists of its classification based on the decision boundaries:

$$\hat{c}=1\mathrm{if\theta}>\text{xelse}0$$

Secondly, we defined centroids with a 2‐component Gaussian mixture model for each transgene separately. Here, the maximum likelihood assignment of a cell to a condition consists of its assignment to a mixture *k*:

$$\hat{c}=\arg\underset{k}{\max}P\left(x|\mu_{k},\sigma_{k}\right)=\arg\underset{k}{\max}-\log\left(\sigma_{k}\right)-\log\left(2\pi \right)-\frac{1}{2}\frac{{\left(x-\mu_{k}\right)}^{2}}{\sigma_{k}{}^{2}}$$

These mixture models showed the collapse of the inactive component to zero in a couple of cases, in which we then augmented the inferred threshold to achieve similar results to the gradient‐free optimization method.

Posterior membership probability: The maximum likelihood assignments proposed above cannot guard against the assignment of cells into conditions that do not exist, such as a condition with all transcription factors active and all colors inactive. Due to noise in the data, such conditions may indeed be the maximum likelihood estimator of condition membership. However, we have the prior knowledge that only a subset of all transgene conditions exists in the data. We defined a partition function containing only the input conditions K and defined a posterior probability distribution over input conditions using this partition function and Gaussian likelihoods *P* to then assign cells to their maximum a posteriori estimate of membership:

$$\hat{c}=\arg\underset{k}{\max}\frac{P\left(x|\mu_{k},\sigma_{k}\right)}{\sum_{k\subset K}P\left(x|\mu_{k},\sigma_{k}\right)}$$

### Unsupervised analysis of single‐cell RNA‐seq data

The exact analysis is documented in code in Notebooks I‐1, II‐1, and III‐1 on GitHub (https://github.com/theislab/collideseq_reproducibility). We removed cells with high mitochondrial content (> 20% of UMIs are from mitochondrial genes) or low total mRNA counts (< 1,000 expressed genes). We then filtered nonhighly variable genes, normalized the mRNA counts within each cell, log(*x* + 1) transformed the counts, computed PCA with 50 components, computed a k‐nearest neighbor graph with k = 100, and computed UMAP embeddings and Louvain clustering on the graph. We used SoupX (Young & Behjati, 2020) for ambient RNA correction (Notebooks I‐1a, II‐1a, III‐1a on GitHub (https://github.com/theislab/collideseq_reproducibility)). We defined the cell‐cycle score as a z‐score over cells on the sum of the G2M‐phase score and S‐phase score computed with Scanpy (Wolf *et al*, 2018). We computed the fibroblast score as a z‐score defined over cells in the Louvain clusters annotated as noncycling fibroblasts on the sum of log‐normalized fibroblast marker genes per cell: Thy1, Col1a1, Postn, Vim, Prrx1, Timp3, Ccn2, Col5a1, Col1a2, Glipr2, Itgb5, Sh3kbp1, Tex264, Tnc, Cnn1, Fn1, S100a4, Twist2, Snai2, Cav1, Ecm1, Acta2, Col4a1, Col5a2, Mmp2, Mmp14, Mmp23, Col3a1, Cav2, Timp1, Timp2, Fgf7, Vcl, Itgb8.

### Cellular doublet simulation

We considered a doublet simulation between Ascl1 single‐positive cells and MyoD1 single‐positive cells to establish whether this specific doublet could explain the Ascl1 & MyoD1 double‐positive cellular state. As both source distributions are defined by cells from the respective single‐positive conditions, we sampled (*n* = 200) random pairs of simulated doublets, added their transcriptomic states (unprocessed counts), and divided these counts by two to receive simulated doublet cells in the range of total counts of the single‐positive cells. We then performed an unsupervised analysis workflow as described in (Unsupervised analysis of single‐cell RNA‐seq data) on the union of these simulated cells and the real cells under all conditions (Fig EV3E and F). To map the simulated cells into the annotated clusters defined on the real cells, we used the nearest neighbor classifier, only using the real cells with the minimal distance observed to each simulated cell.

### Differential expression analysis

The exact analysis is documented in Notebook I‐3 on GitHub (https://github.com/theislab/collideseq_reproducibility). We used Wald tests on a negative binomial generalized linear model (*GitHub ‐ theislab/diffxpy: Differential expression analysis for single‐cell RNA‐seq data*., no date) fit on cell cycle, condition, and normalization factors testing the condition effect to determine differentially expressed genes along the individual lineages. To restrict the setting to each lineage, we only considered cells from the single‐positive condition of the lineage and the control vector expressing cells for the test. *P*‐values were corrected for multiple testing using Benjamini–Hochberg correction. We declared genes as differentially expressed if they had a corrected *P*‐value of less than 0.01, a fold change of less than 2/3 or more than 3/2, and a mean expression level of at least 0.05 counts. We added the label up‐ or downregulated in multiple places for those differentially expressed genes with positive (up) and negative (down) log fold change. We inferred synergism and antagonism in a differential test on cells from the control condition, two considered single‐positive conditions, and the double‐positive condition of these two, modeling each transgene's effect individually and their interaction and tested and reported the interaction effect to yield synergism and antagonism labels: We defined synergistic effects as positive transgene interaction effects in a differential expression model if the log fold change in the double‐positive condition was positive (a gene is upregulated more strongly in the double‐positive condition than would be expected based on the sum of both transgenes in their individual single‐positive conditions). Additionally, we defined negative transgene interaction effects in a differential expression model as synergistic if the log fold change in the double‐positive condition was negative (stronger downregulation than expected). Conversely, we defined weaker upregulation and weaker downregulation as antagonistic. We defined differential expression magnitude as the L2 norm over all gene‐wise parameter estimators for an individual coefficient defined in the model, only using genes for which this coefficient was significant (FDR‐corrected *P*‐values < 0.01) and which were likely not overfitted (defined as an L1 norm of significant effects within a gene < 100).

### Gene ontology analysis

Gene ontology enrichment analysis was performed using the g:Profiler Python client (Raudvere *et al*, 2019). Differentially expressed genes (Up: log‐2‐foldchange > 2/3, Down: log‐2‐foldchange < −2/3, log‐normalized mean expression > 0.1, and adjusted *P*‐value < 0.01) for each condition were provided as input, and all expressed genes in the dataset were used as background. For the downregulated genes, gene ontology analysis was performed using the cellular component annotations whereas for upregulated genes the annotation biological process was used. The top 20 enriched GO terms were ranked based on *P*‐value and visualized using a custom graphing function.

### ChIP‐seq data analysis and synergism and antagonism annotation

The exact analysis is documented in Notebook I‐3 on GitHub (https://github.com/theislab/collideseq_reproducibility). We used published peak files for both Ascl1 and MyoD1 ChIP (Lee *et al*, 2020). We overlapped these peaks against 5′ ends of gene annotations (GRCm38), extending the annotated interval 5′ end 10 kb upstream and 2 kb downstream.

### RNA velocity and Cellrank analysis

The exact analysis for scVelo (Bergen *et al*, 2020) and CellRank (Lange *et al*, 2022) workflows are documented in code in Notebooks I‐2 and II‐2 on GitHub (https://github.com/theislab/collideseq_reproducibility). The RNA velocities mentioned in the main text are based on the dynamical RNA velocity model implemented in scVelo. Additionally, we fit the dynamical model with lenient gene filtering and a steady‐state model with standard gene filtering. We ran CellRank (Lange *et al*, 2022) on the dynamical RNA velocity model fits separately for each inferred condition using the CFLARE model on a kernel consisting of 50% transcriptomic connectivity and 50% RNA velocities. The attractors were assigned to fates by cell rank and are colored according to the annotated Louvain clusters established in the unsupervised analysis section.

### Neurogenic and myogenic scores

The exact analysis is documented in Notebook II‐4 on GitHub (https://github.com/theislab/collideseq_reproducibility). We defined the neurogenic score as *1‐diffusion pseudotime* from the most mature neurogenic cell: We defined the most mature neurogenic cell as the cell with the highest latent time assigned by scVelo during dynamical RNA velocity inference in the Ascl1 single‐positive condition. The scored cells presented are all cells in neurogenic or myogenic states excluding the cycling cluster. Similarly, we defined the myogenic score within the MyoD1 single‐positive condition. The myogenic score presented in Fig EV3G is computed as above but computed on the set excluding cells in the mature myogenic cluster to compare intermediate myogenic and neurogenic states.

### Fate titration analysis

The exact analysis is documented in Notebooks I‐2 and II‐2 on GitHub (https://github.com/theislab/collideseq_reproducibility). We scaled transgene counts into an active range between the minimum transgene count observed in the positive condition and the 99^th^ percentile of transgene counts in the single‐positive condition (maximum): $x_{\text{scaled}}=\frac{x-x_{\min}}{x_{\max}-x_{\min}}$. We visually compared two groups of cells (cell rank attractor groups or Louvain cluster groups) using 2D kernel density estimators of the joint distribution of each group over both transgenes and using the respective marginal distributions of each group. We fit a weighted logistic regression model with class‐balancing weights between both groups on the scaled transgene counts. We report the accuracy of this classifier on a held‐out test partition of 20% of the data.

### Supervised modeling

All model and analysis code is also documented in Notebook I‐4 on GitHub (https://github.com/theislab/collideseq_reproducibility) and Dataset EV1. We used linear and nonlinear models both for the classification of categorical cluster assignments and regressive prediction of the log‐normalized RNA observations of each cell. We accounted for confounding in all models: We corrected for the sample through a one‐hot encoded predictor and for the cell size through a log‐transformed size factor in the input. In all cases, the input to these models is either the one‐hot encoded condition assignment (categorical model, Fig 4F and G), the binary presence of transgenic transcription factors (binary models, Fig 4H and I), or the log transgenic transcription factor expression per cell (expression models, Fig 4F–I). The nonlinear model was a neural network of fully connected layers with two hidden layers of 64 units each and tanh activation function. We used 1e‐6 L1 and L2 penalties on linear layers. The hyperparameters of all models are also described in the supplied code. We trained all networks until convergence and evaluated performance on 10% of randomly selected test cells (Fig 4F and G) or on entirely held‐out cell sets corresponding to inferred conditions (Fig 4H and I). We trained on all cells that were not in the test set, except in Fig 4I where we tested models trained on only single‐ or single‐ and double‐positive conditions on selected triple‐positive conditions. We used the area under the curve of the receiver–operator characteristic (AUC ROC), accuracy, top‐3 accuracy, and condition class‐balanced accuracy to evaluate classification models and used R2 per cell between observed and predicted log‐normalized expression for regression models.

## Author contributions

**Bob A Hersbach:** Conceptualization; formal analysis; validation; investigation; visualization; methodology; writing – original draft; writing – review and editing. **David S Fischer:** Conceptualization; data curation; software; formal analysis; funding acquisition; validation; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Giacomo Masserdotti:** Conceptualization; supervision; writing – review and editing. **Deeksha:** Validation; investigation. **Karolina Mojžišová:** Software; investigation; methodology. **Thomas Waltzhöni:** Software; formal analysis. **Diego Rodriguez‐Terrones:** Resources; data curation; software; formal analysis. **Matthias Heinig:** Resources; supervision. **Fabian J Theis:** Resources; supervision; funding acquisition; project administration; writing – review and editing. **Magdalena Götz:** Conceptualization; resources; supervision; funding acquisition; project administration; writing – review and editing. **Stefan H Stricker:** Conceptualization; resources; supervision; funding acquisition; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

FJT reports receiving consulting fees from Roche Diagnostics GmbH and Cellarity Inc., and an ownership interest in Cellarity, Inc., and Dermagnostix. The authors declare that they have no conflict of interest. FJT is an editorial advisory board member. This has no bearing on the editorial consideration of this article for publication.

## Supporting information

Appendix

Expanded View Figures PDF

Dataset EV1

Source Data for Figure 1

Source Data for Figure 5

Source Data for Expanded View

## Data Availability

Raw sequencing data as well as annotated single‐cell matrices and CUT&RUN peaks are publicly available through the NCBI Gene Expression Omnibus (GEO) under accession number GSE211864. This accession contains all sRNA‐seq data (GSE211862), scMultiome data (GSE211863) and CUT&RUN data (GSE210181) generated during this study. Furthermore, all notebooks used for data analysis are available on GitHub (https://github.com/theislab/collideseq_reproducibility) with generalizable code related to analyzing single cell reprogramming data available as a python package in Dataset EV1 (“tftools”, “fatevision”).

# Supplementary material for: Probing cell identity hierarchies by fate titration and collision during direct reprogramming
**Source:** Mol Syst Biol. 2022 Sep 15;18(9):e11129. doi: 10.15252/msb.202211129
**Supplement:** Supplementary file 1 — Appendix

Table of Contents

**Appendix Figure S1:** Demultiplexing & Quality control	**2**
**Appendix Figure S2:** Gene ontology of upregulated genes	**3**
**Appendix Figure S3:** Gene ontology on downregulated genes	**4**
**Appendix Figure S4:** Top 40 differentially expressed genes per condition	**5**
**Appendix Table S1:** Fibroblast score genes	**6**
**Appendix Table S2:** List of qRT-PCR primers	**7**
**Appendix Table S3:** List of antibodies	**8**
**Appendix Table S4:** List of cloning primers & oligos	**9**

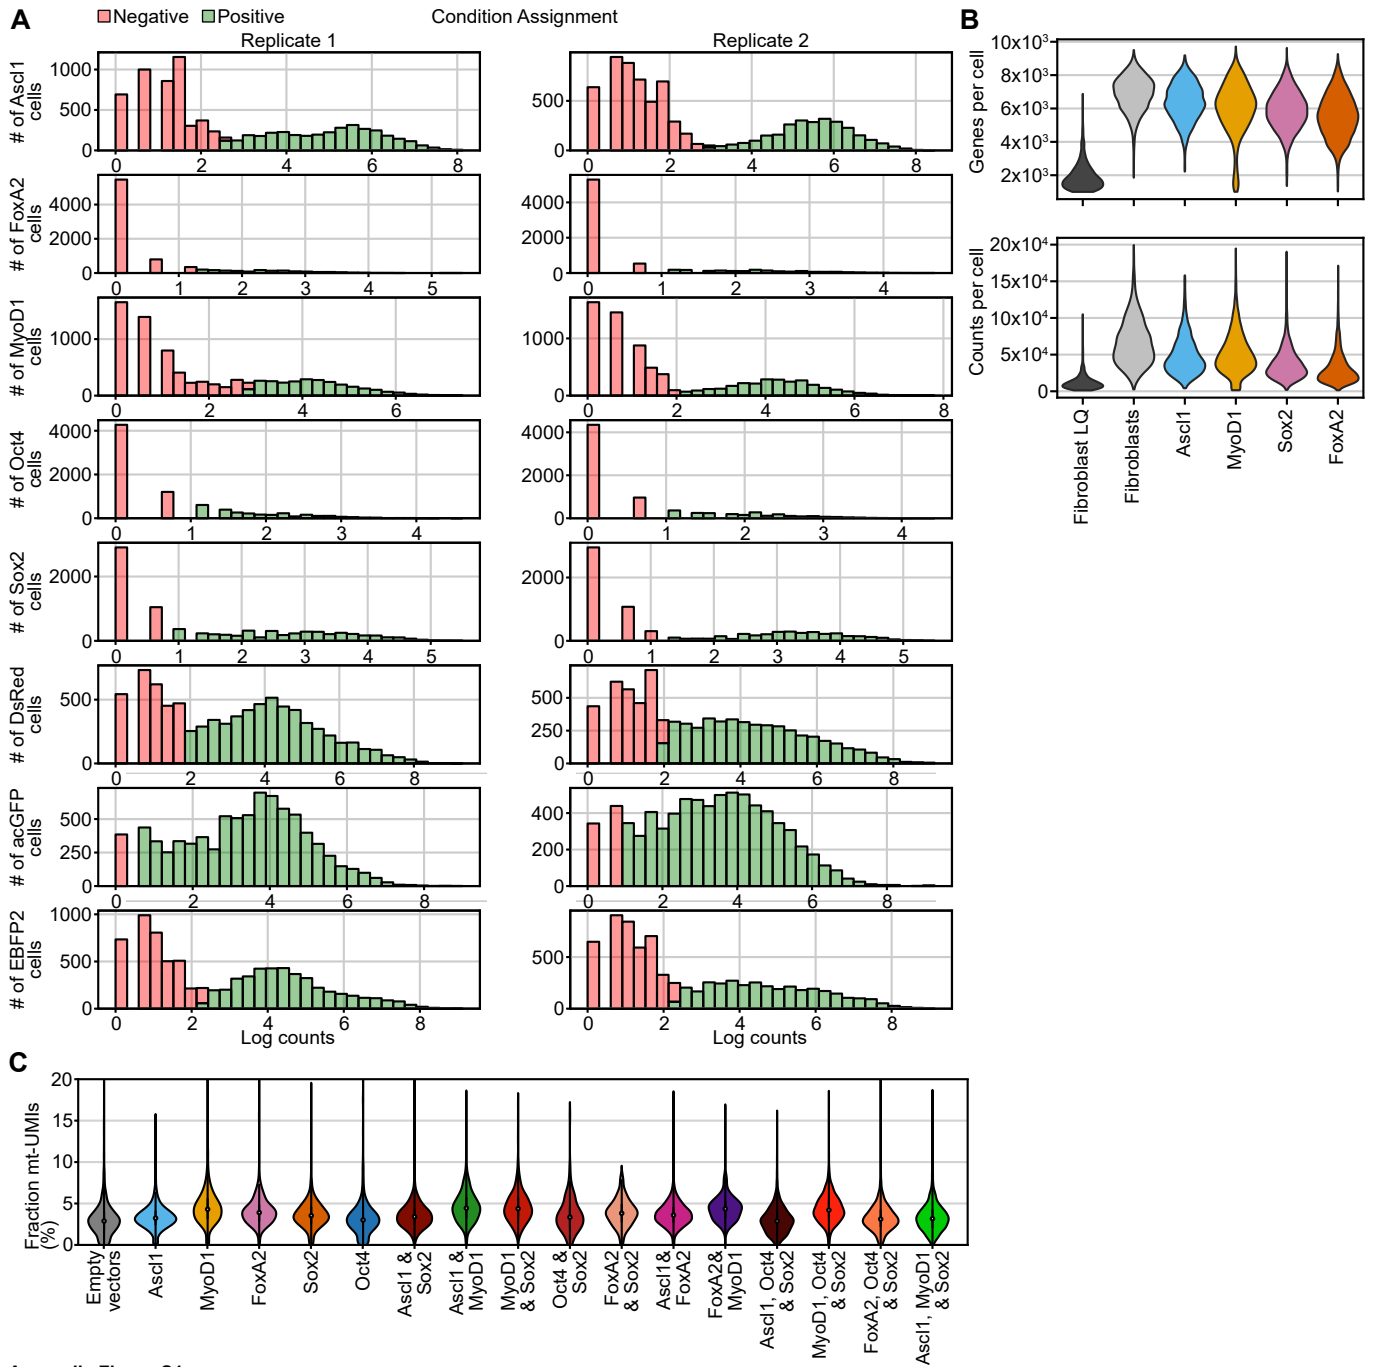

Appendix Figure S1

A. Assigned conditions in first step of algorithm for a gradient-free optimization method based on fluorophore and transgene expression. See computational demultiplexing section in Methods for further details. **B.** Average number of genes (top panel) and UMI counts (bottom panel) for indicated Louvain clusters. **C.** Fraction of mitochondrial UMIs per condition.

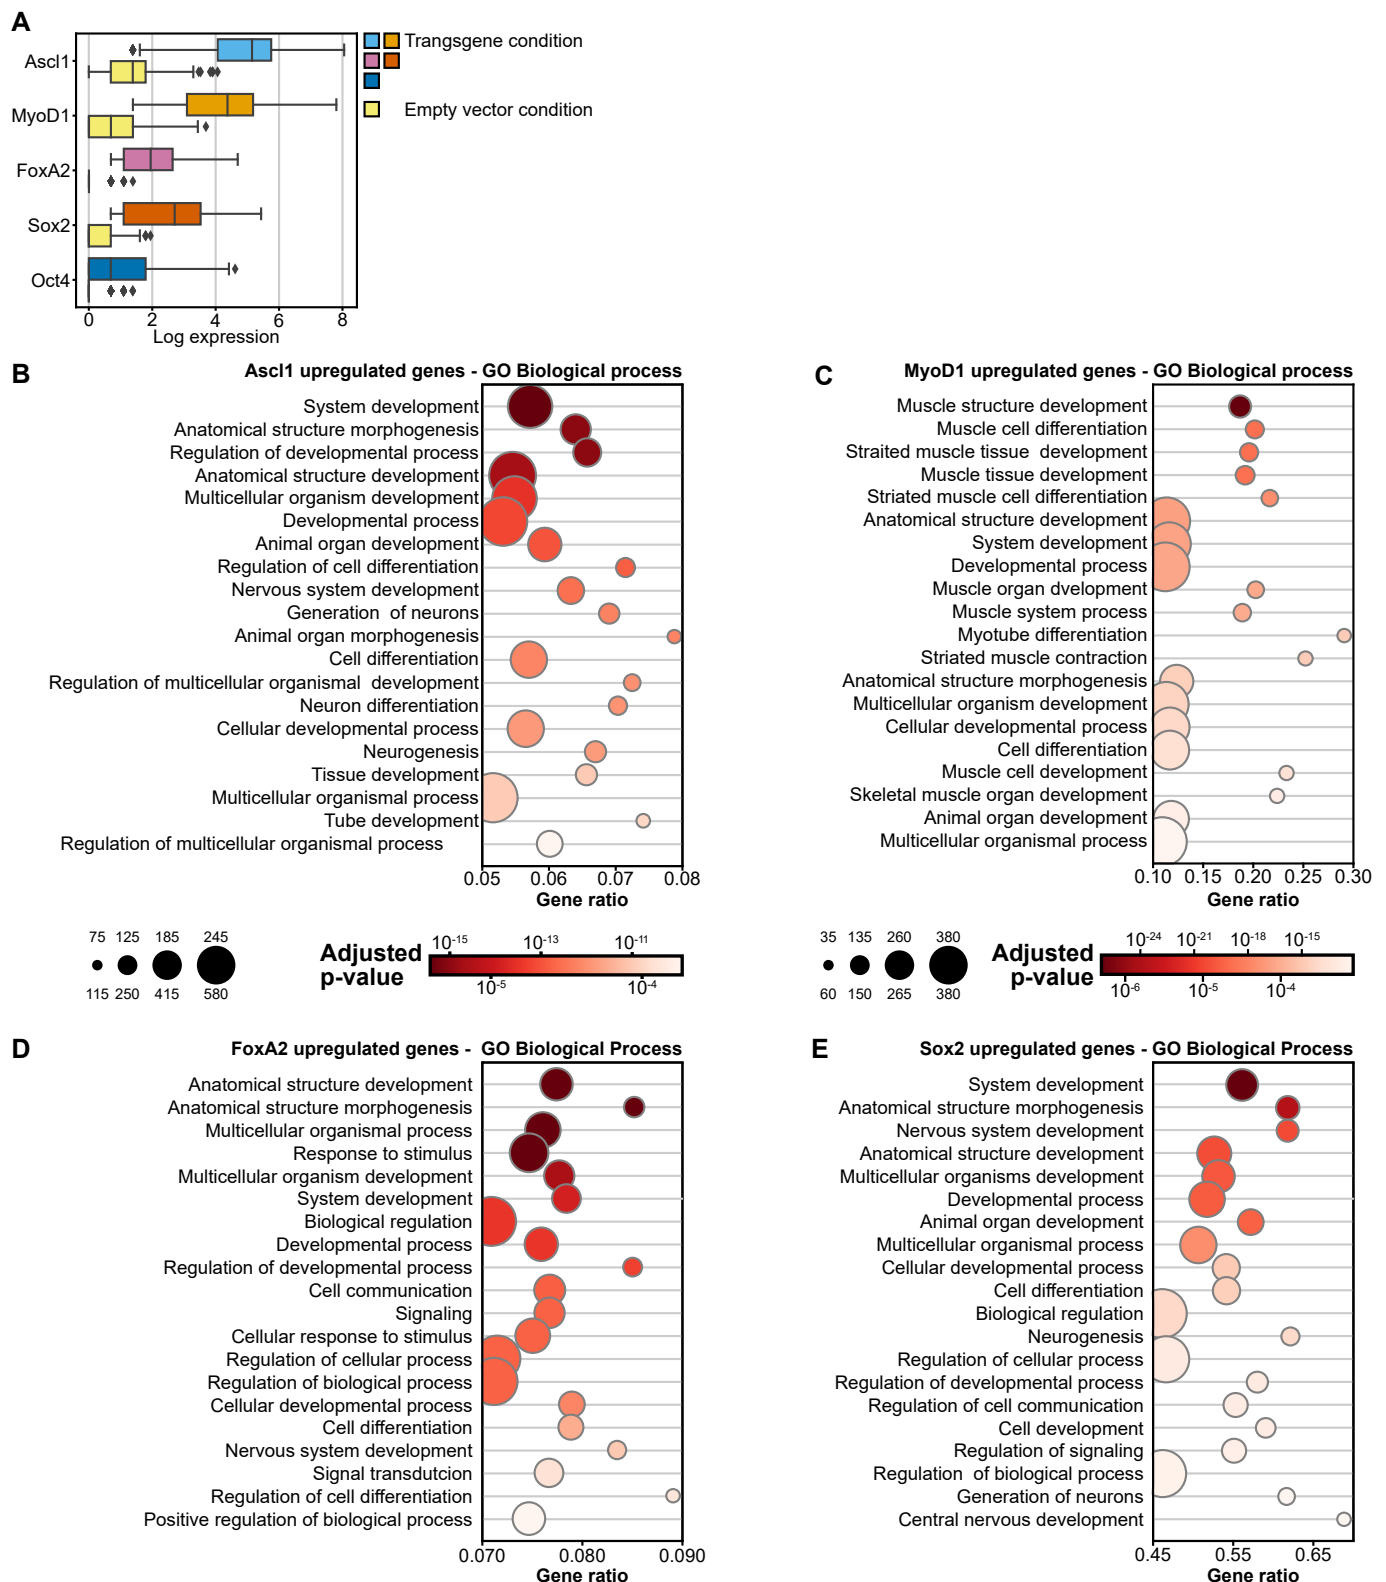

Appendix Figure S2

A. Distribution of log-normalized transcription factor expression levels in single positive conditions (Ascl1: light blue, MyoD1: orange, FoxA2: pink, Sox2: vermillion and Oct4: blue) as well as empty vector controls (yellow). **B-E.** Top 20 terms related to biological process after gene ontology (GO) enrichment analysis using G-profiler (see gene ontology analysis in Methods for further details) for genes upregulated by Ascl1 (**B**), MyoD1 (**C**), FoxA2 (**D**) and Sox2 (**E**). Gene overlap with each term is depicted as the size of the circles and color reflects the adjusted p-value. On the y-axis the gene ratio is shown.

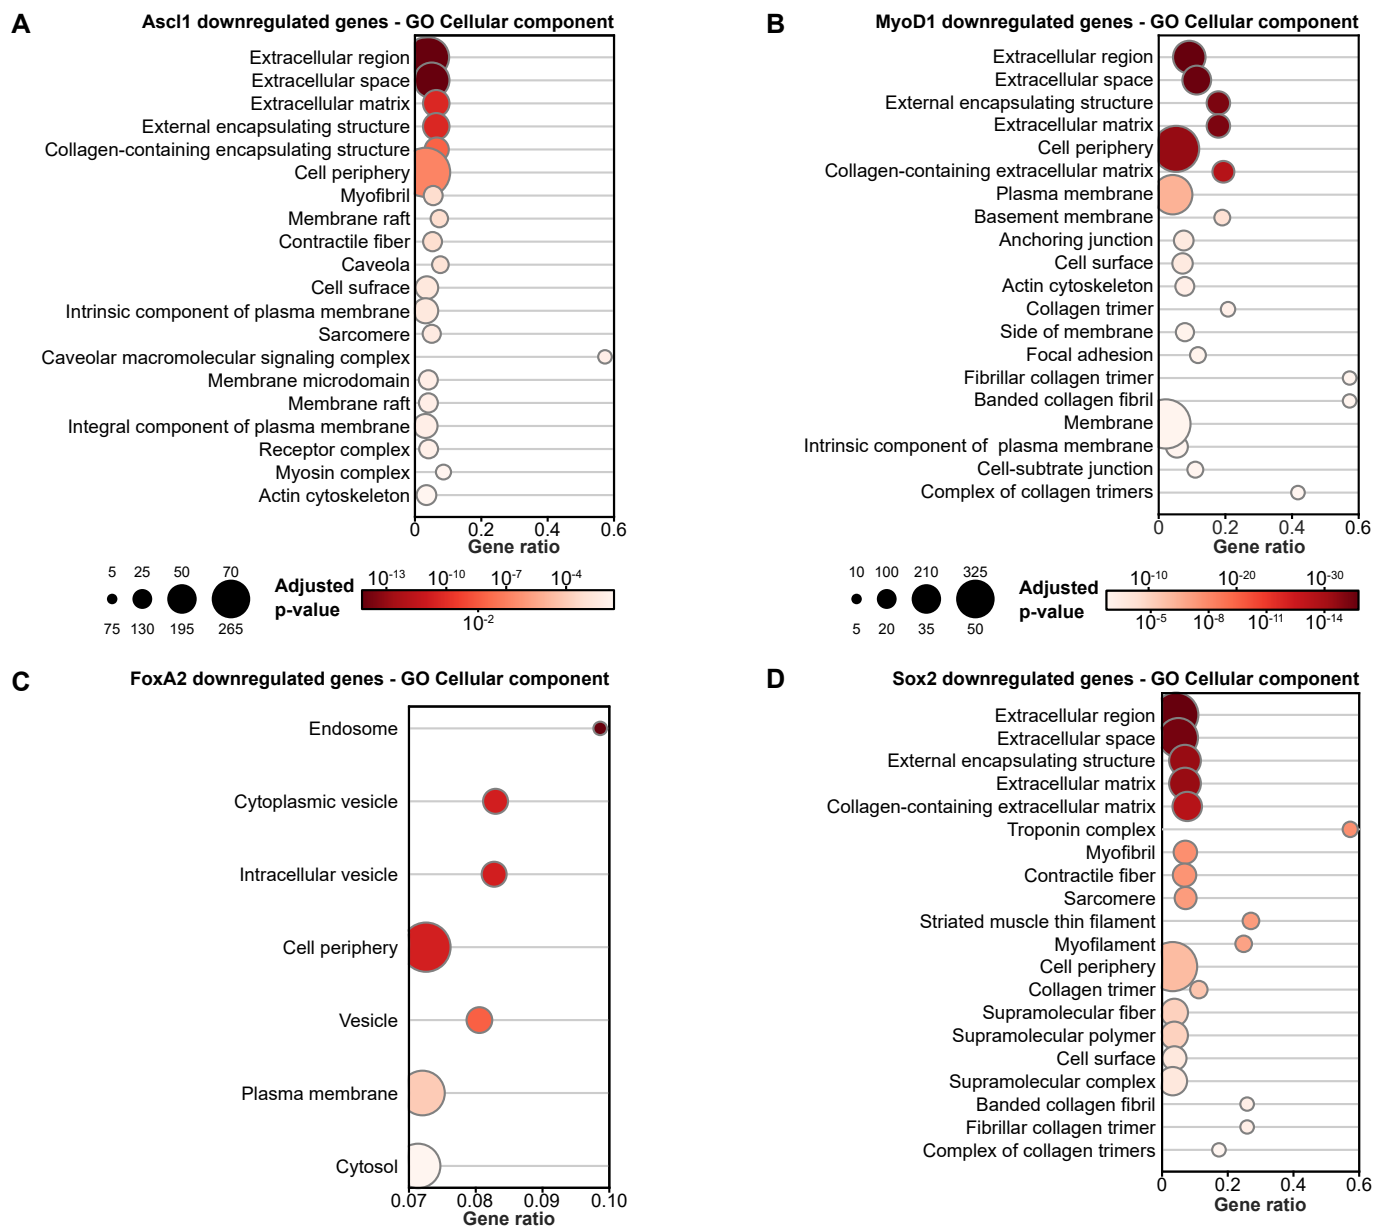

Appendix Figure S3

A-D. Top 20 terms related to cellular component after gene ontology (GO) enrichment analysis using G-profiler (see gene ontology analysis in Methods for further details) for genes downregulated by Ascl1 (**A**), MyoD1 (**B**), FoxA2 (**C**) and Sox2 (**D**). Gene overlap with each term is depicted as the size of the circles (bigger is more overlap) and color reflects the adjusted p-value. On the y-axis the gene ratio is shown.

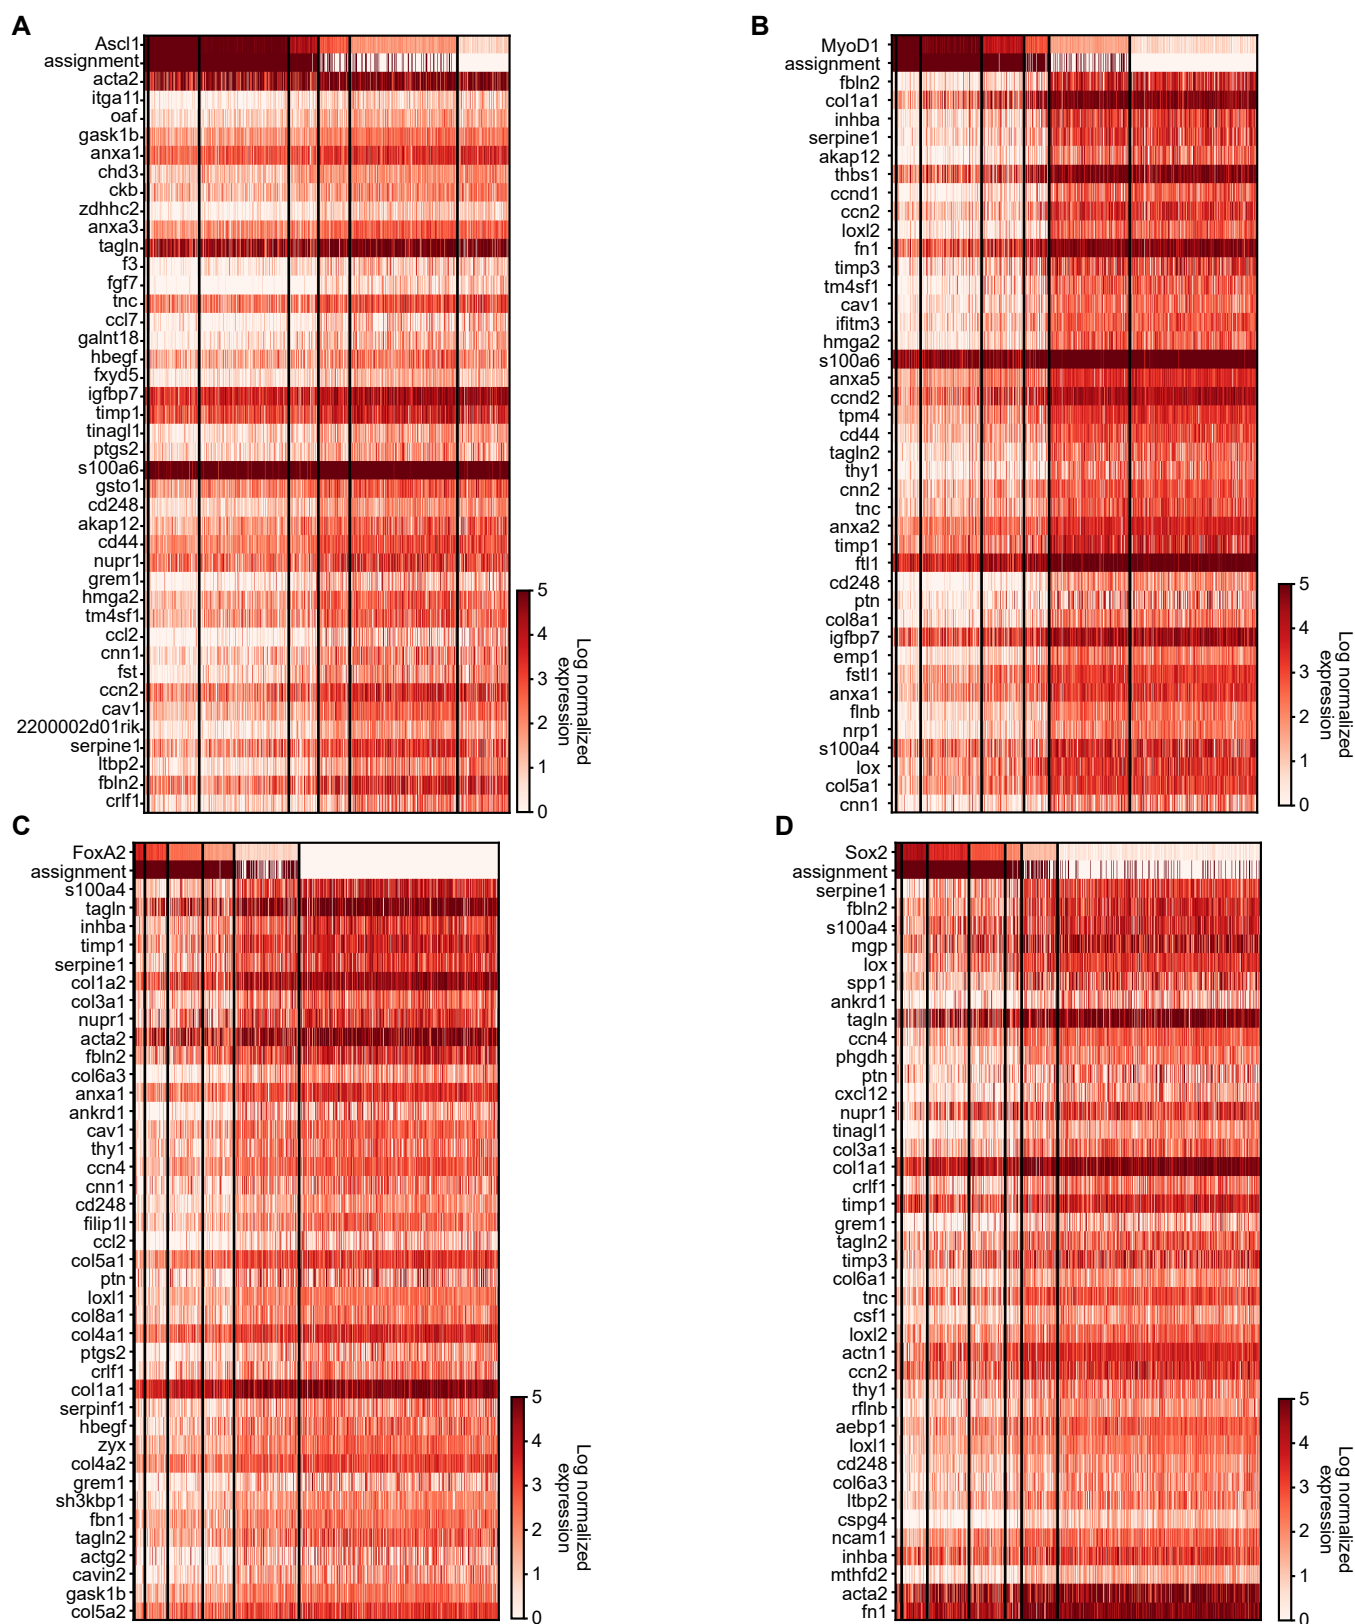

Appendix Figure S4

A-D. Log-normalized target gene expression for the top 40 most downregulated genes as compared to control fibroblasts for Ascl1 (**A**), MyoD1 (**B**), FoxA2 (**C**), Sox2 (**D**).

Appendix Table S1: Fibroblast score genes

Thy1	Ccn2	Tex264	Snai1
Col1a1	Col5a1	Tnc	Cav1
Postn	Col1a2	Cnn1	Ecm1
Vim	Glipr2	Fn1	Acta2
Prrx1	Itgb5	S100a4	Col4a1
Timp3	Sh3kbp1	Twist2	Col5a2
Mmp2	Mmp14	Mmp23	Col3a1
Cav2	Timp1	Timp2	Fgf7
Vcl	Itgb8		

Appendix Table S2: qRT-PCR primers

Target	Species	Forward primer (5' – 3')	Reverse primer (5' – 3')
Ascl1	Rat	TCG GCT ACA GCC TTC CAC	CAA AGC CCA GGT TAA CCA AC
MyoD1	Mouse	TGG CAT GAT GGA TTA CAG CGG	TCA CTG TAG TAG GCG GTG TC
Hnf1a	Mouse	GAG AAA CGC GTG GCT CTG AA	GTC CTC CTG AAG AAG TGA CTC CAC
Oct4	Mouse	AGC ACG AGT GGA AAG CAA CT	CTT TCA TGT CCT GGG ACT CCT C
FoxA2	Mouse	CGA GCA CCA TTA CGC C	GGG TAG TGC ATG ACC TG
Sox2	Mouse	CGA GCT GGT CAT GGA GTT GTA C	AAC GGC AGC TAC AGC ATG ATG C
Hes6	Mouse	ACG GAT CAA CGA GAG TCT TCA	TTC TCT AGC TTG GCC TGC AC
Dll1	Mouse	GGG ACA GAG GGG AGA AGA TG	CAC ACC CTG GCA GAC AGA T
Pvalb	Mouse	GGC AAG ATT GGG GTT GAA G	AGC AGT CAG CGC CAC TTA G
Cbfa2t3	Mouse	TGGCTACATGCCTGAAGAGAT	GCGCTTCACCTCATTACACA
GAPDH	Mouse	TTG CAG TGG CAA AGT GGA GA	CGT TGA ATT TGC CGT GAG TG
GAPDH	Mouse	GTG TTC CTA CCC CCA ATG TGT	ATT GTC ATA CCA GGA AAT GAG CTT

Appendix Table S3: Antibodies

Primary Antibody	Host species	Isotype	Dilution	Source
RFP	Rabbit		1:1000	RRID: AB_2209751<br>Rockland (600-401-379)
GFP	Chicken	-	1:1000	RRID:AB_10000240<br>Aves Labs (GFP-1020)
Ascl1	Mouse	IgG1	1:400	RRID:AB_396479<br>BD Pharmingen (556604)
MyoD1	Mouse	IgG1	1:500	RRID:AB_395255<br>BD Pharmingen (554130)
Hnf1a	Rabbit	-	1:400	RRID:AB_2728751<br>Cell Signaling Technology (89670)
Oct4	Rabbit	-	1:250	RRID:AB_2687916<br>Abcam (181557)
Sox2	Mouse	IgG1	1:400	RRID:AB_10710406<br>Abcam (79351)
FoxA2	Rabbit		1:400	RRID:AB_10891055<br>Cell Signaling Technology (81865)
FLAG	Mouse	IgG1	1:200	RRID:AB_262044<br>Sigma-Aldrich (F1804)
**Secondary antibody**				
DAPI	Goat		1:1000	Sigma-Aldrich (MBD0015)
Anti-chicken 488	Goat		1:1000	RRID:AB_2534096<br>ThermoFisher A11039
Anti-rabbit 546	Goat		1:1000	RRID:AB_2534077<br>ThermoFisher A11010
Anti-mouse IgG1 594	Goat		1:1000	RRID:AB_2535767<br>ThermoFisher A21125

Appendix Table S4: Cloning primers & Oligos

Primer name	Primer sequence (5' – 3')
TetOn Fwd	GGC GCA GTA GTC CAA ACA GGG ACA GCA GAG ATC
TetOn Rev	TAG GCA GCC TGC ACC TGA GGA GCT CGA GAG GTC AGG TCA AAA CAG CGT GGA TG
Colors Fwd	ACG CTG TTT TGA CCT CAC TAG TCG TTA CAT AAC TTA CGG TAA
acGFP Rev	CTG CAC CTG AGG AGC TTA CTT GTA CAG CTC ATC C
EBFP2 Rev	CTG CAC CTG AGG AGC TTA CTT GTA CAG CTC GTC C
CMV Fwd	CTG TTT TGA CCT GAC CTC ACT AGT CGT TAC ATA ACT TAC GGT AAA TG
CMV Rev	ATG GTG GCG AGT CCG GTA GCG CTA GC
DsRed Fwd	CCG GAC TCG CCA CCA TGG CCT CCT CC
DsRed Rev	CTG CAC CTG AGG AGC CTA CAG GAA CAG GTG GTG GCG
SV40 Fwd (Red)	CTG TTT TGA CCT GAC CTC ACT GAA ACA TAA AAT GAA TGC AAT TG
SV40 (Green & Blue)	CGC TGT TTT GAC CTC ACT GAA ACA TAA AAT GAA TGC AAT TG
SV40 Rev	CCG TAA GTT ATG TAA CGA TAA GAT ACA TTG ATG AGT TTG G
Ascl1 Fwd	TGA AAC ATA AAA TGA ATG CCT AAG CCA CCA TGG AGA GCT CTG GCA AGA TG
Ascl1 Rev	TAA ACA AGT TAA CAA CAA CTC AGA ACC AGT TGG TAA AG
MyoD1 Fwd	TGA AAC ATA AAA TGA ATG CGC CAC CAT GGA GCT TCT ATC GCC G
MyoD1 Rev	TAA ACA AGT TAA CAA CAA CAT CTC TCA AAG CAC CTG ATA AAT C
Hnf1a Fwd	TGA AAC ATA AAA TGA ATG CGC CAC CAT GGT TTC TAA GCT GAG CC
Hnf1a Rev	TAA ACA AGT TAA CAA CAA CGG CAC TTA CTG GGA AGA GGA GGC
Oct4 Fwd	TGA AAC ATA AAA TGA ATG CGC CAC CAT GGC TGG ACA CCT GGC TTC
Oct4 Rev	TAA ACA AGT TAA CAA CAA CGT GCC TCA GTT TGA ATG CAT GGG

AU Fwd	ATG TAA GTC GAG TTG TTG TT
AU Rev	TAA GCT GCA ATA AAC AAG TT
MyoD1 FLAG Fwd	CGA TGA CAA GAT GGA GCT TCT ATC GCC G
MyoD1 FLAG Rev	CGA TGA CAA GAT GGA GCT TCT ATC GCC G
FLAG Fwd	CTG AAA CAT AAA ATG AAT GCT GCT GGG CCA CCA TGG ACT
FLAG Rev	GAA GCT CCAT CTT GTC ATC GTC ATC CTT GTA ATC G

# Supplementary material for: Probing cell identity hierarchies by fate titration and collision during direct reprogramming
**Source:** Mol Syst Biol. 2022 Sep 15;18(9):e11129. doi: 10.15252/msb.202211129
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

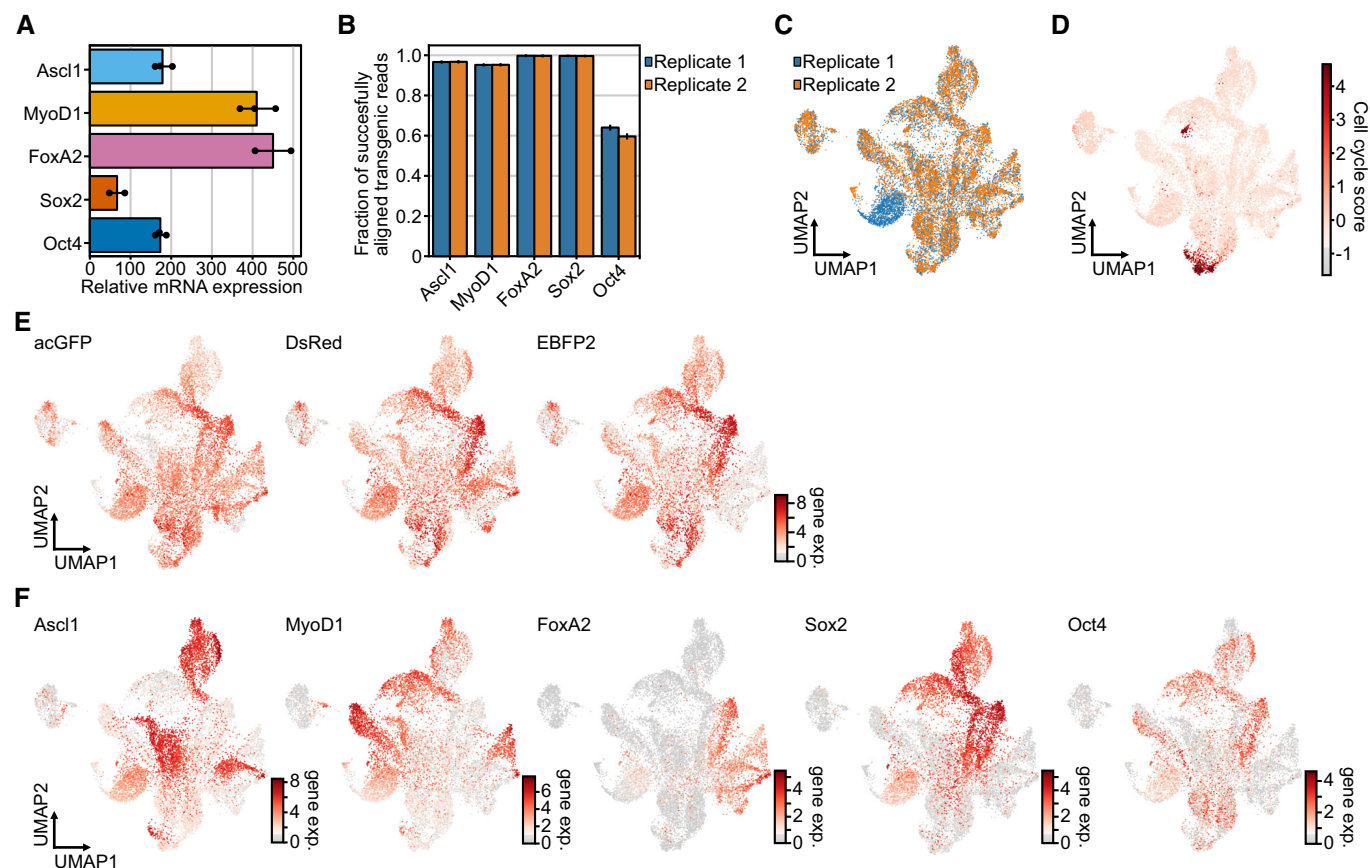

Figure EV1. Analysis of transgene induction and detection.

- A Quantification of transgene induction using qRT-PCR. Shown is the mean fold change of doxycycline-induced samples over noninduced samples for the indicated transcription factors after 48 h ($n = 2/3$). Error bars represent 95% confidence interval. Primers used for qPCR are listed in Appendix Table S2.
- B Fraction of UMIs mapped to transgenic allele within cells expressing a single reprogramming factor. Reads for transgenic transcripts were distinguished from endogenous transcripts using a custom annotation based on single nucleotide polymorphisms (See Generation of a modified gene annotation section in [Materials and Methods](#) for further details). Shown are 15,768 cells per barplot with the 95% confidence interval as error bars.
- C Uniform Manifold Approximation and Projection (UMAP) embedding of scRNA-seq data colored by technical replicate (Replicate 1: blue, Replicate 2: orange) after ambient RNA correction.
- D Cell-cycle score superimposed on UMAP embedding of ambient corrected data (See Unsupervised analysis of single-cell RNA-seq data in [Materials and Methods](#)).
- E Log fluorophore expression superimposed on a UMAP embedding after ambient RNA correction. Shown are fluorophore expression levels (gene exp.) on a logarithmic (ln) scale.
- F Log transgene expression superimposed on a UMAP embedding after ambient RNA correction. Shown are transgene expression (gene exp.) levels on a logarithmic (ln) scale.

Source data are available online for this figure.

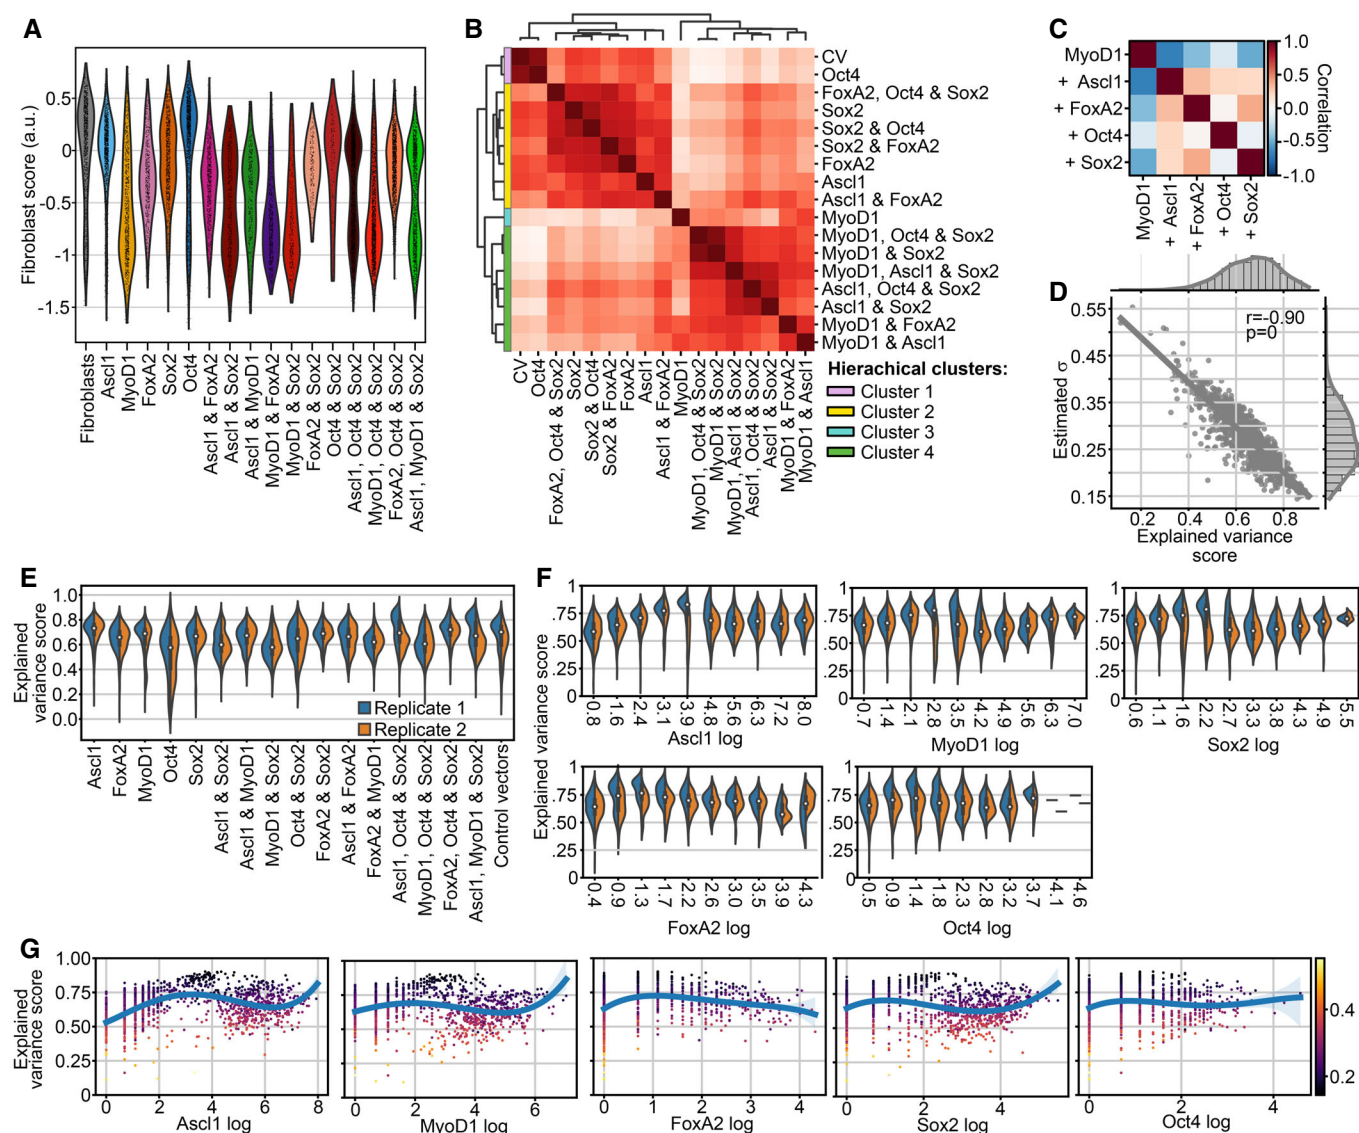

Figure EV2. Transcriptomic effects of factor collision and general determinism in Collide-seq data.

- A** Fibroblast score (see Unsupervised analysis of single-cell RNA-seq data section in [Materials and Methods](#) and Appendix Table [S1](#) for further details) for indicated conditions. The number of data points per violin plot is the number of cells per matched condition shown in Fig [2A](#).
- B** Similarity of pseudobulk (mean expression per condition) principal components per condition clustered hierarchically. Colors of clusters correspond to those used in Fig [4B](#).
- C** Correlation matrix of linear model effects for correlation between individual factors and collision state (see Differential expression analysis section in [Materials and Methods](#) for further details). Color defines direction of correlation (negative = blue, positive = red), and color tone depicts size of correlation (darker = higher).
- D** Correlation of predictive accuracy, measured as explained variance, on held-out test data with the predicted uncertainty of the model, measured as the mean of the predicted standard deviation by gene.
- E** Explained variance of model prediction by condition and replicate. For each violin, the center dot represents the median, the centerline defines the range and the solid box marks the interquartile range (IQR).
- F, G** Explained variance of cells binned by individual transgene expression (F) or individually with trend fit (G). In (G), the color indicates the predicted uncertainty measured as the mean standard deviation over output genes. For each violin in F, the center dot represents the median, the centerline defines the range and the solid box marks the interquartile range (IQR).

Figure EV3. Investigation of Ascl1 and MyoD1 collision at three defined time points.

- A Schematic overview of experimental conditions in second Collide-seq experiment.
- B Visualization of assignment outcome (see Computational demultiplexing section in [Materials and Methods](#) for further details) for individual cells superimposed on a Uniform Manifold Approximation and Projection (UMAP) embedding of second Collide-seq dataset. Depicted are cells positive for the indicated conditions and their total number.
- C Condition-based RNA velocity trajectories. Shown are RNA velocities computed within single positive cells, projected on a UMAP embedding and computed on the transcriptomes of all cells (see RNA velocity and CellRank section in [Materials and Methods](#) for further details). Superimposed is the latent pseudotime (lineage progression coordinate) computed with scVelo (Bergen et al, 2020) in the context of the velocity computation.
- D Relative abundance of cells from Ascl1 (left) and MyoD1 (right) single-positive conditions within Louvain clusters (x-axis) colored by the time point of their collection.
- E Fraction of cells per Louvain cluster colored according to whether they were actual or *in silico* simulated double-positive cells.
- F Simulated double positives and actual double positives colored and superimposed on UMAP.
- G Neuronal (N.score) and myogenic (M.score) score for Ascl1 and MyoD1 double-positive cells residing in collision states.
- H Comparison of target gene induction by Ascl1 and mutAscl1 using qRT-PCR. Shown is the fold change of Ascl1 and mutAscl1 induced gene expression for the indicated genes as compared to untransfected fibroblasts 48 h after induction. Each panel represents a biological replicate ($n=3$). Primers used for qRT-PCR are listed in Appendix Table S2. Error bars represent standard deviation for technical replicates within each biological replicate. $n = 3$ biological replicates.
- I Representative images of Desmin fluorescence intensity after 72 h of transgene induction for the indicated conditions. Scale bars represent 100 μm . mutAscl1 = mutant Ascl1.
- J Normalized Desmin fluorescence intensity for indicated conditions (see Fluorescence intensity quantification section in [Materials and Methods](#) for further details). For each box, the centerline defines the median, the height of the box is given by the interquartile range (IQR), the whiskers are given by $1.5 \times \text{IQR}$, and the outliers are given as points beyond the minimum or maximum whisker. Pairwise comparisons were performed with the Mann-Whitney U test and correction for multiple testing performed with Benjamini-Hochberg correction. $*P < 0.05$ (MyoD1 vs. Ascl1 and MyoD1: $P = 0.048$, MyoD1 vs. mutAscl1 and MyoD1: $P = 0.048$, Ascl1 and MyoD1 vs. mutAscl1 and MyoD1 = 0.5). $n = 3$ biological replicates.

Source data are available online for this figure.

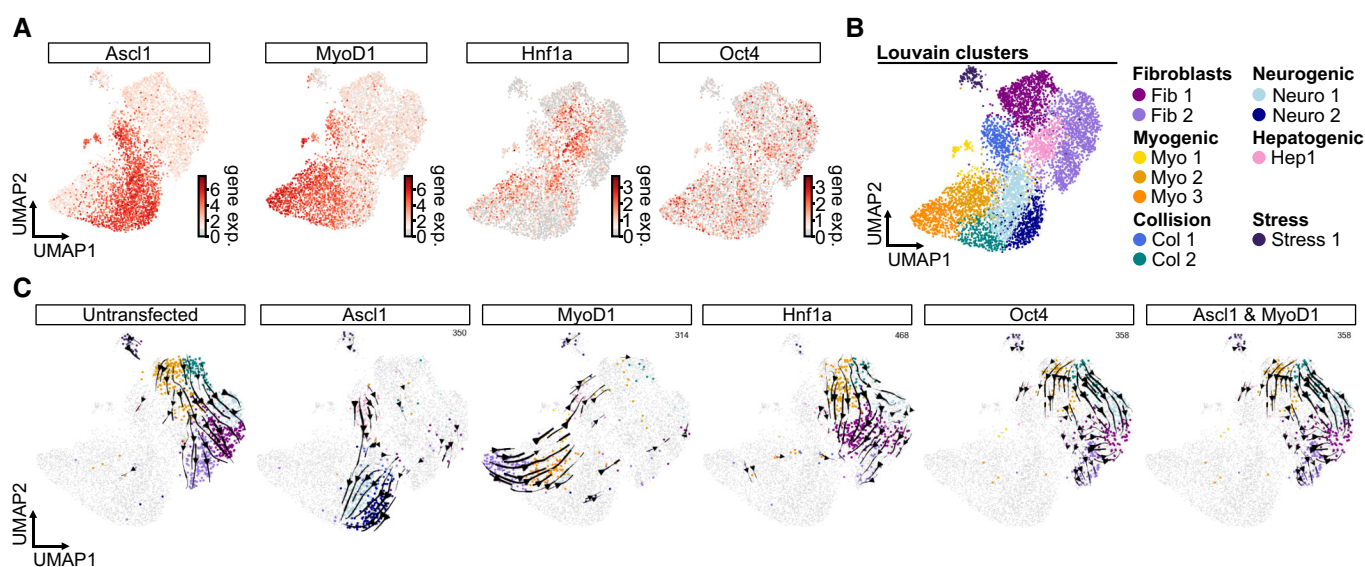**Figure EV4. Validation of collision effects in a biological replicate.**

- A Log-normalized transgene expression superimposed on Uniform Manifold Approximation and Projection (UMAP) embedding of separate 48 h dataset. Shown are total count-normalized transgene expression levels (gene exp.) on a logarithmic (ln) scale.
- B Louvain clustering superimposed on UMAP embedding.
- C Condition-based RNA velocity on a UMAP computed on cells from designated conditions. Shown is a UMAP of all cells in the dataset (gray). Superimposed are cells from the indicated condition colored in with the terminal fate assigned by CellRank (Lange et al, 2022), see RNA velocity and CellRank section in [Materials and Methods](#) for further details).

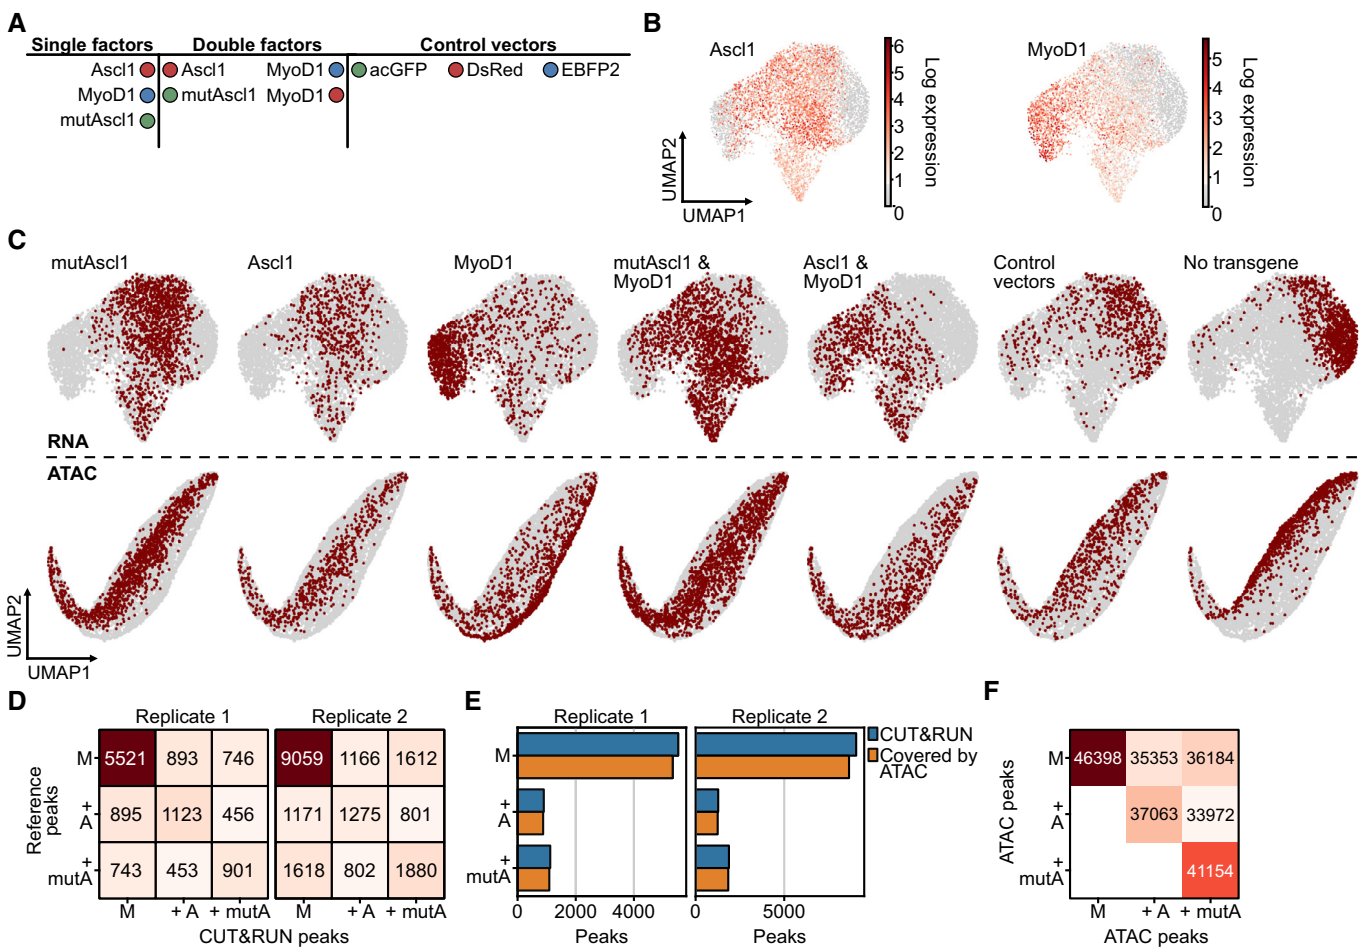

Figure EV5. Multimodal analysis of Ascl1 and MyoD1 collision.

A Schematic overview of experimental conditions for third Collide-seq experiment.

B Log transgene expression superimposed on a Uniform Manifold Approximation and Projection (UMAP) embedding for Ascl1 (left panel) and MyoD1 (right panel). Shown are transgene expression levels on a logarithmic (ln) scale.

C Visualization of assignment outcome (see Computational demultiplexing section in [Materials and Methods](#) for further details) for individual cells superimposed on scRNA-seq UMAP embedding (top panels) and scATAC-seq UMAP embedding (bottom panels). Depicted are cells positive for the indicated conditions.

D Number of CUT&RUN peaks from a condition on the y-axis overlapping with CUT&RUN peaks from a condition on the x-axis. The presented number of overlapping peaks is presented for both CUT&RUN replicates shown in Fig 6C.

E Bar plot showing the number of CUT&RUN peaks covered by scATAC-seq for two biological replicates.

F Confusion matrix showing the number of ATAC peaks in the different experimental conditions.

# Supplementary material for: Probing cell identity hierarchies by fate titration and collision during direct reprogramming
**Source:** Mol Syst Biol. 2022 Sep 15;18(9):e11129. doi: 10.15252/msb.202211129
**Supplement:** Supplementary file 5 — Source Data for Figure 5

Analysis notebook

In [12]:

```
import pandas as pd
import seaborn as sb
import numpy as np
import matplotlib.pyplot as plt
import scipy
```

In [13]:

```
data = pd.read_csv('Data.csv',
                  sep= '\t')
```

In [14]:

```
data[data['Counter'] == 'Deeksha']
```

Out[14]:

|  | Experiment | Condition | Medium | Day | DsRed/GFP | 1 nucleus | > 1 nucleus | Percentage | Counter |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 5 | R13 | MyoD1 | MEF | 3 | 282 | 154 | 128 | 45.390071 | Deeksha |
| 6 | R13 | Ascl1 | MEF | 3 | 229 | 221 | 8 | 3.493450 | Deeksha |
| 7 | R13 | Ascl1 + MyoD1 | MEF | 3 | 210 | 185 | 25 | 11.904762 | Deeksha |
| 8 | R13 | mutantAscl1 | MEF | 3 | 182 | 174 | 8 | 4.395604 | Deeksha |
| 9 | R13 | mutantAscl1 + MyoD1 | MEF | 3 | 129 | 123 | 6 | 4.651163 | Deeksha |
| 15 | R14 | Ascl1 | MEF | 3 | 215 | 207 | 8 | 3.720930 | Deeksha |
| 16 | R14 | MyoD1 | MEF | 3 | 204 | 178 | 26 | 12.745098 | Deeksha |
| 17 | R14 | mutantAscl1 | MEF | 3 | 199 | 183 | 16 | 8.040201 | Deeksha |
| 18 | R14 | Ascl1 + MyoD1 | MEF | 3 | 269 | 252 | 17 | 6.319703 | Deeksha |
| 19 | R14 | mutantAscl1 + MyoD1 | MEF | 3 | 205 | 196 | 9 | 4.390244 | Deeksha |
| 25 | R15 | Ascl1 | MEF | 3 | 212 | 206 | 6 | 2.830189 | Deeksha |
| 26 | R15 | MyoD1 | MEF | 3 | 196 | 145 | 51 | 26.020408 | Deeksha |
| 27 | R15 | mutantAscl1 | MEF | 3 | 190 | 179 | 11 | 5.789474 | Deeksha |
| 28 | R15 | Ascl1 + MyoD1 | MEF | 3 | 213 | 189 | 24 | 11.267606 | Deeksha |
| 29 | R15 | mutantAscl1 + MyoD1 | MEF | 3 | 201 | 176 | 25 | 12.437811 | Deeksha |
| 30 | R19 | MyoD1 | MEF | 3 | 238 | 162 | 76 | 31.932773 | Deeksha |
| 31 | R19 | mutantAscl1 | MEF | 3 | 176 | 173 | 3 | 1.704545 | Deeksha |
| 32 | R19 | Ascl1 + MyoD1 | MEF | 3 | 229 | 198 | 31 | 13.537118 | Deeksha |
| 33 | R19 | mutantAscl1 + MyoD1 | MEF | 3 | 259 | 216 | 43 | 16.602317 | Deeksha |
| 34 | R20 | Ascl1 | MEF | 3 | 271 | 271 | 0 | 0.000000 | Deeksha |
| 35 | R20 | MyoD1 | MEF | 3 | 580 | 349 | 231 | 39.800000 | Deeksha |
| 36 | R20 | mutantAscl1 | MEF | 3 | 201 | 201 | 0 | 0.000000 | Deeksha |
| 37 | R20 | Ascl1 + MyoD1 | MEF | 3 | 348 | 326 | 22 | 6.300000 | Deeksha |
| 38 | R20 | mutantAscl1 + MyoD1 | MEF | 3 | 354 | 324 | 30 | 8.500000 | Deeksha |

In [15]:

```
dataM3 = data[(data['Medium'] == "MEF") & (data['Day'] == 3) & (data['Counter'] == 'Deeksha') & (data['Experiment'] != 'R14')]
```

In [16]:

```
g = sb.catplot(
    x = 'Percentage', 
    y = 'Condition', 
    data = dataM3, 
    hue = 'Day', 
    kind = 'violin', 
    order = ['Ascl1', 'mutantAscl1','MyoD1', 'Ascl1 + MyoD1', 'mutantAscl1 + MyoD1'], 
    palette = ['lightblue'],
    legend = False,
    orient = 'h',
    height = 4
    )
g.set_xticklabels(rotation = 0, ha = 'right')
g.set_axis_labels("Percentage of cells with >1 nucleus", '')
#plt.savefig('MEF3.pdf', bbox_inches = 'tight')
```

Out[16]:

```
<seaborn.axisgrid.FacetGrid at 0x23e47b68580>
```

In [17]:

```
ax = sb.boxplot(x="Percentage", y="Condition", data=dataM3, orient = 'h', order = ['Ascl1', 'mutantAscl1','MyoD1', 'Ascl1 + MyoD1', 'mutantAscl1 + MyoD1'], palette = ['lightblue'])
ax = sb.swarmplot(x="Percentage", y="Condition", data=dataM3,color="darkslategray", order = ['Ascl1', 'mutantAscl1','MyoD1', 'Ascl1 + MyoD1', 'mutantAscl1 + MyoD1'])
ax.set(xlabel = "Percentage of cells with >1 nucleus", ylabel = '', xlim = (0,50))
#plt.savefig('MEF3_boxplot.pdf', bbox_inches = 'tight')
```

Out[17]:

```
[Text(0.5, 0, 'Percentage of cells with >1 nucleus'),
 Text(0, 0.5, ''),
 (0.0, 50.0)]
```

In [18]:

```
import scipy
MyoD1D3 = dataM3[(dataM3['Condition'] == "MyoD1")]['Percentage'].tolist()
Ascl1D3 = dataM3[(dataM3['Condition'] == "Ascl1")]['Percentage'].tolist()
mAscl1D3 = dataM3[(dataM3['Condition'] == "mutantAscl1")]['Percentage'].tolist()
Ascl1MyoD1D3 = dataM3[(dataM3['Condition'] == "Ascl1 + MyoD1")]['Percentage'].tolist()
mAscl1MyoD1D3 = dataM3[(dataM3['Condition'] == "mutantAscl1 + MyoD1")]['Percentage'].tolist()
```

In [19]:

```
a = scipy.stats.mannwhitneyu(MyoD1D3, Ascl1D3)
b =scipy.stats.mannwhitneyu(MyoD1D3, mAscl1D3)
c =scipy.stats.mannwhitneyu(MyoD1D3, Ascl1MyoD1D3)
d =scipy.stats.mannwhitneyu(MyoD1D3, mAscl1MyoD1D3)
e =scipy.stats.mannwhitneyu(Ascl1D3, Ascl1MyoD1D3)
f =scipy.stats.mannwhitneyu(Ascl1D3, mAscl1MyoD1D3)
g =scipy.stats.mannwhitneyu(mAscl1D3, Ascl1MyoD1D3)
h = scipy.stats.mannwhitneyu(mAscl1D3, mAscl1MyoD1D3)
```

In [20]:

```
pvals = [a[1], b[1], c[1], d[1], e[1], f[1], g[1], h[1]]
```

In [21]:

```
import statsmodels.stats.multitest as smt
smt.multipletests(pvals, method='fdr_bh')
```

Out[21]:

```
(array([ True,  True,  True,  True,  True,  True,  True,  True]),
 array([0.0296171 , 0.0296171 , 0.0296171 , 0.0296171 , 0.0296171 ,
        0.0296171 , 0.0296171 , 0.03030098]),
 0.006391150954545011,
 0.00625)
```

# Supplementary material for: Probing cell identity hierarchies by fate titration and collision during direct reprogramming
**Source:** Mol Syst Biol. 2022 Sep 15;18(9):e11129. doi: 10.15252/msb.202211129
**Supplement:** Supplementary file 6 — Source Data for Expanded View

Analysis notebook

In [81]:

```
import pandas as pd
import seaborn as sns
import matplotlib.pyplot as plt
import scipy
```

In [86]:

```
ratio = pd.read_csv('Data_ratio.csv')
```

In [135]:

```
g = sns.catplot(x="Factor", 
                y="Ratio", 
                col="Target",
                data=ratio, 
                kind="bar", 
                sharey = False, 
                height=4, 
                aspect=.5, 
                ci = 95)
g.savefig('test.svg')
```

In [133]:

```
Targets = ['Hes6', 'Dll1', 'Pvalb', 'Cbfa2t3']
pvals = []
for x in test:
   pvals.append(scipy.stats.ttest_1samp(ratio[ratio['Target'] == x]['Ratio'].tolist(), 0))
```

In [134]:

```
pvals
```

Out[134]:

```
[Ttest_1sampResult(statistic=11.944086934735683, pvalue=0.006936762342491448),
 Ttest_1sampResult(statistic=8.368031541838244, pvalue=0.013982018497817621),
 Ttest_1sampResult(statistic=1.8821389846900407, pvalue=0.20053232282229647),
 Ttest_1sampResult(statistic=6.52023250951713, pvalue=0.022723303448003825)]
```

# Supplementary material for: Probing cell identity hierarchies by fate titration and collision during direct reprogramming
**Source:** Mol Syst Biol. 2022 Sep 15;18(9):e11129. doi: 10.15252/msb.202211129
**Supplement:** Supplementary file 6 — Source Data for Expanded View

Analysis notebook

In [1]:

```
import pandas as pd
import seaborn as sb
import numpy as np
import matplotlib.pyplot as plt
```

In [2]:

```
data = pd.read_csv('Data.csv')
```

In [3]:

```
data
```

Out[3]:

|  | Label | Day | Medium | Experiment | Area | Mean | Background | Corrected mean | Normalized mean | Mode | ... | Unnamed: 14 | Unnamed: 15 | Unnamed: 16 | Unnamed: 17 | Unnamed: 18 | Unnamed: 19 | Unnamed: 20 | Unnamed: 21 | Unnamed: 22 | Unnamed: 23 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 0 | mutantAscl1 + MyoD1 | 3 | MEF | R13 | 118960.719 | 173.317 | 104.0908 | 69.2262 | 0.608883 | 149.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 1 | Ascl1 + MyoD1 | 3 | MEF | R13 | 32816.605 | 242.505 | 161.2538 | 81.2512 | 0.714649 | 222.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 2 | Ascl1 | 3 | MEF | R13 | 17450.200 | 135.146 | 80.4692 | 54.6768 | 0.480913 | 115.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 3 | miRNA9\_124 + MyoD1 | 3 | MEF | R13 | 132360.728 | 249.252 | 140.7198 | 108.5322 | 0.954601 | 207.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 4 | mutant Ascl1 | 3 | MEF | R13 | 9873.912 | 198.127 | 96.4378 | 101.6892 | 0.894413 | 179.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 5 | MyoD1 | 3 | MEF | R13 | 209897.138 | 214.323 | 100.6292 | 113.6938 | 1.000000 | 172.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 6 | MyoD1 | 3 | MEF | R15 | 194458.408 | 158.999 | 75.4880 | 83.5110 | 1.000000 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 7 | Ascl1 + MyoD1 | 3 | MEF | R15 | 124191.167 | 104.577 | 76.2714 | 28.3056 | 0.338945 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |  |
| 8 | mutantAscl1 + MyoD1 | 3 | MEF | R15 | 126948.944 | 117.420 | 76.0050 | 41.4150 | 0.495923 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 9 | MyoD1 | 3 | MEF | R14 | 184803.567 | 123.710 | 76.6906 | 47.0194 | 1.000000 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 10 | Ascl1 + MyoD1 | 3 | MEF | R14 | 104036.647 | 114.799 | 75.7364 | 39.0626 | 0.830776 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 11 | mutantAscl1 + MyoD1 | 3 | MEF | R14 | 87648.260 | 112.732 | 75.1800 | 37.5520 | 0.798649 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |

12 rows × 24 columns

In [4]:

```
data['Day'] = data['Day'].astype('object')
data.info()
```

```
<class 'pandas.core.frame.DataFrame'>
RangeIndex: 12 entries, 0 to 11
Data columns (total 24 columns):
 #   Column           Non-Null Count  Dtype  
---  ------           --------------  -----  
 0   Label            12 non-null     object 
 1   Day              12 non-null     object 
 2   Medium           12 non-null     object 
 3   Experiment       12 non-null     object 
 4   Area             12 non-null     float64
 5   Mean             12 non-null     float64
 6   Background       12 non-null     float64
 7   Corrected mean   12 non-null     float64
 8   Normalized mean  12 non-null     float64
 9   Mode             6 non-null      float64
 10  Min              12 non-null     int64  
 11  Max              12 non-null     int64  
 12  Median           6 non-null      float64
 13  Unnamed: 13      0 non-null      float64
 14  Unnamed: 14      0 non-null      float64
 15  Unnamed: 15      0 non-null      float64
 16  Unnamed: 16      0 non-null      float64
 17  Unnamed: 17      0 non-null      float64
 18  Unnamed: 18      0 non-null      float64
 19  Unnamed: 19      0 non-null      float64
 20  Unnamed: 20      0 non-null      float64
 21  Unnamed: 21      0 non-null      float64
 22  Unnamed: 22      0 non-null      float64
 23  Unnamed: 23      1 non-null      object 
dtypes: float64(17), int64(2), object(5)
memory usage: 2.4+ KB
```

In [5]:

```
dataM3 = data[(data['Medium'] == "MEF") & (data['Day'] == 3)]
```

In [6]:

```
dataM3
```

Out[6]:

|  | Label | Day | Medium | Experiment | Area | Mean | Background | Corrected mean | Normalized mean | Mode | ... | Unnamed: 14 | Unnamed: 15 | Unnamed: 16 | Unnamed: 17 | Unnamed: 18 | Unnamed: 19 | Unnamed: 20 | Unnamed: 21 | Unnamed: 22 | Unnamed: 23 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 0 | mutantAscl1 + MyoD1 | 3 | MEF | R13 | 118960.719 | 173.317 | 104.0908 | 69.2262 | 0.608883 | 149.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 1 | Ascl1 + MyoD1 | 3 | MEF | R13 | 32816.605 | 242.505 | 161.2538 | 81.2512 | 0.714649 | 222.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 2 | Ascl1 | 3 | MEF | R13 | 17450.200 | 135.146 | 80.4692 | 54.6768 | 0.480913 | 115.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 3 | miRNA9\_124 + MyoD1 | 3 | MEF | R13 | 132360.728 | 249.252 | 140.7198 | 108.5322 | 0.954601 | 207.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 4 | mutant Ascl1 | 3 | MEF | R13 | 9873.912 | 198.127 | 96.4378 | 101.6892 | 0.894413 | 179.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 5 | MyoD1 | 3 | MEF | R13 | 209897.138 | 214.323 | 100.6292 | 113.6938 | 1.000000 | 172.0 | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 6 | MyoD1 | 3 | MEF | R15 | 194458.408 | 158.999 | 75.4880 | 83.5110 | 1.000000 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 7 | Ascl1 + MyoD1 | 3 | MEF | R15 | 124191.167 | 104.577 | 76.2714 | 28.3056 | 0.338945 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |  |
| 8 | mutantAscl1 + MyoD1 | 3 | MEF | R15 | 126948.944 | 117.420 | 76.0050 | 41.4150 | 0.495923 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 9 | MyoD1 | 3 | MEF | R14 | 184803.567 | 123.710 | 76.6906 | 47.0194 | 1.000000 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 10 | Ascl1 + MyoD1 | 3 | MEF | R14 | 104036.647 | 114.799 | 75.7364 | 39.0626 | 0.830776 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |
| 11 | mutantAscl1 + MyoD1 | 3 | MEF | R14 | 87648.260 | 112.732 | 75.1800 | 37.5520 | 0.798649 | NaN | ... | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN | NaN |

12 rows × 24 columns

In [7]:

```
g = sb.catplot(
    x = 'Normalized mean', 
    y = 'Label', 
    data = dataM3, 
    hue = 'Experiment', 
    order = ['MyoD1', 'Ascl1 + MyoD1', 'mutantAscl1 + MyoD1'], 
    palette = 'tab10',
    legend = False,
    orient = 'h',
    height = 4
    )
g.set_xticklabels(rotation = 0)
g.set_axis_labels("Mean Desmin intensity (a.u.)", '')
plt.savefig('MEF3.svg', bbox_inches = 'tight')
```

In [8]:

```
ax = sb.boxplot(x="Normalized mean", y="Label", data=dataM3, orient = 'h', order = ['MyoD1', 'Ascl1 + MyoD1', 'mutantAscl1 + MyoD1'], palette = ['steelblue'])
ax = sb.swarmplot(x="Normalized mean", y="Label", data=dataM3, hue = 'Experiment',color=".25", order = ['MyoD1', 'Ascl1 + MyoD1', 'mutantAscl1 + MyoD1'], palette = 'tab10')
ax.set(xlabel = "Mean Desmin intensity (a.u.)", ylabel = '', xlim = (0,1))
plt.legend(loc='upper left')
plt.savefig('MEF3_boxplot.svg', bbox_inches = 'tight')
```

In [9]:

```
MyoD1D3 = dataM3[(dataM3['Label'] == "MyoD1")]['Normalized mean'].tolist()
Ascl1MyoD1D3 = dataM3[(dataM3['Label'] == "Ascl1 + MyoD1")]['Normalized mean'].tolist()
mAscl1MyoD1D3 = dataM3[(dataM3['Label'] == "mutantAscl1 + MyoD1")]['Normalized mean'].tolist()
```

In [10]:

```
import scipy
a =scipy.stats.mannwhitneyu(MyoD1D3, Ascl1MyoD1D3)
b =scipy.stats.mannwhitneyu(MyoD1D3, mAscl1MyoD1D3)
c =scipy.stats.mannwhitneyu(Ascl1MyoD1D3, mAscl1MyoD1D3)
pvals = [a[1], b[1], c[1]]
```

In [11]:

```
import statsmodels.stats.multitest as smt
smt.multipletests(pvals, method='fdr_bh')
```

Out[11]:

```
(array([ True,  True, False]),
 array([0.04770193, 0.04770193, 0.5       ]),
 0.016952427508441503,
 0.016666666666666666)
```

# Supplementary material for: Probing cell identity hierarchies by fate titration and collision during direct reprogramming
**Source:** Mol Syst Biol. 2022 Sep 15;18(9):e11129. doi: 10.15252/msb.202211129
**Supplement:** Supplementary file 6 — Source Data for Expanded View

Analysis Notebook

In [4]:

```
import pandas as pd
import matplotlib.pyplot as plt
import seaborn as sb
```

In [5]:

```
data = pd.read_csv('Data.csv', sep = ',')
```

In [6]:

```
data
```

Out[6]:

|  | Cell batch | Target | Fold change | SD | Comment |
| --- | --- | --- | --- | --- | --- |
| 0 | 1 | Ascl1 | 202.842812 | 14.862166 | NaN |
| 1 | 1 | MyoD1 | 404.809964 | 1.468405 | NaN |
| 2 | 1 | Hnf1a | 103.257457 | 7.438253 | NaN |
| 3 | 1 | Oct4 | 187.961391 | 11.692310 | NaN |
| 4 | 2 | Ascl1 | 160.554408 | 38.864367 | NaN |
| 5 | 2 | MyoD1 | 369.000000 | 18.073850 | NaN |
| 6 | 2 | Hnf1a | 105.000000 | 10.008265 | NaN |
| 7 | 2 | Oct4 | 170.752060 | 38.117146 | NaN |
| 8 | 3 | Ascl1 | 172.345831 | 32.226090 | Round 5 |
| 9 | 3 | MyoD1 | 456.489642 | 79.750632 | Round 5 |
| 10 | 3 | Hnf1a | 127.361180 | 18.985387 | Round 5 |
| 11 | 3 | Oct4 | 160.732454 | 60.967315 | Round 5 |
| 12 | 4 | FoxA2 | 494.304935 | 128.722726 | ARE |
| 13 | 4 | Sox2 | 47.874481 | 22.036753 | ARE |
| 14 | 5 | FoxA2 | 406.170042 | 104.638915 | ARE |
| 15 | 5 | Sox2 | 85.874959 | 11.334791 | ARE |

In [7]:

```
ax = sb.barplot(x="Target", y="Fold change", data=data, order = ['Ascl1', 'MyoD1', 'FoxA2', 'Sox2', 'Oct4', 'Hnf1a'])
ax = sb.stripplot(x="Target", y="Fold change", data=data, order = ['Ascl1', 'MyoD1', 'FoxA2', 'Sox2', 'Oct4', 'Hnf1a'], color=".3")
```

In [ ]:

```

```

How the deposited data were processed for this re-analysis (not part of the article)

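Binding of FLAG-tagged MyoD1 was measured by CUT&RUN in mouse embryonic fibroblasts that expressed MyoD1, Ascl1 & MyoD1 or mutAscl1 & MyoD1 for 72 h, with 2 libraries per condition. Samples were grouped by the labels and the paper. The legend of Fig 6 calls them independent biological replicates, and the methods define samples of a condition sequenced in several experiments as replicates. The p-values of edgeR and of the exact permutation tests therefore measure the spread between these libraries. Those of Fisher's exact tests and of the permutation tests across peaks are taken over genes or peaks within libraries and do not measure it. The deviations of same-numbered libraries from their group means correlated at 0.217, 0.177 and 0.154 for the 3 pairs of conditions over 6881 intervals, and the replicate numbers were taken to pair the libraries from these correlations, which rest on 2 numbers only. A replicate is by the methods a sample sequenced in another experiment, but neither the labels nor the paper says that the same number in different conditions marks the same experiment. The fit reported is the one without the number as a block, as set before the data were examined.

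The authors processed the 75 bp reads with the nf-core ChIP-seq workflow 1.2.2 on GRCm38 and on yeast (R64-1-1). The deposited counts are raw fragment counts that featureCounts 2.0.1 gave for 11030 consensus intervals, on filtered alignments without duplicates. The authors merged these intervals from the peaks of the 6 libraries. The deposited peak lists, 1 per library, give for each peak a score, a fold enrichment over the caller's background, a −log10 p and a −log10 q, as the authors' peak caller wrote them. The lowest −log10 q in a list lay between 1.00 and 1.25. The name and version of the caller, the control it used and the version of Picard are not given in the sources used here. The deposited table of duplicate reads gives counts of reads per library. Its genome is not named in it, and it was read as the yeast alignment because under 2% of the reads aligned.

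From these files, peaks were counted, overlapped (at least 1 bp) and classified as promoter (1000 bp upstream to 100 bp downstream of a transcript start), distal (in a gene or within 200000 bp of a start) or other, with the GENCODE annotation of GRCm38. E-boxes were searched in the central 500 bp of each peak and in flanks 5000 bp away. Shares carry exact 95% binomial intervals in the tables. Such intervals cover counting error only. Groups of 2 libraries were compared with exact permutation tests, kept and lost peaks with permutation tests of 100000 resamples, and shares with Fisher's exact test.

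Counts per interval were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, default filter on low counts, which left 5174 intervals, one fit of the 6 libraries, Benjamini-Hochberg adjustment, threshold 0.05). Library sizes were the deduplicated yeast reads, rescaled to the mean interval total. Standard errors given with edgeR's results are the absolute log2 fold change divided by the square root of the F statistic. They follow from the test and are no separate estimate of error. Counts per gene are sums over intervals from 10000 bp upstream to 2000 bp downstream of the 5' end of each protein-coding gene. DESeq2 1.42.0 was an alternative, limma 3.58.1 gave the list test camera with a preset correlation of 0.01, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. Interval totals ranged from 67214 to 198315 fragments per library, and the median interval held 3 to 12 fragments, so single intervals are imprecise.

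The count test was tested on simulated data. Of 200 intervals made 4-fold lower in Ascl1 & MyoD1, 14.5% were called, of 200 made 16-fold lower 85.5%, of 200 made 4-fold higher 39.5%, and of 3104 made 4-fold lower together 61.5%, with 0 calls when nothing was changed. The first version of this simulation recovered none of 200 intervals at 4-fold lower, and the simulation was changed after that result was seen.

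The genes and intervals named were chosen by a rule set, like the comparisons, the gene lists and most alternatives, before the data were examined. They are the 10 intervals with the lowest and the 10 with the highest change among those past the threshold with groups that do not overlap, named by the nearest protein-coding start within 200000 bp, the genes Myog, Des, Mef2c, Tnni1, Mylpf, Hes6, Dll1, Pvalb, Cbfa2t3, Myod1 and Ascl1, and the 4 genes with the smallest p of each list. The text gives a few of each. The 11 lists are sarcomere and contractile genes, excitation-contraction and neuromuscular junction genes, muscle metabolism genes, myoblast fusion genes, myogenic regulators, Ascl1 targets and neuronal genes, bHLH partners and Id genes, fibroblast score genes, cell cycle exit genes, pluripotency genes and hepatocyte genes.

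Alternatives covered the peak threshold, the overlap rule, the promoter window, the motif window, the library scaling, the tool, the filter on low counts, the intervals and libraries in the fit, thinning, the gene window, the replicate block and leaving out each library. Scaling by reads not aligned to yeast, by yeast reads with duplicates and by yeast reads less the Input share, a fit without the mitochondrial intervals and the Ascl1 and Myod1 exons, ratios within each replicate number, the scaling and left-out libraries for the gene lists, the replicate block with other gene windows and with an estimated correlation, and the gene lists without the genes Ascl1 and Myod1 were chosen after seeing the data. The Input libraries entered only through the table of duplicate reads. Single-cell experiments of the paper were not analysed here.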

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

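The 3 tests of the counts at the Ascl1 and Myod1 exons, and those of read number, spike-in, yield of mouse fragments and mitochondrial counts, were chosen only after the result was seen.

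The exons of Ascl1 (chromosome 10, 87492390 to 87493089, GRCm38) and Myod1 (chromosome 7, 46376671 to 46378395) held up to 8400 and 2319 fragments in mutAscl1 & MyoD1 replicate 1, at genes that also stand in the transgenes, and the paper does not report them. At Ascl1 the replicate 1 libraries held 2994 (MyoD1), 4426 (Ascl1 & MyoD1) and 8400 (mutAscl1 & MyoD1) fragments, and the replicate 2 libraries 21, 17 and 18. Relative to the median interval, the count in MyoD1 replicate 1, which should carry no Ascl1 transgene, was 88.1 times that in Ascl1 & MyoD1 replicate 2, which argues against inserts of the labelled condition, and the Myod1 count of MyoD1 replicate 2 was 0.0306 of that of replicate 1 after scaling, which argues against binding at the endogenous gene. The ratio of Ascl1 to Myod1 counts differed by 1.21 times between the replicate 1 libraries, consistent with DNA of one source in all of them. What that source was stays open.

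A pair of further places were high in replicate 1 only. An interval between protein-coding genes (chromosome 13, 15919935 to 15920327) held up to 360 fragments, and one in an intron of Trim2 (chromosome 3, 84260085 to 84260335) up to 65, against at most 6 and 1 in the replicate 2 libraries.

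The 3 mitochondrial intervals held up to 12028 fragments (mutAscl1 & MyoD1 replicate 1), a signal outside the sites the paper discusses, and their scaled counts were lower in both collisions, like those of the nuclear intervals. For the lower counts as a whole, the mean number of reads not aligned to yeast was at least 1.09 times that of MyoD1 in each collision, although Ascl1 & MyoD1 replicate 1 with 9151179 lay below both MyoD1 libraries (9794985 and 9616034), and with those reads as library size the median log2 fold change was −1.53 in the collision nearer to 0, which argues against fewer reads and against the spike-in as the whole cause. Over intervals with a peak in a collision library the median was −1.30, so that the choice of intervals from MyoD1 peaks does not account for it. With an unchanged amount of spike-in, a lower yield of mouse fragments of every kind raises the yeast share about as much as the counts fell. The highest deduplicated share of a collision library was 1.40 times the lowest of a MyoD1 library. This ratio takes every yeast read as spike-in, but the Input held 0.738% on average too, so the ratio cannot decide. The fall per read not aligned to yeast argues against such a yield as the whole cause, as far as those reads, duplicates included, are mouse reads. Lower binding of MyoD1 in the collisions stays open, untested. So does a lower release of fragments that also reaches the mitochondrial genome, where MyoD1 is taken not to bind. The mitochondrial counts were 0.468 of the MyoD1 mean in the collision nearer to it, with every collision library below both MyoD1 libraries (log2 ratios of −1.18 and −1.08 per read not aligned to yeast). All 7 mitochondrial peaks were called in MyoD1 libraries and none in a collision library, so these intervals are no neutral control.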

How the results depend on the processing

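Of 774 values under alternative settings, 438 stayed on the same side of the threshold, within 1.5 times the count or within the spread between replicates, 238 moved further, 28 lost and 23 gained a call, and 47 reversed. Of those 47, 23 arose with column totals, TMM or DESeq2 size factors, which are taken from the interval counts and set the typical change near 0 by construction, so that medians near 0 and turned signs under them are values relative to the general fall and show no change of its direction. Scaling by yeast reads with duplicates, scaling by reads not aligned to yeast, and scaling by yeast reads less the Input share, the fit without mitochondrial intervals and transgene exons, the scalings and left-out libraries for the gene lists, the replicate block with other gene windows or an estimated correlation, and the gene lists without the genes Ascl1 and Myod1 were chosen after seeing the data. Depth limits the test: in simulations of Ascl1 & MyoD1 against MyoD1, 4-fold losses were called at 14.5% of 200 intervals and at 61.5% of 3104, and 16-fold losses at 85.5% of 200. A fit with 1 library in a group assumes that it varies like the others. The filter on low counts then also passed more intervals (6041 to 9195 in place of 5174) and genes (1024 to 1506 in place of 851). The yeast spike-in is the setting reported, so it is no alternative, and deduplicated mouse reads as library size were not run, since no such totals were used here. Except where fewer peaks, intervals or libraries enter by construction, the cause was not tested.

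With only peaks of q under 0.001 the peaks per library were 3872 (MyoD1), 469.5 (Ascl1 & MyoD1) and 789 (mutAscl1 & MyoD1), and with a fold enrichment of at least 5 they were 3199.5, 563.5 and 862.5. With at least 50% of the peak's length covered, 7.90% of MyoD1 peaks were overlapped by Ascl1 & MyoD1, 11.8% by mutAscl1 & MyoD1, and 34.6% of mutAscl1 & MyoD1 peaks by Ascl1 & MyoD1. With 50% of both peaks covered these were 7.72%, 11.3% and 32.5%, and 51.1% of Ascl1 & MyoD1 peaks were overlapped by MyoD1, 44.6% by mutAscl1 & MyoD1, and 55.0% of mutAscl1 & MyoD1 peaks by MyoD1. With q under 0.01 in both lists 12.2% of MyoD1 peaks were overlapped by Ascl1 & MyoD1, and against libraries of the other replicate number 39.1% of mutAscl1 & MyoD1 peaks by Ascl1 & MyoD1. The promoter shares of MyoD1, Ascl1 & MyoD1 and mutAscl1 & MyoD1 peaks were 22.1%, 23.8% and 21.4% with 2000 bp to each side, 29.4%, 31.0% and 29.0% with 10000 bp upstream to 2000 bp downstream, and 9.80% and 8.55% (MyoD1, mutAscl1 & MyoD1) with only starts of protein-coding genes. CAGCTG over the flanks was 4.89, 5.56 and 5.46 times in the central 200 bp and 3.92, 4.68 and 4.83 times in the whole peak. Over intervals with a peak in each condition the shares of reads were 0.978%, 0.536% and 0.495%.

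For Ascl1 & MyoD1 against MyoD1, intervals lower numbered 0 with column totals, TMM, DESeq2 size factors in edgeR and DESeq2 with its own size factors, 1603 with DESeq2 under the yeast scaling, 599 over intervals with a collision peak, 138 over intervals with a peak in each condition and 22 with yeast reads less the Input share. Intervals higher numbered 8 with DESeq2's own size factors and 1 with reads not aligned to yeast, with yeast reads with duplicates, without the mitochondrial intervals and transgene exons, and with thinned counts. The median log2 fold change was −0.0761 with column totals and 0.00682 with TMM, 0.00725 with DESeq2 size factors in edgeR and 0.00608 with DESeq2's own size factors. Leaving out 1 library gave 0 (without Ascl1 & MyoD1 replicate 2) to 6934 (without MyoD1 replicate 1) lower and 0 to 7 higher.

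For mutAscl1 & MyoD1 against MyoD1, intervals lower numbered 50 with column totals, 18 with TMM and with DESeq2 size factors in edgeR, 1 with DESeq2's own size factors, 1590 with DESeq2 under the yeast scaling, 471 over intervals with a collision peak, 157 over intervals with a peak in each condition, 0 with yeast reads less the Input share and 1897 with thinned counts. Intervals higher numbered 28 with column totals and with TMM, 32 with DESeq2 size factors in edgeR, 14 with DESeq2's own, 2 with yeast reads with duplicates, and 0 with DESeq2 under the yeast scaling, over intervals with a collision peak, with both MyoD1 peaks or with a peak in each condition, with yeast reads less the Input share and with thinned counts. The median was −0.11 with column totals, −0.00518 with TMM, 0.0159 with DESeq2 size factors in edgeR and 0.00645 with DESeq2's own, −1.30 over intervals with a collision peak, −1.28 over intervals with a peak in each condition, −1.95 with yeast reads less the Input share and −1.17 for intervals with a MyoD1 replicate 2 peak measured in replicate 1 (−1.005 in Ascl1 & MyoD1). Leaving out 1 library gave 0 (without mutAscl1 & MyoD1 replicate 2) to 6942 (without MyoD1 replicate 1) lower, 0 to 9 higher and medians of −2.19 to −1.18.

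Between the collisions, the 1 interval lower became 0 with column totals, TMM, DESeq2 size factors in edgeR, DESeq2's own and DESeq2 under the yeast scaling, over intervals with both MyoD1 peaks or with a peak in each condition, and with yeast reads less the Input share, and leaving out 1 library gave 0 to 1 lower and 0 to 1 higher. The correlation of the 2 changes was 0.667 with TMM and with column totals.

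The number of genes of Fig 6I and 6K that were lower was 2 with the gene body and 4 with the nearest start in Ascl1 & MyoD1, 2 and 2 in mutAscl1 & MyoD1, 0 in both with TMM, column totals and DESeq2 size factors in edgeR, and 0 to 2 and 0 to 1 when leaving out 1 library. With TMM, column totals and DESeq2 size factors the log2 fold changes were, none past the threshold, 0.48, 0.41 and 0.48 (Myog), 0.39, 0.32 and 0.38 (Hes6) and 1.40, 1.34 and 1.40 (Pvalb) in Ascl1 & MyoD1 and 0.31, 0.20 and 0.34 (Mylpf), 0.28, 0.17 and 0.31 (Hes6) and 0.82, 0.74 and 0.85 (Pvalb) in mutAscl1 & MyoD1. Leaving out 1 library gave −1.15 to 1.57 (Pvalb), −6.74 to 6.40 (Ascl1) and −4.75 to 4.61 (Myod1) in Ascl1 & MyoD1 and −1.63 to 1.09, −6.60 to 6.24 and −4.76 to 4.40 in mutAscl1 & MyoD1. Sarcomere and contractile genes lower numbered 21 with the gene body and 22 with the nearest start in Ascl1 & MyoD1, and excitation-contraction and neuromuscular junction genes 14 and 13, and 12 and 11 in mutAscl1 & MyoD1. With TMM, column totals and DESeq2 size factors all of these numbers were 0. Leaving out 1 library gave 0 to 22 and 0 to 23 sarcomere genes in Ascl1 & MyoD1 and mutAscl1 & MyoD1, and 0 to 11 and 0 to 10 excitation-contraction genes.

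The share of genes with a peak, less that of the other genes, is given in percentage points. With the gene body it reversed to 27.1 for cell cycle exit genes (MyoD1 replicate 1, gaining the call) and to −9.08 and −5.04 for pluripotency genes (MyoD1 replicates 1 and 2), and lost the call at 15.8 for neuronal genes, 22.8 for bHLH partners and Id genes, 16.6 for fibroblast genes and 22.1 for muscle metabolism genes (MyoD1 replicate 2), at 9.23 (Ascl1 & MyoD1 replicate 1) and 5.46 (mutAscl1 & MyoD1 replicate 1) for neuronal genes and at 9.12 (Ascl1 & MyoD1 replicate 2) and 9.74 (mutAscl1 & MyoD1 replicate 1) for sarcomere genes. With the nearest start it reversed to 43.6 for cell cycle exit genes (MyoD1 replicate 1, gaining the call), gained the call at 44.6 for the same genes (MyoD1 replicate 2), 29.8 for bHLH partners and Id genes (MyoD1 replicate 1) and 10.9 and 15.3 for neuronal genes (Ascl1 & MyoD1 and mutAscl1 & MyoD1 replicate 2), and lost it at 21.7 for muscle metabolism genes (MyoD1 replicate 2). Without the genes Ascl1 and Myod1 it lost the call at 11.1 for myogenic regulators (MyoD1 replicate 1) and at 9.39 and 5.45 for neuronal genes (MyoD1 replicate 2, mutAscl1 & MyoD1 replicate 1).

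With the replicate block, 3801 intervals were lower and 2 higher in Ascl1 & MyoD1, 3683 and 4 in mutAscl1 & MyoD1, and 2 and 0 between the collisions. Under the replicate block the log2 fold changes reversed to 0.0123 for Pvalb and −0.0151 for Ascl1 in Ascl1 & MyoD1 and to −0.0748 for Ascl1 and −0.10 for Myod1 in mutAscl1 & MyoD1. With the block, genes of Fig 6I and 6K lower numbered 3 and 3 with the gene body and 5 and 4 with the nearest start, sarcomere genes 26 and 24, and 26 and 25, and excitation-contraction genes 14 and 14, and 15 and 14. With the block and the gene body Myod1 reversed to −0.0758 and Ascl1 to −0.0343 in mutAscl1 & MyoD1, and with the block and the nearest start Pvalb to 0.00953 in Ascl1 & MyoD1 and Myod1 to −0.0797 and Ascl1 to −0.0520 in mutAscl1 & MyoD1. Beyond these and the values given beside single results, the block changed no other call given in the text and moved no other count of calls by over 1.5 times.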

Differences from the paper's values

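The promoter share of peaks was 12.7% for MyoD1, 14.8% for Ascl1 & MyoD1 and 11.9% for mutAscl1 & MyoD1, where the paper's values are about 8%, about 8% and about 7% in Fig 6H, read by eye. Among the alternatives set before the data were examined, counting only starts of protein-coding genes gave 9.80%, 11.2% and 8.55%, which lie within the limits set for a difference, while peaks with q under 0.01, 2000 bp to each side of a start, and 10000 bp upstream to 2000 bp downstream of the 5' end did not. The share of other peaks was 0.297%, 0.212% and 0.204%, where the paper's values are about 2%, about 2% and about 2% in Fig 6H, read by eye, and none of the same alternatives closed this gap (5.90%, 6.09% and 6.12% with only starts of protein-coding genes). How Fig 6H defines its classes is not given in the sources used here.

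The mean number of MyoD1 binding sites and the peak and overlap numbers printed in Fig 6G match. In Fig EV5D the peak numbers of replicate 1 stand the other way round for the collisions: the files give 901 peaks for Ascl1 & MyoD1 and 1123 for mutAscl1 & MyoD1.

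Fig 6K shows a MyoD1 peak at Des in mutAscl1 & MyoD1. From 10000 bp upstream to 2000 bp downstream of the 5' end of Des no library had one, while among intervals whose nearest start is that of Des the mean was 1 peak in MyoD1, 0 in Ascl1 & MyoD1 and 0.5 in mutAscl1 & MyoD1. At Myog (0.5 in Ascl1 & MyoD1, 0 in mutAscl1 & MyoD1) and at Mylpf (0 and 0.5) the presence of peaks follows the figure.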

Other observations

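Of 5 tested genes among the Ascl1 targets and neuronal genes, Ascl1 itself included, 1 was lower in each collision (1 in each when adjusted over the list alone), and 2 with the replicate number as a block (1 and 2 when adjusted over the list alone), Hes6 being the other. The list medians were −0.69 in Ascl1 & MyoD1 and −1.02 in mutAscl1 & MyoD1 (1.36 and 0.82 with TMM, which takes a general fall out, with no gene called), against −1.62 and −1.55 over all genes tested, but camera did not set the list apart (adjusted p = 0.116 and 0.130, and 0.751 and 0.678 with an estimated correlation). Without the genes Ascl1 and Myod1, whose exons also stand in the transgenes, the medians over the 4 genes left were −0.93 and −1.14, 1 was lower in each collision (1 in each when adjusted over the list alone), and camera gave an adjusted p of 0.423 and 0.470 (0.731 and 0.797 with an estimated correlation). The gene that was lower was Tubb3, a neuronal tubulin, with log2 fold changes of -3.77 (standard error 0.92, adjusted p = 0.00447) and -2.08 (standard error 0.74, adjusted p = 0.0205) from edgeR. Zbtb18 had -0.69 and -1.02. Of the 32 genes of this list, 4 and 2 had a peak in the Ascl1 & MyoD1 libraries (odds ratios against the other protein-coding genes 15.3 and 6.54, adjusted p = 0.00124 and 0.115, Fisher's exact test) and 3 and 2 in the mutAscl1 & MyoD1 libraries (odds ratios 10.1 and 4.55, adjusted p = 0.0231 and 0.172, Fisher's exact test). Ascl1 had a peak in every library. Without Ascl1 and Myod1, 3 and 1, and 2 and 1, of 31 genes had one (adjusted p = 0.0143 and 0.358, and 0.170 and 0.500, Fisher's exact test). Of the 44 sarcomere genes 5 and 3, and 6 and 6, had a peak in the same libraries (odds ratios 13.8 and 7.20, and 15.7 and 10.9, adjusted p = 0.000633 and 0.0413, and 6.0e-05 and 0.000434, Fisher's exact test). With the gene body and 10000 bp to each side the adjusted p was 0.0550 and 0.110, and 0.231 and 0.0868, for the neuronal list with Ascl1 in it and 0.000890 and 0.0511, and 0.0775 and 7.5e-05, for the sarcomere list (Fisher's exact test), and with each interval given to the nearest start both lists passed in all 4 collision libraries.

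Among 4 tested genes of bHLH partners and Id proteins, 1 was lower in each collision (0 when adjusted over the list alone). It was Heyl, a target of Notch signalling, in Ascl1 & MyoD1 (-1.56, adjusted p = 0.0375 from edgeR) and Id3, an inhibitor of bHLH factors, in mutAscl1 & MyoD1 (-1.81, adjusted p = 0.0371 from edgeR). With the replicate block both Heyl and Id3 were lower in each collision (2 in each when adjusted over the list alone). Of 4 fibroblast score genes, Ccn2, a matricellular protein, was lower in Ascl1 & MyoD1 (-1.58, adjusted p = 0.0430 from edgeR) and none in mutAscl1 & MyoD1 (0 and 0 when adjusted over the list alone). With the replicate block Ccn2 and Snai2 were lower in each (2 and 2 when adjusted over the list alone). Of the pluripotency genes only Utf1 could be tested and was lower in Ascl1 & MyoD1 (-2.13, adjusted p = 0.0230 from edgeR; 1 when adjusted over the list alone), and in mutAscl1 & MyoD1 0 was lower (0 when adjusted over the list alone, and 1 with the replicate block). No hepatocyte or cell cycle exit gene entered the test. Whether a gene differed between the collisions is not shown by a call in only one of them.

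Of the other genes named in the paper, Dll1, a Notch ligand, had log2 fold changes of -2.07 and -1.57 (adjusted p = 0.0110 and 0.0311 from edgeR) and Cbfa2t3 had -1.99 and -2.64 (adjusted p = 0.00952 and 0.00247 from edgeR), over the intervals nearest to their starts. With the gene body and 10000 bp to each side Dll1 had -2.11 and -0.93 (adjusted p = 0.0240 and 0.232 from edgeR), so that it did not pass in mutAscl1 & MyoD1, and Cbfa2t3 had -1.99 and -2.64 (adjusted p = 0.00927 and 0.00238 from edgeR). The window from 10000 bp upstream to 2000 bp downstream of the 5' end held no consensus interval for either gene.

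The changes of the 2 collisions against the same MyoD1 libraries correlated across intervals, which are not independent replicates (Pearson r = 0.645, Spearman rho = 0.640). Simulated unchanged groups against those libraries gave a Pearson r of 0.524 (0.504 to 0.555 in 20 simulations). The covariance was 0.401 against 0.233 simulated, a difference of 0.168. Of the intervals, 2301 were lower in both collisions, against 1653 for independent lists, a number that leaves out the shared MyoD1 libraries, and 0 in each of 20 simulations of unchanged groups, which leave out the effects. The 2 MyoD1 libraries are too few to split, so part of the excess may come from the shared controls (r = 0.667 with TMM).

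MyoD1 peaks of high enrichment were still called in the collisions more often than those of low enrichment, although of the highest of 5 groups only 37.0% to 51.5% were kept. A candidate explanation, set before its result was seen, is that sites with low enrichment are lost first when signal falls. In Ascl1 & MyoD1 the share kept was 11.4 times higher in the highest than in the lowest of 5 groups in replicate 1 and 21.5 times in replicate 2. In mutAscl1 & MyoD1 it was 2.90% in the lowest and 43.8% in the highest group in replicate 1, and 3.09% and 51.5% in replicate 2. This may hold whether binding or the release of fragments fell. The same shares were not computed between the 2 MyoD1 replicates, so the gradient is not shown to be particular to the collisions.

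Counted with duplicates, yeast reads made up 1.25% of the reads of the Input libraries on average, against 1.70% for MyoD1, 1.85% for Ascl1 & MyoD1 and 1.74% for mutAscl1 & MyoD1. After deduplication the means were 0.738% for the Input, 1.11% for MyoD1, 1.25% for Ascl1 & MyoD1 and 1.09% for mutAscl1 & MyoD1. Whether spike-in was added to the Input is not given in the sources used here, so part of the reads aligned to yeast may not come from the spike-in. With the deduplicated Input share of 0.738% subtracted, a scaling chosen after the data were seen, 22 and 0 intervals were lower instead of 2983 and 2867, although the medians moved from −1.72 and −1.65 to −2.39 and −1.95. With reads not aligned to yeast as library size, 3413 and 3957 were lower. Why the calls ended under the first of these was not tested.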
